# Single-cell analysis identifies dynamic gene expression networks that govern B cell development and transformation

**DOI:** 10.1038/s41467-021-27232-5

**Published:** 2021-11-25

**Authors:** Robin D. Lee, Sarah A. Munro, Todd P. Knutson, Rebecca S. LaRue, Lynn M. Heltemes-Harris, Michael A. Farrar

**Keywords:** Leukopoiesis, Acute lymphocytic leukaemia, B cells

## Abstract

Integration of external signals and B-lymphoid transcription factor activities organise B cell lineage commitment through alternating cycles of proliferation and differentiation, producing a diverse repertoire of mature B cells. We use single-cell transcriptomics/proteomics to identify differentially expressed gene networks across B cell development and correlate these networks with subtypes of B cell leukemia. Here we show unique transcriptional signatures that refine the pre-B cell expansion stages into pre-BCR-dependent and pre-BCR-independent proliferative phases. These changes correlate with reciprocal changes in expression of the transcription factor EBF1 and the RNA binding protein YBX3, that are defining features of the pre-BCR-dependent stage. Using pseudotime analysis, we further characterize the expression kinetics of different biological modalities across B cell development, including transcription factors, cytokines, chemokines, and their associated receptors. Our findings demonstrate the underlying heterogeneity of developing B cells and characterise developmental nodes linked to B cell transformation.

## Abstract (web summary)

The characterisation of B cell progenitors could benefit from single cell RNA analysis. Here the authors show distinct transcriptional profiles of B cell progenitors which are dependent upon pre-BCR and these profiles can be related to B cell transformation in lymphoblastic leukaemia.

## Introduction

Distinct stages of B-cell development have been delineated using flow cytometry and a variety of surface^1,2^ and intracellular markers^3,4^. The use of such markers in combination with distinct gene knockout mice has greatly expanded our understanding of specific B-lymphoid transcription factors^5–7^, cytokines^8–10^, and signaling pathways that entrain B cell development. However, these markers are insufficient to fully demarcate distinct subsets^1^, resulting in the analysis of mixed populations. These limitations have led to an incomplete understanding of B-lymphoid transcription-factor expression kinetics across the B-cell developmental trajectory, and the orchestration of transcriptional programs underlying the alternating cycles of proliferation and differentiation. Capturing transition states as B cells differentiate from one stage to the next is particularly difficult. Furthermore, perturbations during normal B-cell differentiation can lead to development of B-cell acute lymphoblastic leukemia (B-ALL)^11–13^. However, exactly what stages are most permissive for transformation remains imprecisely defined. Recent characterization of B-ALL subtypes showed diverse transcriptional signatures, suggesting multiple points of origin, or use of different signaling pathways to drive transformation^12,14^. Therefore, understanding normal B-cell transcriptional programs can determine where transformation occurs and how B-ALLs exploit B-cell developmental pathways.

To address the above questions, we used single-cell transcriptomics (scRNA-Seq) and proteomics (CITE-Seq, Cellular Indexing of Transcriptomes and Epitopes by Sequencing)^15^ to precisely characterize different subsets of B-cell development. Our analysis discovered several stages of pre-B-cell differentiation—including a pre-BCR-dependent and two pre-BCR-independent stages that exhibited distinct modalities of proliferation. This process of pre-B-cell differentiation was characterized by oscillatory regulation of the transcription factor EBF1, with reciprocal changes in the RNA-binding protein YBX3. In contrast, the pre-BCR-independent stages correlated with changes in chemokine and cytokine receptors and suggest that these stages may involve differential localization of pre-BCR-independent stage subsets within the bone marrow. Finally, comparisons of various human B-ALL transcriptomes to those of different stages of B-cell development highlight the developmental nodes that associate with varying subtypes of B-ALL and how they correlate with prognosis.

## Results

### Identifying B-cell development stages using scRNAseq and CITE-Seq

To couple transcriptional information with B-cell-stage-defining surface marker expressions, we used combined single-cell RNA sequencing and CITE-Seq (also referred as antibody-derived-tags [ADT] hereafter) proteomics. Bone marrow from two wildtype C57BL/6 mice was harvested and stained with two distinct oligo-labeled antibodies that recognize CD45 and MHC class I, which allow identification of cells derived from each individual mouse (referred to as hashtag antibodies). We further stained cells with a panel of CITE-Seq antibodies (B220, CD19, CD93, CD25, IgM, and CD43) as well as fluorescently labeled B220 and CD43. Cells were sorted (representative gating; Supplementary Fig. 1a) at a 1:1 ratio of B220^+^CD43^+^ and B220^+^CD43^−^ cells to enrich for early progenitor B-cell subsets (Fig. 1a). This sorting scheme captures the vast majority of developing B cells in the bone marrow but does exclude a small fraction of developing CD19^+^ B cells that express CD11c, Ly6G, or NK1.1 (~1–3%) (Supplementary Fig. 1b). 

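CITE-seq reads the messenger RNA of single cells together with antibody-derived tags (ADT) that count surface proteins. The data come from bone marrow of n = 2 wild-type mice aged 8 weeks, sorted for B220 and mixed in equal parts from CD43-positive and CD43-negative cells, with ADT for B220, CD19, CD93, CD25, IgM, and CD43 and with hashtag antibodies that mark the mouse of origin. Mouse 1 gave 3902 cells with 25223396 UMIs (median 3582.5 per cell) and mouse 2 gave 3552 cells with 22749563 UMIs (median 3471). RNA was counted for 14003 genes, and the median cell held 3546.5 UMIs and 1409 genes. The authors aligned the reads with Cell Ranger, removed empty droplets, cells with a high mitochondrial share, and hashtag doublets, and assigned each remaining cell to its mouse. From there, the raw UMI counts were summed per mouse and cluster, because cells of the same mouse are not independent, and the sums entered an edgeR quasi-likelihood fit with the mouse as the replicate. Cluster names came from the cell list in the paper's source data, which names 1004 cells of mouse 1 (6528148 UMIs) and 994 cells of mouse 2 (6326069 UMIs) here. Names for the other cells were assigned from the 15 nearest named cells, which returned the printed name for 87.94% of named cells in cross-validation, and are used only where stated. Of the genes counted, 6570 had enough counts to be tested in each comparison of clusters (6133 between CD93-high and CD93-low pre-pro B cells), and a gene was called higher or lower at an edgeR Benjamini-Hochberg (BH) adjusted p below 0.05. Log2 fold changes carry a standard error (SE). Expression is given as CPM (UMIs of a gene scaled to the effective, TMM-scaled library total of its cluster and mouse) for mouse 1 and mouse 2 in that order. Shares of cells carry exact (Clopper-Pearson) 95% intervals that cover counting error only. Gene lists for B cell programs such as EBF1-activated genes, MYC targets, and replication histones, and the rule for naming genes, were fixed before the data were examined. Because the clusters were drawn from the same RNA, tests between clusters describe the clusters and are not independent evidence that they exist.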

After processing samples, the data set contained 7454 single cells contributing to 14 transcriptionally unique clusters (Fig. 1b). Cell cycle status was determined by measuring the average expression of gene sets representing canonical S and G2M phases and a recently described postmitotic G1 phase (G1PM) that is associated with rapidly cycling cells that contain carryover G2M transcripts^16,17^. Cells were classified by which gene set was most enriched, while cells lacking any of these three signatures were labeled G0/G1 by default (Fig. 1c, Supplementary Fig. 2a). We found that the proliferating cells (G1PM, S, and G2/M phase) were clustered together away from quiescent cells (G0/G1), suggesting that cycling status was a major source of variance (Fig. 1c). Similarly, *Mki67* gene expression levels were high in cells classified as G1PM, S, or G2/M phase (Fig. 1c). 

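Cells assigned to G1PM, S, or G2/M made up 38.2% (35.2 to 41.3) and 39.7% (36.7 to 42.9) of the named cells of mouse 1 and mouse 2 (exact 95% intervals). PreBCRi I and the G2/M phase cluster of PreBCRi II were made up of cycling cells only, and PreBCRd (95.3% and 95.5%) and cycling pro-B cells (95.2% and 91.7%) nearly so. Among pro-B VDJ cells the share was 2.04% and 6.38%, among kappa pre-B cells 4.40% and 3.20%, and among mature B cells 4.17% and 7.44%. These low shares depend on the scoring. At 1500 UMIs per cell they were 9.47% and 15.1%, 11.5% and 19.0%, and 18.5% and 20.3%, and on log-normalized counts 4.08% and 12.8%, 10.1% and 13.6%, and 10% and 14.1%. The pre-pro B cluster was mixed, with 33.3% (19.1 to 50.2) and 58.8% (44.2 to 72.4) cycling. Among mitotic genes, Cdc20 (log2 fold change -3.35, SE 0.19, edgeR BH-adjusted p = 9.90e-22) and Tpx2 (-3.33, SE 0.22) were lower in recombining than in cycling pro-B and pre-B clusters, in both mice. Cdc20 activates the anaphase-promoting complex and Tpx2 builds the mitotic spindle. Of 52 G2/M genes 51 were lower in recombining cells and 0 higher, and of 41 S-phase genes 40 were lower and 0 higher. Replication histones, which took no part in assigning the phases, were lower for 37 of 42 genes (37 when adjusted over the list alone, limma camera BH-adjusted p = 0.0257 with an estimated correlation), among them Hist1h3i (-3.86, SE 0.55). Of 16 quiescence and antiproliferative genes 12 were higher in recombining cells and 1 lower, led by Pik3ip1 (2.82, SE 0.24) and Tsc22d3 (2.68, SE 0.19). The phase of each cell was read from the same RNA that placed it in a cluster.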

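Mki67, a chromosome-surface protein made in dividing cells, reached 614 and 629 CPM in G1PM cells of the 2 mice and 590.1 and 642 in G2/M cells. S-phase cells held 253 and 229 and G0/G1 cells 55.0 and 59.9 CPM. At least 1 Mki67 UMI was seen in 95.8 and 98.4% of G1PM cells and in 16.4 and 16.7% of G0/G1 cells, whose median depths were 8942 and 8220 against 2722 and 2542 UMIs. With each cell drawn down to 1500 UMIs the shares were 64.3 and 70.9% in G1PM, 29.6 and 29.7% in S, 59.6 and 60.2% in G2/M, and 8.95 and 9.38% in G0/G1. Cells with fewer UMIs were left out (90 and 118 of them in G0/G1). Mki67 is itself a member of the lists that assign G1PM and G2/M. With Mki67 and Myc removed from those lists, Mki67 still stood at 482.6 and 474.9 CPM in G1PM cells and at 57.95 and 63.95 in G0/G1 cells. By cluster, Mki67 was highest in PreBCRi I (602 and 619 CPM) and the G2/M cluster of PreBCRi II (592 and 616), and lowest among B-lineage clusters of quiescent type such as pro-B VDJ cells (48.0 and 63.2). Recombining clusters lay below cycling clusters in both mice (log2 fold change -2.50, SE 0.15, edgeR BH-adjusted p = 3.18e-21).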

Further, we found that CITE-seq provided superior sensitivity compared with the corresponding transcript expression (Fig. 1d). 

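CD93 protein separated pro-B cells from mature B cells with an area under the ROC curve of 0.988 and 0.985 in the 2 mice, while the Cd93 transcript reached 0.636 and 0.669. CD25 protein separated kappa pre-B cells from pro-B VDJ cells at 0.956 and 0.925, against 0.557 and 0.567 for Il2ra, whose RNA was detected in 11.3% and 14.4% of kappa pre-B cells. For CD43 (pre-pro B and pro-B against immature B cells) the protein reached 0.967 and 0.978 and Spn 0.611 and 0.602. For CD19 (pro-B against pre-pro B cells) the values were 0.922 and 0.957 for protein and 0.682 and 0.654 for Cd19 RNA, and for B220 (mature B against plasma cells) 0.983 and 0.976 for protein and 0.778 and 0.800 for Ptprc. IgM protein separated immature from kappa pre-B cells at 0.905 and 0.924, and Ighm RNA at 0.606 and 0.523. Ighm was detected in all cells of both clusters. A value of 1 means full separation and 0.5 none, and each pair of clusters was set beforehand from the known stage pattern of the marker. That choice can favor the protein. The paper also used the tags to define its CD19-negative, CD43-positive pre-pro B cells, and the cells were sorted on CD43. The CD19 and CD43 separations by protein were thus partly set by design. Ptprc RNA counts all CD45 isoforms while the antibody sees B220 alone, and Ighm RNA is made before IgM reaches the surface, so those pairs compare different molecules.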

Cells marked CD43^+^ by CITE-Seq comprised the majority of cycling cells, supporting previous characterizations of cycling progenitor B cells^1^. Both wild-type mice were equally represented in all cell clusters (Supplementary Fig. 2b) and had equal detection of all CITE-seq antibodies (Supplementary Fig. 2c, d). 

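CD43 protein was high on 45.3% (40.3 to 50.4) and 49.1% (44.1 to 54.2) of cycling cells in mouse 1 and mouse 2, and on 28.4% (24.9 to 32.1) and 26.9% (23.4 to 30.6) of quiescent cells (exact 95% intervals). The cycling cells with high CD43 were those of the early stages, with 88.4% and 90.9% of PreBCRd and 87.1% and 81.7% of cycling pro-B cells high. PreBCRi I, which also cycles, had high CD43 on 30.7% and 32.6% of its cells and the S phase cluster of PreBCRi II on 27.8% and 27.5%. Quiescent pro-B VDJ cells stayed mostly high (75.5% and 79.8%), while kappa pre-B cells (12.6% and 12.0%) and immature B cells (3.88% and 3.31%) were mostly low. CD43, the product of Spn, is a sialomucin whose loss marks the passage from large to small pre-B cells. Seen from the other side, 49.7% (44.4 to 55.1) and 54.6% (49.3 to 59.9) of CD43-high cells were cycling. High means a normalized ADT value above 0.9242, the point midway between the medians of pre-pro B and mature B cells, and with the median of all cells (0.7119) as the boundary 69.01% and 71.39% of cycling cells were high. Cells were sorted to equal numbers of CD43-positive and CD43-negative, so these shares are not those of the marrow.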

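Each of the 14 clusters held similar shares of the named cells of mouse 1 and mouse 2, and the exact 95% intervals of the 2 mice overlapped for all of them. PreBCRd made up 4.28% (3.12 to 5.73) and 4.43% (3.23 to 5.90), PreBCRi I 13.9% and 13.6%, and pre-pro B cells 3.88% and 5.13%. Kappa pre-B cells differed most in percentage points, with 15.8% (13.6 to 18.2) in mouse 1 and 12.6% (10.6 to 14.8) in mouse 2. With names extended to all cells their intervals were apart, at 16.8% (15.6 to 18.0) and 12.8% (11.7 to 13.9). The median cell carried 523 ADT counts in mouse 1 and 489 in mouse 2. CD19 protein on pro-B VDJ cells averaged 1.000 ± 0.218 and 0.937 ± 0.238 in the 2 mice (normalized ADT, SD over cells), CD25 on kappa pre-B cells 1.59 ± 0.731 and 1.61 ± 0.749, and IgM on immature B cells 1.43 ± 0.638 and 1.34 ± 0.575. In RNA, 10 genes were higher and 17 lower in mouse 2 than in mouse 1 over all clusters (edgeR, BH-adjusted p below 0.05). Each side was 1 animal with its clusters in place of replicates, so these calls do not measure the spread between animals.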

Overall, CITE-seq antibody expression recapitulated flow cytometry-based staging of B-cell development and when coupled with transcriptomic signatures provided the basis for demarcating different stages and transitions during B-cell development.

**Fig. 1:**
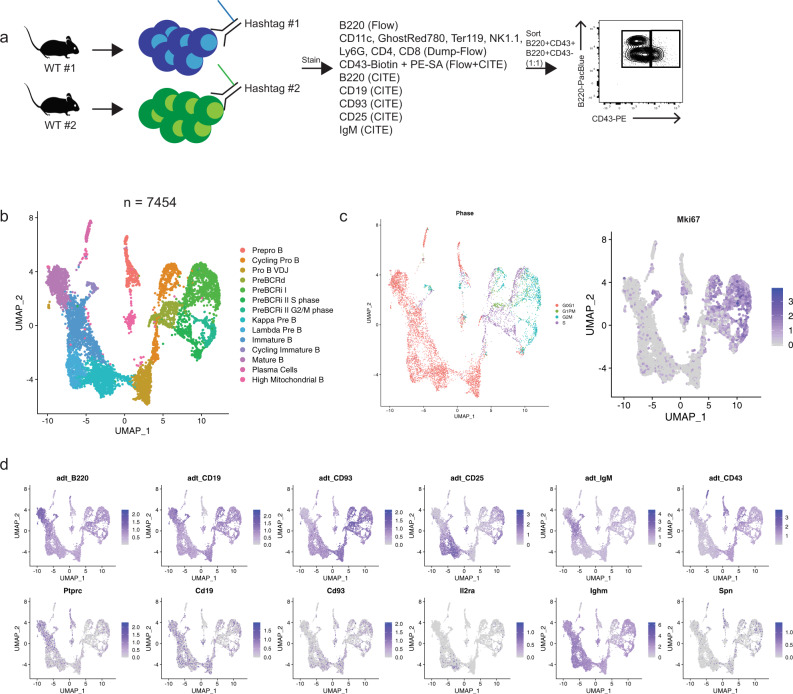
Identifying B-cell development stages using scRNAseq and CITE-Seq. **a** Schematic of the experimental setup. WT wild type. **b** UMAP dimension-reduction projection of all cells (*n* = 7454) from two wild-type C57BL6 mice. Fourteen clusters were identified and the corresponding population names for each cluster are listed (Pre-BCRd pre-BCR-dependent, Pre-BCRi pre-BCR-independent) **c** Feature plot of cells that are labeled according to their cell cycle status based on gene expression (left) and *Mki67* transcription expression (right). Cell cycle status was determined by the average expression of gene sets representing each cell cycle, including postmitotic G1 phase (G1PM), S phase, or G2/M phase, and cells that did not harbor any of these signatures were labeled as G0/G1. Color scale represents natural log-transformed SCTransform corrected counts. **d** Feature plot of cells for their CITE-Seq/ADT antibody expression (top row) and the corresponding gene transcript expression (bottom row). Color scale represents centered natural log transformation across cells. adt antibody-derived tags.

### Transcriptional signatures of pre–pro B cells and committed pro B cells

We first used antibody-derived CITE-Seq tags to define B220^+^CD43^+^CD19^−^ pre–pro B cells. These cells expressed early B-lineage-associated genes such as *Flt3*, *Il7r*, and *Cd79a* (Fig. 2a). 

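Flt3, a cytokine receptor of multipotent and lymphoid progenitors, was higher in pre-pro B than in cycling pro-B cells by 3.14 (SE 0.54, edgeR BH-adjusted p = 6.52e-06) log2 units, in both mice. Flt3 stood at 97.3 and 43.1 CPM in pre-pro B cells and at 5.24 and 9.66 in cycling pro-B cells. It was detected in 48.7% (32.4 to 65.2) and 27.4% (15.9 to 41.7) of pre-pro B cells (exact 95% intervals). Il7r did not pass between these stages, with a log2 fold change of 0.16 (SE 0.16, edgeR BH-adjusted p = 0.532) and 245 and 309 against 258 and 243 CPM. Cd79a, which encodes a signaling chain of the B cell receptor, was present in pre-pro B cells (429.9 and 365 CPM) but lower than in cycling pro-B cells (log2 fold change -2.29, SE 0.14, edgeR BH-adjusted p = 1.84e-20). Among 13 genes of early lymphoid progenitors 5 were higher in pre-pro B cells, such as Lmo2 (2.24, SE 0.31), and 3 lower, such as Dntt (-2.15, SE 0.18) (6 higher and 3 lower when adjusted over the list alone). Dntt encodes the polymerase that adds nucleotides at recombining joints, and Lmo2 is a transcriptional adaptor of stem and progenitor cells. Drawn down to 1500 UMIs, 5.13% (0.627 to 17.3) and 5.88% (1.23 to 16.2) of pre-pro B cells kept a Flt3 UMI, against 1.68% (0.204 to 5.94) and 1.70% (0.206 to 5.99) of mature B cells, a type that should lack it (median depths 7173 and 7270 against 2779 and 3061 UMIs).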

Pre–pro B cells have also been shown to express genes associated with myeloid lineages, consistent with the observation that they can give rise to myeloid cells as well^18,19^. Indeed, we found that the pre–pro B cells have high expression of myeloid lineage-associated transcription factors such as *Runx2*, *Irf8*, and *Tcf4*, and plasmacytoid dendritic cell markers, such as *Bst2;* these genes were silenced upon commitment to the B-cell lineage at the pro-B-cell stage (Fig. 2b). 

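Runx2, Irf8, Tcf4, and Bst2 were all far higher in pre-pro B than in cycling pro-B cells. Each differed in both mice: Runx2 (log2 fold change 6.27, SE 0.39, edgeR BH-adjusted p = 1.24e-19), Irf8 (4.41, SE 0.19, edgeR BH-adjusted p = 3.01e-26), Tcf4 (2.55, SE 0.17, edgeR BH-adjusted p = 2.48e-18), and Bst2 (3.9, SE 0.18, edgeR BH-adjusted p = 6.23e-25). Runx2 fell from 292 and 272 to 3.93 and 2.76 CPM, and Bst2 from 2448 and 1868 to 115 and 174. Tcf4 and Irf8 direct the plasmacytoid dendritic cell fate and Bst2 is a surface protein of these cells. The rest of the dendritic program moved with them: of 18 plasmacytoid dendritic cell genes 18 were higher and 0 lower in pre-pro B cells (unchanged when adjusted over the list alone, limma camera BH-adjusted p = 1.45e-06 with an estimated correlation). Cox6a2 (6.41, SE 0.21), Smim5 (7.81, SE 0.50), and Ly6c2 (7.03, SE 0.48) were among them. All 6 of 6 conventional dendritic cell genes were higher as well, and Id2, a partner that blocks E proteins, was at least 75.1-fold higher with no UMI in cycling pro-B cells. Antigen presentation followed, with 8 of 11 MHC class II genes higher and 0 lower (10 higher and 0 lower when adjusted over the list alone), led by H2-Aa (4.07, SE 0.29) and Cd74 (3.24, SE 0.19). Of 25 chemokine and cytokine receptors 14 were higher and 0 lower, among them Ccr9 (6.13, SE 0.65) and Ccr2 (at least 24.2-fold, floor of 3 counts). Dendritic genes were measured on pooled cells of the cluster, which can hold more than 1 cell type, and 39 and 51 pre-pro B cells were named in the 2 mice.

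**Figure D1:**
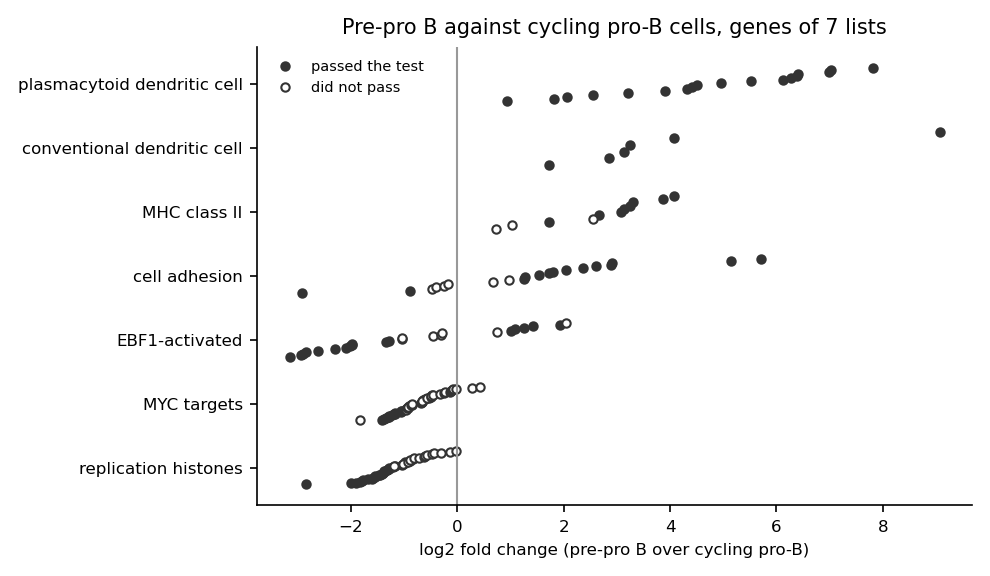
Log2 fold change of pre-pro B against cycling pro-B cells (horizontal axis) for each measured gene of the fixed lists shown, with 18 of 18 plasmacytoid dendritic cell genes higher. Id2 has no UMI in cycling pro-B cells and is drawn at its fitted value.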

We also assessed the expression of previously described EBF1-repressed target genes, including *Tyrobp*, C*lec12a*, *Cd300a*, *Cd7*, *Chdh*, and *Mycl*^20^ (Fig. 2c). These target genes were highly expressed in the pre–pro B-cell cluster, while *Ebf1*-expressing pro-B cells had low or undetectable expression of these genes, further distinguishing the pre–pro B cells from pro-B cells (Fig. 2b). 

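Tyrobp, Clec12a, and Cd7, which EBF1 represses, were among the genes most restricted to pre-pro B cells. Against cycling pro-B cells they differed in both mice: Tyrobp (log2 fold change 6.51, SE 0.25, edgeR BH-adjusted p = 7.88e-29), Clec12a (5.27, SE 0.27, edgeR BH-adjusted p = 6.17e-23), and Cd7 (6.67, SE 0.33, edgeR BH-adjusted p = 2.74e-23). Tyrobp stood at 2583 and 1647 CPM in pre-pro B cells and at 21.0 and 24.8 in cycling pro-B cells. Mycl was seen in pre-pro B cells at 40.8 and 36.3 CPM and not at all in cycling pro-B cells, at least 18.9-fold higher with a floor of 3 counts. Ebf1 itself was lower in pre-pro B cells (log2 fold change -2.13, SE 0.13, edgeR BH-adjusted p = 1.08e-19). At 1500 UMIs per cell 33.3% (19.1 to 50.2) and 37.2% (24.1 to 51.9) of pre-pro B cells held an Ebf1 UMI (exact 95% intervals). In plasma cells the shares were 25% (8.66 to 49.1) and 26.1% (10.2 to 48.4), with intervals that overlap. Without thinning, an Ebf1 UMI was seen in 100% and 95.7% of plasma cells but in 74.4% and 74.5% of pre-pro B cells. Plasma cells therefore may not measure the background of Ebf1, and these shares do not decide whether pre-pro B cells exceed it. All 4 of 4 measured repressed genes were higher in pre-pro B cells (4 higher and 0 lower when adjusted over the list alone), a list the study itself chose and so not independent evidence. Of 24 EBF1-activated genes 13 were lower in pre-pro B cells and 5 higher (6 higher and 15 lower when adjusted over the list alone, limma camera BH-adjusted p = 0.00138 with an estimated correlation), with Bst1 (-2.84, SE 0.61) and Cd19 (-2.02, SE 0.32) among the lower. Transmembrane adaptors such as Tyrobp relay signals of innate receptors, while Cd19 lowers the threshold of B cell receptor signaling. Cd300a, at 40.8 and 11.3 CPM in pre-pro B cells, and Chdh, at 12.6 and 34.0, had too few counts to be tested.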

To identify the presence of B cell-biased uncommitted progenitors in this cluster, we used CD93 ADT expression, previously shown to enrich for B cell progenitors^21^. 

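Pre-pro B cells with CD93 protein above the median had more Ebf1 (log2 fold change 1.41, SE 0.16, edgeR BH-adjusted p = 0.0012), Vpreb3 (1.07, SE 0.14, edgeR BH-adjusted p = 0.00176), and Vpreb1 (0.97, SE 0.20, edgeR BH-adjusted p = 0.0166) than those below it, in both mice. Cd24a (0.40, SE 0.16, edgeR BH-adjusted p = 0.222) and Chchd10 (0.54, SE 0.16, edgeR BH-adjusted p = 0.0886) did not pass. In all, 90 genes were higher and 83 lower in the CD93-high cells among 6133 tested, and 139 and 127 in a paired fit with the mouse as replicate block. The counts were 38 and 31 in DESeq2, 20 and 33 under a split by the CD93 share of all antibody counts, and 2 and 0 in the cells with the paper's own names, where Vpreb3 (edgeR BH-adjusted p = 0.166) and Vpreb1 (0.4815) did not pass. Dendritic genes lay on the other side: of 22 plasmacytoid dendritic cell genes 0 were higher and 13 lower (0 higher and 19 lower when adjusted over the list alone), among them Klk1 (-3.05, SE 0.64) and Ctsl (-1.59, SE 0.32). Of 10 MHC class II genes 5 were lower, such as H2-Aa (-1.68, SE 0.30). In DESeq2 Klk1 (BH-adjusted p = 0.631), Ctsl (0.396), and H2-Aa (0.218) did not pass, nor did Ctsl (edgeR BH-adjusted p = 0.572) and H2-Aa (0.808) in the paper's own cells. Klk1 and Ctsl encode proteases, and CD93 is a C-type lectin receptor of early B-lineage cells. Of 21 EBF1-activated genes 3 were higher and 0 lower (7 higher and 0 lower when adjusted over the list alone), with Cd79a (1.04, SE 0.14) as an example. Of 48 G2/M genes 14 were higher (34 when adjusted over the list alone), such as Cenpf (1.33, SE 0.28) and Ccnb1 (1.64, SE 0.28). Neither passed under the split by CD93 share (Cenpf 0.38, edgeR BH-adjusted p = 0.667; Ccnb1 0.47, 0.561) or in the paper's own cells (0.422 and 0.274), and Cenpf did not in DESeq2 (BH-adjusted p = 0.320). None of these lists passed as a whole when limma camera estimated the correlation between genes (BH-adjusted p = 0.331 for the dendritic list, 0.331 for the EBF1 list). Names extended to all cells were used here, with 73 and 89 CD93-high and 77 and 91 CD93-low cells. The CD93-high cells were deeper, with a median of 8319 and 8805 against 5427 and 5411 UMIs, and carried more CD19 protein, 0.267 and 0.221 against 0.110 and 0.107 normalized ADT units. In each mouse 3 CD93-high cells, and in mouse 2 also 2 CD93-low cells, carried 10 or more UMIs of the granule genes Elane (5.38, SE 1.28), Mpo (4.82, SE 0.65), Ctsg (5.85, SE 1.01), and Prtn3. Under the split by CD93 share Elane (4.71, edgeR BH-adjusted p = 0.0898), Mpo (0.71, edgeR BH-adjusted p = 0.542), and Ctsg (0.90, edgeR BH-adjusted p = 0.667) did not pass, and in DESeq2 neither Elane (BH-adjusted p = 0.4485) nor Mpo (0.1785) did. With such cells removed, a comparison chosen after the values were seen, 84 genes were higher and 72 lower.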

A median split of CD93 expression was performed in this cluster, and the CD93 above-median expressing cells had enrichment of B-cell commitment associated genes, such as *Ebf1*, *Cd24a*, and *Vpreb1* (Fig. 2d). Pro-B cells, traditionally delineated as c-KIT^+^ cells^22^ had *Kit* gene expression (Fig. 2e). In addition, pro-B cells expressed the *Bcl-2* family gene, *Bok*, and interferon-stimulated genes, such as *Ifitm2* and *Ifitm3* (Fig. 2e, Supplementary Data 1) Finally, EBF1 positively regulates the expression of pre-BCR-surrogate light-chain genes, *Vpreb1* and *Igll1*^23^. 

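Kit, the stem cell factor receptor, was expressed at low level in pro-B cells, with 15.7 and 19.3 CPM in cycling pro-B cells of the 2 mice and 10.1 and 9.03 in pro-B VDJ cells. At least 1 Kit UMI was seen in 17.7% (9.20 to 29.5) and 18.3% (9.52 to 30.4) of cycling pro-B cells (exact 95% intervals), in 4.08% (1.12 to 10.1) and 3.19% (0.663 to 9.04) of pro-B VDJ cells, and in 5.13% (0.627 to 17.3) and 1.96% (0.0496 to 10.4) of pre-pro B cells. In immature B cells, which should lack Kit, the share was 0.775% (0.0196 to 4.24) and 0% (0 to 2.41), at a median depth of 2792 and 2625 UMIs against 10447 and 11233 in cycling pro-B cells. Drawn down to 1500 UMIs, 0% (0 to 5.78) and 3.33% (0.406 to 11.5) of cycling pro-B cells still held a Kit UMI. With so few counts Kit was below the level needed for a test in the named cells.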

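Ifitm3 and Ifitm2 are membrane proteins that block viral entry. Against the mean of the other B-lineage clusters, pre-pro B cells included, they were higher in pro-B cells. The differences were 3.60 (SE 0.19, edgeR BH-adjusted p = 6.12e-23) and 2.85 (SE 0.13, edgeR BH-adjusted p = 6.20e-26) log2 units, in both mice. Ifitm2 was highest in cycling pro-B cells (341 and 363 CPM) and Ifitm3 reached 126 and 137 there. Bok, a BCL2 relative that acts in apoptosis, stood at 69.5 and 59.3 CPM in cycling pro-B cells but at 0 and 6.02 in pro-B VDJ cells. Over both pro-B clusters Bok had a log2 fold change of 2.40 (SE 0.91, edgeR BH-adjusted p = 0.0561) and did not pass, while a paired fit with the mouse as replicate block gave an edgeR BH-adjusted p of 0.0471. The surrogate light chain genes Vpreb1 (3.32, SE 0.086) and Igll1 (2.91, SE 0.077) were higher in pro-B cells. Interferon-stimulated genes moved with the Ifitm genes: of 17 such genes 8 were higher and 2 lower (unchanged when adjusted over the list alone, limma camera BH-adjusted p = 0.00237 with an estimated correlation). They included Rtp4 (2.53, SE 0.31) and Isg15 (2.28, SE 0.26). Isg15 is a ubiquitin-like modifier and Rtp4 a receptor chaperone, and interferon induces both.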

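Vpreb1 and Igll1 encode the surrogate light chain, and both were lower in pre-pro B than in cycling pro-B cells: Vpreb1 (log2 fold change -2.91, SE 0.20, edgeR BH-adjusted p = 1.17e-17) and Igll1 (-3.15, SE 0.18, edgeR BH-adjusted p = 9.11e-21), in both mice. In CPM Vpreb1 stood at 395 and 191 in pre-pro B cells against 2174 and 2096 in cycling pro-B cells, and Igll1 at 204 and 114 against 1433 and 1306. Ebf1 stood at 898 and 563 CPM in pre-pro B cells and at 3460 and 2872 in cycling pro-B cells. Pax5, a partner of EBF1 in B-lineage commitment, was lower in pre-pro B cells too (-1.98, SE 0.38, edgeR BH-adjusted p = 4.28e-05), but did not pass at 1500 UMIs per cell (-0.95, edgeR BH-adjusted p = 0.499). Other genes that rise on entry to the cycling pro-B stage include Bok (-4.48, SE 0.70) and Lef1 (-2.95, SE 0.29), listed by their negative log2 fold change in pre-pro B cells. At least 1 Vpreb1 UMI was seen in 59.0% (42.1 to 74.4) and 66.7% (52.1 to 79.2) of pre-pro B cells (exact 95% intervals) and in 50.8% (41.5 to 60.1) and 48.8% (39.6 to 58.0) of mature B cells, a type that should lack it. At 1500 UMIs per cell the shares were 23.1% (11.1 to 39.3) and 21.6% (11.3 to 35.3) against 25.2% (17.7 to 34.0) and 28.0% (20.1 to 37.0). At that depth detection of Vpreb1 in pre-pro B cells was no higher than in mature B cells. Pre-pro B cells were deeper (median 7173 and 7270 against 2779 and 3061 UMIs), and thinning also removes free RNA in the droplet. These shares therefore cannot tell whether Vpreb1 in pre-pro B cells exceeds a background of free RNA.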

We found that cycling pro-B cells had high expression of both *Vpreb1* and *Igll1*, compared with the pre–pro B cells that do not express *Ebf1* (Fig. 2f). Thus, our analysis confirmed several genes expression patterns associated with the transition from pre–pro-B to pro-B cells, as well as identified highly specific markers of pro-B cells such as *Bok*.

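Among the genes that set pro-B cells apart from the mean of the other B-lineage clusters were Selenom (log2 fold change 4.68, SE 0.24, edgeR BH-adjusted p = 4.89e-23), Vpreb2 (3.81, SE 0.13, edgeR BH-adjusted p = 2.94e-31), Dntt (3.78, SE 0.09, edgeR BH-adjusted p = 1.49e-38), and Arpp21 (3.68, SE 0.16, edgeR BH-adjusted p = 1.08e-26), all in both mice. In total 726 genes were higher and 516 lower in pro-B cells, the mean of cycling pro-B and pro-B VDJ cells. Dntt diversifies heavy chain joints, Vpreb2 is a surrogate light chain gene, and Arpp21 is an RNA-binding protein of early lymphocytes. Bok RNA was detected in 56.5% (43.3 to 69.0) and 51.7% (38.4 to 64.8) of cycling pro-B cells, in 41.9% (27.0 to 57.9) and 27.3% (15.0 to 42.8) of PreBCRd cells, and in 0% (0 to 3.69) and 2.13% (0.259 to 7.47) of pro-B VDJ cells (exact 95% intervals). The median depths were 10447 and 11233 UMIs in cycling pro-B, 24897 and 24723 in PreBCRd, and 3519 and 2908 in pro-B VDJ cells. Drawn down to 1500 UMIs the Bok shares were 16.1% (8.02 to 27.7) and 16.7% (8.29 to 28.5) in cycling pro-B, 4.65% (0.568 to 15.8) and 0% (0 to 8.04) in PreBCRd, and 0% (0 to 3.81) and 0% (0 to 3.89) in pro-B VDJ cells. Of 24 EBF1-activated genes 12 were higher and 7 lower in pro-B cells (13 higher and 8 lower when adjusted over the list alone). Of 14 V(D)J recombination genes 5 were higher and 4 lower, with Rag2 (1.66, SE 0.21) higher and Polm (-3.01, SE 0.49) lower. Of 25 pre-BCR and BCR signaling genes 3 were higher and 11 lower in pro-B cells (limma camera BH-adjusted p = 0.00426 with an estimated correlation), such as Blk (-2.09, SE 0.20) and Cd22 (-2.15, SE 0.34). Mature B cell genes were lower for 8 of 14, such as Cd38 (-2.17, SE 0.28). Neither Cd22 nor Cd38 passed at 1500 UMIs per cell.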

**Fig. 2:**
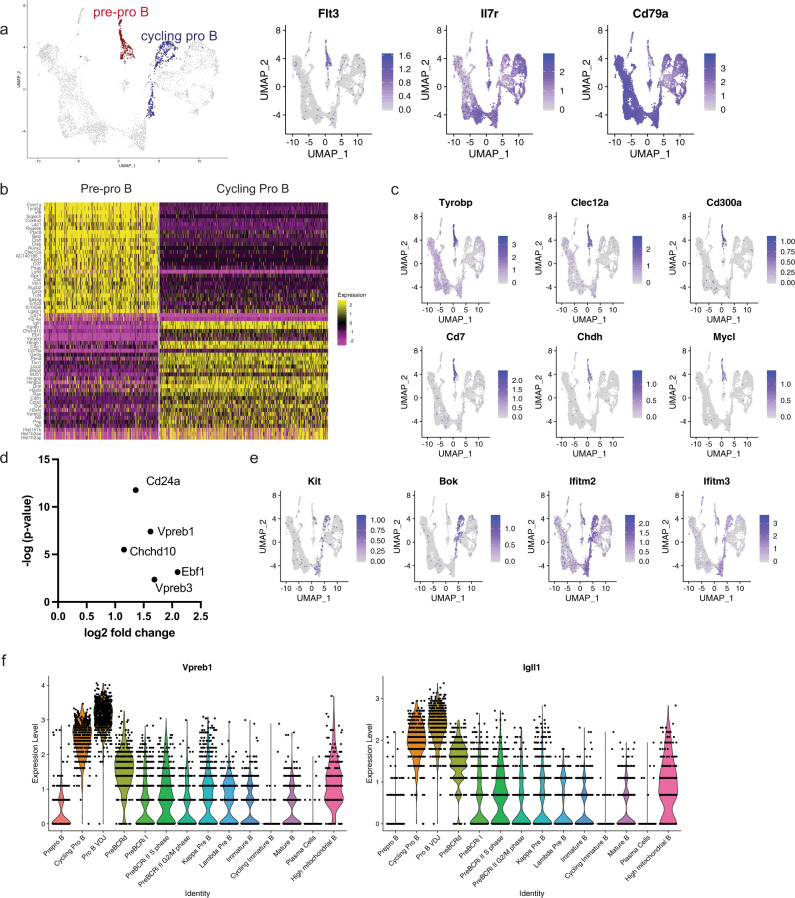
Transcriptional signatures of pre–pro B cells and committed pro-B cells. **a** Highlighted populations for pre–pro B and cycling pro-B cells (left). Feature plots for early B-cell markers (right). **b** Heatmap of genes that are differentially expressed between the pre–pro B cells and the cycling pro-B cells. Scale represents normalized counts centered and scaled across cells. **c** Feature plot of EBF1-target genes. **d** Differentially upregulated genes in the CD93 ADT high versus CD93 ADT low pre–pro B-cell cluster. CD93 high versus low was based on a median split. No genes were significantly downregulated in the CD93 high population. **e** Feature plot of genes denoting the pro-B-cell stage (*Kit*), or genes uniquely expressed during pro-B cells. **f** Violin plot of the expression of surrogate light chains, *Vpreb1* and *Igll1* across the B-cell development stages. Color scale in a, c, e, and f represents natural log-transformed SCTransform-corrected counts.

### Pre-B-cell expansion comprises distinct pre-BCR-dependent and pre-BCR-independent proliferation stages

Next, we assessed the transcriptional signature of the ADT-B220^+^CD19^+^CD43^+^CD25^−^ cells. We refer to these cells as the pre-BCR-dependent proliferation cluster (also referred to pre-BCRd hereafter) (Fig. 3a). Pre-BCR signaling initiates silencing of the surrogate light-chain locus^24^. 

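Vpreb1 fell stepwise along the B lineage, from 6153 and 6502 CPM in pro-B VDJ cells to 1026 and 1022 in PreBCRd and 436 and 398 in PreBCRi I. Igll1 followed the same order, with 2622 and 2795 CPM in pro-B VDJ, 908 and 849 in PreBCRd, and 347 and 345 in PreBCRi I. Against the mean of the other B-lineage clusters both were higher in PreBCRd, Vpreb1 by 1.01 (SE 0.12, edgeR BH-adjusted p = 5.02e-10) and Igll1 by 1.41 (SE 0.10, edgeR BH-adjusted p = 2.38e-17) log2 units. Vpreb2, another surrogate light chain gene, was higher in PreBCRd than in PreBCRi I by 2.60 (SE 0.25, edgeR BH-adjusted p = 6.86e-13) log2 units. Dntt, which marks the pro-B stage, was far lower in PreBCRd than in cycling pro-B cells (-4.73, SE 0.20, edgeR BH-adjusted p = 1.71e-25), as was Ifitm3 (-3.05, SE 0.30).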

In accordance with this, the pre-BCR-dependent cells have intermediate expression of both *Vpreb1* and *Igll1* (Fig. 2f). Genes that were uniquely upregulated in this cluster included *Nrgn* and *Ybx3* (Fig. 3a, Supplementary Figure 3a and Supplementary Data 2). 

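Nrgn and Ybx3 were higher in PreBCRd than in the mean of the other B-lineage clusters by 2.89 (SE 0.13, edgeR BH-adjusted p = 9.00e-26) and 2.50 (SE 0.12, edgeR BH-adjusted p = 8.15e-25) log2 units, in both mice. The 2 genes differed in where they went next: Ybx3 stayed higher in PreBCRd than in PreBCRi I (2.15, SE 0.17, edgeR BH-adjusted p = 9.74e-16), while Nrgn did not pass (0.24, SE 0.16, edgeR BH-adjusted p = 0.263). Nrgn stood at 517 and 487 CPM in PreBCRd, 424 and 429 in PreBCRi I, and 26.2 and 29.0 in cycling pro-B cells. Nrgn was higher in PreBCRd than in cycling pro-B cells (4.17, SE 0.24, edgeR BH-adjusted p = 3.99e-20). Nrgn binds calmodulin and Ybx3 is a cold shock domain protein that binds nucleic acids. Other genes with large rises in PreBCRd were Mt1 (5.02, SE 0.27), Mcrip2 (3.88, SE 0.35), and Shmt1 (3.59, SE 0.27), and large falls were seen for Hck (-4.51, SE 0.79), S1pr1 (-4.38, SE 0.45), and Klf2 (-4.21, SE 0.21), though Hck and S1pr1 did not pass at 1500 UMIs per cell. Mt1 binds metals, Shmt1 feeds folate-dependent metabolism, and Klf2 with its target S1pr1 holds lymphocytes quiescent and mobile. In total 1869 genes were higher and 1485 lower in PreBCRd. PreBCRd cells carried the most RNA, with a median of 24897 and 24723 UMIs per cell against 8200 and 8133 in PreBCRi I.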

NRGN (Neurogranin) is a calmodulin-binding protein that regulates the dynamics of calcium binding to calmodulin^25^. Neurogranin is upregulated in activated^26^ and anergic B cells^27^, which suggests that neurogranin expression is controlled by B-cell receptor signaling. YBX3 is a DNA/RNA-binding protein that was recently shown to stabilize the amino acid transporter transcripts *Slc7a5* and *Slc3a2* in HELA cells, allowing for their robust translation^28^. SLC7A5 and SLC3A2 heterodimerize to form CD98, a large neutral amino acid transporter. Expression of CD98 in CD8^+^ T cells has been shown to be tightly controlled by antigen-receptor signaling and is critical for MYC expression^29^. Our findings suggest that pre-BCR signaling may serve a similar function. Consistent with this idea, *Myc* was most highly expressed in the *Ybx3*, *Slc7a5*, and *Slc3a2* expressing pre-BCRd cluster (Fig. 3a). 

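Myc was highest in PreBCRd at 90.7 and 100.2 CPM, against 49.8 and 49.7 in cycling pro-B cells and 6.42 and 2.95 in PreBCRi I. Against the mean of the other B-lineage clusters it was higher by 3.95 (SE 0.24, edgeR BH-adjusted p = 3.28e-20) log2 units, and against cycling pro-B cells alone by 0.94 (SE 0.24, edgeR BH-adjusted p = 0.0023), in both mice. Slc3a2, the heavy chain of the CD98 amino acid transporter, was higher by 1.18 (SE 0.16, edgeR BH-adjusted p = 1.76e-08) log2 units, and stood at 76.7 and 78.6 CPM in PreBCRd and 53.4 and 56.7 in pre-pro B cells. Its light chain Slc7a5, with 28.1 and 19.4 CPM, had too few counts for a test. Slc7a5 UMIs were seen in 41.9% (27.0 to 57.9) and 38.6% (24.4 to 54.5) of PreBCRd cells and 14.5% (6.86 to 25.8) and 6.67% (1.85 to 16.2) of cycling pro-B cells (exact 95% intervals). The shares fell to 4.65% (0.568 to 15.8) and 2.27% (0.0575 to 12.0) against 3.23% (0.393 to 11.2) and 3.33% (0.406 to 11.5) at 1500 UMIs per cell. Myc UMIs were seen in 67.4% (51.5 to 80.9) and 72.7% (57.2 to 85.0) of PreBCRd cells and 4.29% (1.59 to 9.10) and 2.96% (0.813 to 7.41) of PreBCRi I cells. Thinned to 1500 UMIs, Myc was seen in 11.6% (3.88 to 25.1) and 9.09% (2.53 to 21.7) against 0.714% (0.0181 to 3.92) and 0% (0 to 2.70). The proto-oncogene product MYC drives ribosome production and cell growth, and Myc was also among the genes that assigned the G1PM phase.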

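Ebf1 was lower in PreBCRd than in the mean of the other B-lineage clusters (log2 fold change -1.15, SE 0.10, edgeR BH-adjusted p = 7.97e-15), in both mice, and lower than in cycling pro-B cells (-1.25, SE 0.12, edgeR BH-adjusted p = 1.10e-11). This is a share of all UMIs. Counted per cell, PreBCRd held 1.04 (0.887 to 1.22) and 1.06 (0.875 to 1.28) times the Ebf1 UMIs of PreBCRi I (95% intervals from the spread over cells). It held fewer than cycling pro-B cells, 28.56 and 28.25 against 42.56 and 34.68 Ebf1 UMIs per cell, values without intervals. Pax5 was lower by a smaller amount (log2 fold change -0.46, SE 0.17, edgeR BH-adjusted p = 0.0219) and did not pass against cycling pro-B cells (0.09, SE 0.23, edgeR BH-adjusted p = 0.841). The lower Pax5 rests on mouse 2: the log2 fold change was 0.044 without it. Nor did Pax5 pass with no filter on low counts (edgeR BH-adjusted p = 0.0567), with plasma and high-mitochondrial cells among the others (0.147), or at 1500 UMIs per cell (0.468). Ikzf1, which encodes IKAROS, did not pass against the other clusters (log2 fold change -0.35, SE 0.16, edgeR BH-adjusted p = 0.0656). It passed as lower in a paired fit with the mouse as replicate block (edgeR BH-adjusted p = 0.0299). Against cycling pro-B cells Ikzf1 was higher, by 0.69 (SE 0.23, edgeR BH-adjusted p = 0.0282), a value looked up after the comparison with all clusters was seen, as was that of Pax5. That rise did not pass in DESeq2 (0.69, BH-adjusted p = 0.0723) or at 1500 UMIs per cell (0.31, edgeR BH-adjusted p = 0.833). In CPM Ikzf1 stood at 60.3 and 51.1 in cycling pro-B, 70.7 and 60.2 in pro-B VDJ, 85.3 and 94.8 in PreBCRd, and 148 and 167 in PreBCRi I cells. EBF1 and PAX5 hold the B cell program, and IKAROS restrains pre-BCR driven growth. Of the 13 transcription factors and chromatin genes that the study named, 1 was higher in PreBCRd and 8 lower, a list the study chose and so not independent evidence.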

Surprisingly *Ebf1* expression is significantly reduced, while expression of the transcription factor *Pax5* was largely unchanged and *Ikzf1* was modestly induced (Fig. 3b). 

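Cd79a and Cd79b encode the chains that pass on signals from the pre-BCR and the BCR. Both were lower in PreBCRd than in the other B-lineage clusters: Cd79a (log2 fold change -1.36, SE 0.10, edgeR BH-adjusted p = 1.23e-17) and Cd79b (-2.03, SE 0.093, edgeR BH-adjusted p = 1.58e-25), in both mice. Against PreBCRi I alone the log2 fold changes were -0.83 (SE 0.12, edgeR BH-adjusted p = 5.02e-08) for Cd79a and -1.49 (SE 0.11, edgeR BH-adjusted p = 1.03e-16) for Cd79b. Other EBF1-activated genes were lower too: of 24 on the list 4 were higher and 18 lower in PreBCRd (5 higher and 18 lower when adjusted over the list alone, limma camera BH-adjusted p = 0.00656 with an estimated correlation). Syk (-2.22, SE 0.21) and Rag2 (-2.30, SE 0.40) were among these. Syk is the kinase that the CD79 chains recruit. MHC class II genes were lower for 11 of 11, such as H2-Aa (-2.74, SE 0.23), against a mean that includes immature and mature B cells. Fold changes are shares of all UMIs, and a PreBCRd cell holds more RNA than others. Counted per cell, Cd79a UMIs in PreBCRd were 1.19 (0.994 to 1.42) and 1.20 (1.01 to 1.42) times those in PreBCRi I, and Cd79b UMIs 0.773 (0.634 to 0.942) and 0.737 (0.606 to 0.898) times (95% intervals from the spread over cells).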

Concordant with low *Ebf1* expression, EBF1-target genes, such as *Cd79a*^30,31^ and *Cd79b*^32^, are also significantly reduced in the pre-BCRd stage (Fig. 3c). In addition, *Il7r* expression, a negative regulator of pre-BCR-signaling components^33^, is also reduced (Fig. 3c). 

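Il7r was lower in PreBCRd than in the mean of the other B-lineage clusters in both mice (log2 fold change -0.36, SE 0.12, edgeR BH-adjusted p = 0.0104), though it did not pass with no filter on low counts (-0.27, edgeR BH-adjusted p = 0.095). It stood at 177 and 209 CPM in PreBCRd against 258 and 243 in cycling pro-B, 384 and 452 in pro-B VDJ, and 507 and 468 in PreBCRi I cells. Counted per cell, PreBCRd held 0.751 (0.592 to 0.953) and 0.939 (0.725 to 1.22) times the Il7r UMIs of PreBCRi I (95% intervals from the spread over cells). Bcl2l1 (-2.58, SE 0.44), Pim1 (-2.24, SE 0.22), and Socs1 (-2.23, SE 0.52) were lower as well, but Bcl2l1 did not pass with plasma and high-mitochondrial cells among the others, nor Socs1 at 1500 UMIs per cell. Bcl2l1 encodes the survival protein BCL-XL, Pim1 a kinase, and Socs1 a feedback inhibitor of JAK signaling. Jak1, the kinase bound to the IL7 receptor alpha chain, was lower (log2 fold change -0.43, SE 0.16, edgeR BH-adjusted p = 0.025), but did not pass with no filter (-0.35, edgeR BH-adjusted p = 0.150) or at 1500 UMIs per cell (-1.39, edgeR BH-adjusted p = 0.0971). Of 11 genes of the IL7R, JAK, and STAT pathway 2 were higher and 7 lower (unchanged when adjusted over the list alone). The list as a whole was lower at a preset correlation (limma camera BH-adjusted p = 0.0253) but not with an estimated correlation (adjusted p = 0.0559).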

To identify potential transcriptional regulators that govern this pre-BCR-dependent expansion stage, we performed a Landscape In Silico deletion Analysis (LISA)^34^ using the top 100 differentially upregulated genes in the pre-BCRd cluster. After excluding factors not expressed in B cells (i.e., MYCN), we found MYC to be the top predicted regulator of this gene set in pre-BCRd cells. Consistent with its decreased expression, EBF1 was predicted to have minimal contributions in pre-BCRd cells (Fig. 3d). In addition, we performed a gene-set enrichment analysis (GSEA), which further supported a MYC expression signature and enrichment of metabolic reprogramming signatures (Fig. 3d). Together, this suggests that MYC is the critical transcription factor that governs the transcriptional landscape during pre-BCR-dependent expansion. 

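MYC targets rose almost without exception in PreBCRd: of 45 genes 43 were higher and 0 lower than in the other B-lineage clusters (unchanged when adjusted over the list alone, limma camera BH-adjusted p = 1.97e-05 with an estimated correlation). Srm (3.34, SE 0.14), Slc19a1 (3.54, SE 0.39), and Hspd1 (2.71, SE 0.10) rose strongly, in both mice. Ribosome biogenesis genes were higher for 35 of 36 and lower for 0, such as Ncl (2.24, SE 0.091) and Rrp1b (2.84, SE 0.26). Metabolism moved with growth, with 12 of 13 glycolysis genes higher, led by Ldha (2.41, SE 0.081) and Pfkl (2.10, SE 0.24), and 58 of 65 oxidative phosphorylation genes higher, led by Atp5g1 (1.70, SE 0.085) and Cycs (1.59, SE 0.091). Ldha turns pyruvate into lactate, Atp5g1 belongs to the ATP synthase, Srm makes spermidine, and Slc19a1 imports folate. No gene of the glycolysis or respiration lists was lower (limma camera BH-adjusted p = 7.36e-05 with an estimated correlation for glycolysis, 0.00139 for respiration). Fatty acid genes were less uniform, with 8 of 22 higher, such as Fabp5 (2.20, SE 0.14) and Fasn (1.34, SE 0.31), and 1 lower (unchanged when adjusted over the list alone). The fatty acid list did not pass (limma camera BH-adjusted p = 0.37 at the preset correlation). Of 5 amino acid transporters 1 was higher and 3 lower. Quiescence and antiproliferative genes were lower for 14 of 16, such as Btg2 (-3.74, SE 0.30) and Ypel5 (-2.97, SE 0.36), and S-phase genes were higher for 39 of 41, such as Cdc6 (1.97, SE 0.31).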

To further understand the importance of *Ebf1* downregulation during pre-BCR signaling, we examined differentially regulated genes that contained EBF1 binding sites. EBF1 has clear binding sites at the promoters for *Nrgn* and *Myc* (Fig. 3e). Likewise, EBF1 binds to a known superenhancer linked to the *Myc* locus^33^. In addition, potential binding sites were observed within the promoters of the *Slc7a5* and *Slc3a2* genes (Fig. 3e). We performed RNA-seq in wildtype and *Pax5*^+/−^ × *Ebf1*^+/−^ leukemic progenitor B cells and evaluated expression changes of *Ybx3*, *Slc7a5*, and *Slc3a2*. We found that *Slc7a5* and *Slc3a2*, along with other pre-BCR-dependent stage module genes (*Ybx3*), were upregulated with decreased *Ebf1* gene dosage (Fig. 3f). This is consistent with our recent observation that *Myc* expression is increased in *Pax5*^+/−^ × *Ebf1*^*+/−*^ preleukemic and *Pax5*^+*/−*^ × Ebf1^+*/−*^ leukemic progenitor B cells^35^. These findings suggest that EBF1 mediates repression of the pre-BCR gene expression module.

**Fig. 3:**
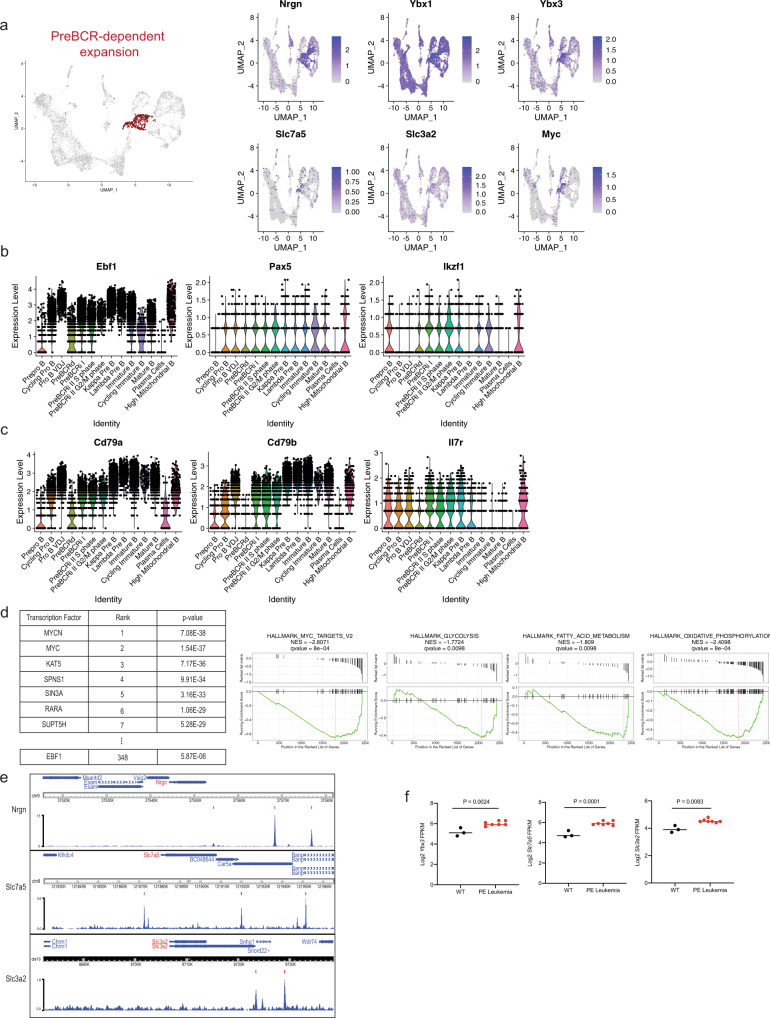
The transcriptome of the pre-BCR-dependent expansion stage is governed by MYC-associated gene expression networks and requires repression of *Ebf1* expression. **a** Highlighted population of the pre-BCR-dependent cluster (left) and feature plots for the pre-BCR-dependent markers highly expressed during this stage (right). **b** Violin plot of B-lymphoid transcription-factor expression, including *Ebf1*, *Pax5*, and *Ikzf1* across B-cell development. **c** Violin plot of additional genes that are downregulated during pre-BCR-dependent proliferation, which includes *Il7r*, and EBF1-target genes such as *Cd79a* and *Cd79b*. **d** Landscape In silico Deletion Analysis (LISA) to predict the transcriptional regulator of the top 100 differentially upregulated genes during pre-BCR-dependent proliferation (left table). Gene-set enrichment analysis was performed to identify gene sets from the Molecular Signature Database that were enriched in the pre-BCR-dependent cells. Comparison between the pre-BCR-independent cells (left side) and the pre-BCR-dependent cells was performed (right side). Statistical significance was calculated using one-sided Wilcoxon rank-sum test. **e** EBF1-binding sites at the promoters of *Nrgn*, *Slc7a5* and *Slc3a2* with indicated MACS peak calls^20^. Data were obtained from GSM2863146. **f** Log2-transformed FPKM expression values obtained from RNA-seq of wild-type and *Pax5*^+/−^ × *Ebf1*^+/−^ (PE) leukemic progenitor B cells. Progenitor B cells were obtained via negative selection of CD11c, TER119, Ly6G, Ig Kappa, and Ig Lambda and positive selection of CD19. Statistical significance was determined using a two-tailed unpaired student *t*-test for *Ybx3* (*P* = 0.0024) and *Slc7a5* (*P* = 0.0001). RNA-seq data were obtained from GSE148680. A two-tailed Mann–Whitney test was performed for *Slc3a2* (*P* = 0.0083) due to non-normal distribution. *n* = 7 biologically independent samples over one independent experiment. Color scales in **a**, **b**, and **c** represent natural log-transformed SCTransform-corrected counts.

YBX3 binds to *Jak1* transcripts and inhibits translation of *Jak1* in HELA cells^28^. To evaluate whether YBX3 levels correlate with reduced JAK1 in pre-B cells, and to validate EBF1 downregulation during pre-BCR signaling, we used flow cytometry to characterize B220^+^CD19^+^CD43^+^CD98^high^ expressing cells. Ki67^+^JAK1^low^ cells have lower EBF1 expression (which correlates with high *Ybx3*) compared with the Ki67^+^JAK1^high^ cells (Supplementary Fig. 4a). 

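Ybx1 RNA was abundant in every B-lineage cluster, lowest in pro-B VDJ cells (519.9 and 593 CPM) and highest in PreBCRd (1939 and 1891), where it lay 1.34 (SE 0.074, edgeR BH-adjusted p = 4.63e-22) log2 units over the mean of the others, in both mice. Ybx3 was sparser and peaked more sharply, with 379 and 364 CPM in PreBCRd, 159 and 155 in cycling pro-B cells, and 83.4 and 83.4 in PreBCRi I. In pre-pro B cells Ybx3 stood at 144 and 179 CPM, so it is not silent before the pro-B stage. YBX1 and YBX3 share a cold shock domain and can bind the same messenger RNAs. At least 1 Ybx3 UMI was found in 100% (91.8 to 100) and 93.2% (81.3 to 98.6) of PreBCRd cells and 10.8% (5.90 to 17.8) and 12.4% (7.11 to 19.6) of mature B cells (exact 95% intervals). With each cell drawn down to 1500 UMIs Ybx3 was found in 44.2% (29.1 to 60.1) and 50.0% (34.6 to 65.4) against 4.20% (1.38 to 9.53) and 4.24% (1.39 to 9.61).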

When evaluating the expression of Y-box family genes, *Ybx1* was ubiquitously expressed through all developmental stages, with peak expression during the pre-BCRd stage, whereas *Ybx3* expression was selectively induced during the pre-BCRd stage (Supplementary Fig. 3a). We assessed how YBX3 governs B-cell development by using *Ybx3*^−^^/−^ mice with flow cytometry. *Ybx3*^−^^/−^ B-lineage cells had no significant phenotypic defects during the early proliferative phases (Hardy fractions A–C; Supplementary Fig. 4b, d) and late stage differentiation of B cell development (Hardy Fractions D–F; Supplementary Fig. 4c, d). This is consistent with previous findings that YBX1 and YBX3 have redundancies in both function^36^ and target mRNA binding^37^. Collectively, our data highlight the reciprocal regulation of *Myc* and *Ebf1* during B-cell development, where MYC is critical for governing differentially expressed genes in the pre-BCRd cluster. Furthermore, pre-BCR signaling limits the IL7R-signaling axis by downregulating *Il7r* expression and JAK1 protein translation.

We next examined the identity and signature of the remaining cycling cells (Fig. 4a). These cells have minimal surrogate light-chain expression (Fig. 2f), indicating further silencing of the locus. 

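The surrogate light chain genes were lower in PreBCRi I than in PreBCRd, with PreBCRd over PreBCRi I log2 fold changes of 1.29 (SE 0.17, edgeR BH-adjusted p = 1.69e-08) for Vpreb1 and 1.34 (SE 0.15, edgeR BH-adjusted p = 6.58e-11) for Igll1, in both mice. In the G2/M cluster of PreBCRi II, Vpreb1 stood at 358 and 490.4 and Igll1 at 339 and 375 CPM, and in its S phase cluster Vpreb1 stood at 486 and 523 and Igll1 at 486 and 362. Mature B cells held 278 and 276 CPM of Vpreb1 and 148 and 155 of Igll1, so the transcripts had fallen but were still present in PreBCRi cells. At least 1 Igll1 UMI was seen in 67.9% (59.5 to 75.5) and 70.4% (61.9 to 77.9) of PreBCRi I cells (exact 95% intervals) and 31.7% (23.5 to 40.8) and 41.3% (32.5 to 50.6) of mature B cells, at median depths of 8200 and 8133 against 2779 and 3061 UMIs. At 1500 UMIs per cell Igll1 was left in 30.0% (22.6 to 38.3) and 23.0% (16.2 to 31.0) against 18.5% (12.0 to 26.6) and 22.9% (15.7 to 31.5).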

Notably, these cells have intermediate expression of the ADT-CD43 (Fig. 4a), which suggests that they are transitioning toward the quiescent CD43^lo/−^ small pre-B-cell stage. 

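CD43 protein on PreBCRi I cells averaged 0.807 ± 0.294 and 0.807 ± 0.297 normalized ADT units (SD over cells) in mouse 1 and mouse 2, between PreBCRd (1.28 ± 0.334 and 1.26 ± 0.330) and kappa pre-B cells (0.566 ± 0.280 and 0.504 ± 0.300). In PreBCRi II the level was 0.809 ± 0.269 and 0.767 ± 0.242 in S phase and 1.00 ± 0.310 and 0.942 ± 0.303 in G2/M phase. Cycling pro-B cells stood at 1.35 ± 0.343 and 1.29 ± 0.350 and immature B cells at 0.455 ± 0.238 and 0.413 ± 0.264. Spn, the gene for CD43, was higher in pro-B cells than in the mean of the other B-lineage clusters by 0.91 (SE 0.21, edgeR BH-adjusted p = 9.32e-04) log2 units. CD43 counteracts cell contact, and its loss follows the switch from large to small pre-B cells.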

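CD25, the interleukin 2 receptor alpha chain that Il2ra encodes, was on 50.7% (42.1 to 59.3) and 38.5% (30.3 to 47.3) of PreBCRi I cells in mouse 1 and mouse 2, counting cells above the 95th percentile of pro-B VDJ cells (exact 95% intervals). PreBCRd cells reached 6.98% (1.46 to 19.1) and 4.54% (0.555 to 15.5), and kappa pre-B cells 86.8% (80.5 to 91.6) and 80.8% (72.8 to 87.3). In the PreBCRi II clusters the share was 51.9% and 35.0% in S phase and 60.0% and 53.3% in G2/M phase. Il2ra RNA was sparse at every stage, with 8.56 and 9.59 CPM in PreBCRi I and 47.2 and 63.7 in kappa pre-B cells. The boundary itself leaves the top pro-B VDJ cells above it, so PreBCRd does not exceed the background while PreBCRi I does.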

Some cells within these clusters also express CD25 protein (Fig. 4a), a marker for pre-B cells^2^. 

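Nrgn UMIs were seen in 56.4% (47.8 to 64.8) and 54.8% (46.0 to 63.4) of PreBCRi I cells and 88.4% (74.9 to 96.1) and 86.4% (72.7 to 94.8) of PreBCRd cells in mouse 1 and mouse 2 (exact 95% intervals). PreBCRd cells hold more RNA, and with every cell drawn down to 1500 UMIs the shares were 28.6% (21.3 to 36.8) and 29.6% (22.1 to 38.1) in PreBCRi I and 41.9% (27.0 to 57.9) and 34.1% (20.5 to 49.9) in PreBCRd. In kappa pre-B cells, which should lack the gene, 10.7% (6.35 to 16.6) and 4.80% (1.78 to 10.2) held an Nrgn UMI at a median depth of 2447 and 2256 UMIs, and 3.85% (1.42 to 8.18) and 3.31% (0.908 to 8.25) at 1500 UMIs. Per 10000 UMIs, PreBCRd held 4.56 and 4.34 Nrgn UMIs, and the cluster next to it, which was the G2/M phase of PreBCRi II in mouse 1 and PreBCRi I in mouse 2, held 4.15 and 4.17. At 1500 UMIs the shares in PreBCRi II were 22.2% (12.0 to 35.6) and 17.5% (7.34 to 32.8) in S phase and 20.0% (8.44 to 36.9) and 23.3% (9.93 to 42.3) in G2/M phase. At equal depth the share was thus highest in PreBCRd, with intervals that overlap those of the PreBCRi clusters.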

A subset of these cells still expressed high levels of *Nrgn* (Fig. 3a), which may suggest continued pre-BCR signaling. However, unlike the pre-BCR-dependent cluster, these cells have high expression of *Bach2* (Fig. 4b), a transcription factor that restrains antigen-receptor signaling^38,39^, and low expression of *Ybx3* and *Myc* (Figs. 3a and  4c). This suggests that these pre-B cells are proliferating independently of pre-BCR signaling. 

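Bach2 was higher in PreBCRi I than in PreBCRd, with a PreBCRd over PreBCRi I log2 fold change of -1.90 (SE 0.17, edgeR BH-adjusted p = 2.22e-13) and 259.5 and 286 against 75.6 and 70.0 CPM, in both mice. Myc was lower in PreBCRi I, the PreBCRd over PreBCRi I difference being 4.26 (SE 0.33, edgeR BH-adjusted p = 5.12e-16) log2 units. PreBCRd exceeded PreBCRi I by still more in Ydjc (5.08, SE 0.43) and Mcrip2 (4.40, SE 0.49). BACH2 is a repressor that opposes MYC-driven expansion and is needed for the checkpoint after heavy chain rearrangement. Srm (3.70, SE 0.21), Ccnd2 (3.46, SE 0.21), Mif (2.15, SE 0.13), and C1qbp (2.25, SE 0.16) were also higher in PreBCRd than in PreBCRi I. Bach2 did not pass between PreBCRi I and PreBCRi II (0.26, SE 0.14, edgeR BH-adjusted p = 0.367) and went on to 459 and 369.8 CPM in kappa pre-B cells. Ccnd2 encodes cyclin D2, and Mif a secreted ligand of CD74.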

When comparing the differentially expressed genes between the pre-BCR-dependent cells and the pre-BCR-independent cells from cluster I (Pre-BCRi I, Fig. 4a), we found that pre-BCR-independent cells reexpress high levels of *Il7r* and *Ebf1* (Figs. 3b, c, and 4d), in accordance with restrained pre-BCR signaling. 

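Il7r and Ebf1 were higher in PreBCRi I than in PreBCRd, the PreBCRd over PreBCRi I log2 fold changes being -1.33 (SE 0.14, edgeR BH-adjusted p = 2.87e-11) and -1.02 (SE 0.12, edgeR BH-adjusted p = 4.77e-10), in both mice. Ebf1 stood at 2740 and 2654 CPM in PreBCRi I and 1326 and 1339 in PreBCRd. Counted per cell, PreBCRd held 1.04 and 1.06 times the Ebf1 UMIs of PreBCRi I and 1.19 and 1.20 times those of its target Cd79a, so these shares do not show fewer UMIs in a cell. Of 24 EBF1-activated genes 16 were lower in PreBCRd and 5 higher (5 higher and 16 lower when adjusted over the list alone, limma camera BH-adjusted p = 0.0215 with an estimated correlation). Cecr2 (-2.63, SE 0.21), Fcrla (-2.31, SE 0.19), and the named target Vpreb3 (-1.45, SE 0.11) were among the lower. V(D)J recombination genes were lower in PreBCRd for 9 of 14 and higher for 0 (11 lower when adjusted over the list alone), among them Foxo1 (-1.73, SE 0.32, not passing at 1500 UMIs per cell) and Lig4 (-1.66, SE 0.41). FOXO1 drives Rag transcription, and Lig4 seals the recombined ends. The cell cycle program also differed, with 40 of 42 replication histones and 50 of 52 G2/M genes lower in PreBCRd, such as Hist1h2ae (-2.41, SE 0.17), Hist1h2ac (-2.56, SE 0.26), and Nusap1 (-2.23, SE 0.17). Quiescence genes were lower in PreBCRd for 11 of 16, such as Klf2 (-3.50, SE 0.24) and Cdkn2d (-3.07, SE 0.22), while 42 of 45 MYC targets were higher and 1 lower. In all 1235 genes were higher in PreBCRd and 1221 in PreBCRi I.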

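Replication histones set PreBCRi I apart from PreBCRi II, with Hist1h2ae (log2 fold change 4.07, SE 0.16, edgeR BH-adjusted p = 3.23e-27), Hist1h2ap (3.99, SE 0.21, edgeR BH-adjusted p = 9.87e-22), Hist1h1b (3.56, SE 0.20, edgeR BH-adjusted p = 1.79e-20), Hist1h1e (2.90, SE 0.16, edgeR BH-adjusted p = 8.67e-21), and Hist1h4d (2.89, SE 0.16, edgeR BH-adjusted p = 8.67e-21) higher in PreBCRi I of both mice. Of 42 replication histones 38 were higher and 0 lower (41 higher and 1 lower when adjusted over the list alone, limma camera BH-adjusted p = 2.37e-07 with an estimated correlation). Histone supply is tied to S phase, and the mitotic genes moved the same way. Of 52 G2/M genes 30 were higher in PreBCRi I and 2 lower (36 higher and 3 lower when adjusted over the list alone), such as Top2a (1.23, SE 0.14) and Nusap1 (1.87, SE 0.16). Of 41 S-phase genes 14 were higher and 1 lower, such as Wdr76 (1.34, SE 0.25) and Tyms (1.11, SE 0.22), and of 6 G1PM genes 5 were higher. Among cells called S phase alone Wdr76 did not pass (0.037, edgeR BH-adjusted p = 0.996), and at 1500 UMIs per cell neither Wdr76 (edgeR BH-adjusted p = 0.117) nor Tyms (0.0928) did. Mki67 was higher in PreBCRi I by 0.66 (SE 0.15, edgeR BH-adjusted p = 0.00188) log2 units, a call that did not hold in DESeq2 (0.66, BH-adjusted p = 0.0557) or among cells called S phase alone (0.69, edgeR BH-adjusted p = 0.1595), though the fold change was about as large. With the S and G2/M cells of PreBCRi II summed it was 0.53 (edgeR BH-adjusted p = 0.0651). The S phase cluster of PreBCRi II was the lowest, with 220.1 and 279.5 CPM. Genes of other programs included Fbxo5 (1.79, SE 0.19, not passing in S phase cells alone) and Pbk (1.78, SE 0.18) higher and Hes1 (-1.56, SE 0.22, not passing at 1500 UMIs per cell) lower, and 250 genes were higher and 97 lower in PreBCRi I in total.

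**Figure D2:**
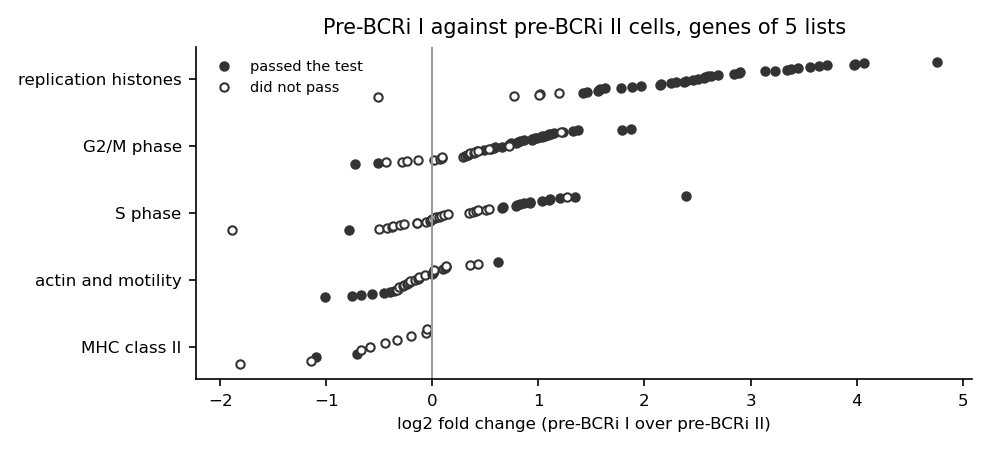
Log2 fold change of PreBCRi I against PreBCRi II (horizontal axis) for each measured gene of the fixed lists shown. The replication histone list has 38 of 42 genes higher.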

When comparing the two different pre-BCR-independent clusters (pre-BCRi I and pre-BCRi II), pre-BCRi I had heightened expression of histone genes (*Hist1h2ae*, *Hist1h2ap*, *Hist1h1b*, *Hist1h1e*, and *Hist1h4d*) (Fig. 4d), but no difference in *Mki67* expression (Supplementary Fig. 3b). On the contrary, the pre-BCRi II cluster is enriched for cells expressing cell motility-associated actin (*Actg1*), dynein (*Dynll1*), and thymosin (*Tmsb4x* and *Tmsb10*) genes (Fig. 4e). 

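Genes of the cytoskeleton were modestly higher in PreBCRi II than in PreBCRi I. The PreBCRi I over PreBCRi II log2 fold changes were -0.33 (SE 0.10, edgeR BH-adjusted p = 0.0333) for Actg1, -0.76 (SE 0.12, edgeR BH-adjusted p = 3.48e-06) for Dynll1, -0.67 (SE 0.085, edgeR BH-adjusted p = 2.76e-08) for Tmsb4x, and -0.46 (SE 0.10, edgeR BH-adjusted p = 6.01e-04) for Tmsb10, in both mice. Vim, an intermediate filament gene, moved further (-1.01, SE 0.15, edgeR BH-adjusted p = 1.20e-06). Tmsb4x and Tmsb10 encode thymosins that hold actin monomers, and Dynll1 a light chain of dynein. Of 33 actin and motility genes 1 was higher in PreBCRi I, which was Tagln2 (0.62, SE 0.15), and 8 lower (1 higher and 10 lower when adjusted over the list alone, limma camera BH-adjusted p = 0.0116 with an estimated correlation). Larger falls in PreBCRi I were seen for Tuba1a (-1.50, SE 0.29) and Rtn4 (-1.02, SE 0.22), a tubulin and a membrane-shaping protein. Actg1 passed by a small margin. It did not pass with no filter (edgeR BH-adjusted p = 0.262), with the S and G2/M cells of PreBCRi II summed (0.109), or at 1500 UMIs per cell (0.286), where Tagln2 and Tuba1a did not pass either. Among cells called S phase alone Actg1 (-0.04), Tmsb10 (-0.18), Tagln2 (0.48), Tuba1a (-1.27), and Rtn4 (-1.16) did not pass, while Dynll1, Tmsb4x, and Vim did.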

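Cxcr4, the receptor for the stromal chemokine CXCL12, was higher in PreBCRi I than in PreBCRd, with a PreBCRd over PreBCRi I log2 fold change of -1.68 (SE 0.21, edgeR BH-adjusted p = 2.24e-09), in both mice. It stood at 85.6 and 88.5 CPM in PreBCRi I against 24.8 and 29.1 in PreBCRd and 47.2 and 37.3 in cycling pro-B cells. Between PreBCRi I and PreBCRi II it did not pass (-0.07, SE 0.17, edgeR BH-adjusted p = 0.912). At least 1 Cxcr4 UMI was seen in 55.7% (47.1 to 64.1) and 50.4% (41.6 to 59.1) of PreBCRi I and 41.9% (27.0 to 57.9) and 34.1% (20.5 to 49.9) of PreBCRd cells (exact 95% intervals), the latter at a median depth of 24897 and 24723 UMIs. Drawn down to 1500 UMIs per cell, Cxcr4 stayed in 13.6% (8.37 to 20.4) and 15.6% (9.89 to 22.8) against 6.98% (1.46 to 19.1) and 2.27% (0.0575 to 12.0). CXCR4 holds developing B cells near CXCL12-rich stroma, and of 25 chemokine and cytokine receptors 7 were lower in PreBCRd than in PreBCRi I and 1 higher, with S1pr4 (-1.36, SE 0.30) and Tnfrsf13c (-1.19, SE 0.22) among the lower, neither of which passed at 1500 UMIs per cell (edgeR BH-adjusted p = 0.218 and 0.142).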

Interestingly, expression of *Cxcr4* is further induced as pre-B cells reach the pre-BCRi stages (Fig. 4b). Expression of CXCR4 would promote targeting of pre-BCRi cells to CXCL12-expressing cells, which also often express high levels of IL7 in the bone marrow^40,41^. Since *Il7r* also increases in pre-BCRi cells, these changes in gene expression suggest that pre-BCRd cells rely on pre-BCR signals for survival/proliferation, while pre-BCRi cells rely on IL7 signals. 

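Bcl2l1 and Pim1 were higher in PreBCRi I, with PreBCRd over PreBCRi I log2 fold changes of -2.86 (SE 0.46, edgeR BH-adjusted p = 1.01e-06) for Bcl2l1 and -2.16 (SE 0.25, edgeR BH-adjusted p = 3.13e-10) for Pim1, in both mice. Of 11 IL7R, JAK, and STAT genes 5 were lower in PreBCRd and 0 higher, and the list as a whole did not hold with an estimated correlation (limma camera BH-adjusted p = 0.0904, 0.0436 at the preset correlation). Signaling parts of the pre-BCR and BCR did not peak in PreBCRd: of 25 genes 0 were higher there than in the other clusters and 17 lower (0 higher and 17 lower when adjusted over the list alone, limma camera BH-adjusted p = 0.00139 with an estimated correlation). Blnk (-1.73, SE 0.16) and Bank1 (-2.13, SE 0.41) were lower, for example. Against PreBCRi I 2 of 25 were higher in PreBCRd and 10 lower, such as Dok3 (-1.81, SE 0.17) and Syk (-2.03, SE 0.24). Against cycling pro-B cells the receptor genes Cd22 (2.48, SE 0.47), Cd72 (1.52, SE 0.21), and Blk (1.35, SE 0.31) were higher in PreBCRd, and Blnk (-2.24, SE 0.18) was lower. Neither Cd22 (edgeR BH-adjusted p = 0.408) nor Cd72 (0.180) nor Blk (0.242) passed at 1500 UMIs per cell. BLNK links SYK to calcium release, and CD22 and CD72 damp receptor signals. From the rise of Cxcr4 and Il7r in PreBCRi cells, the paper proposes that PreBCRd cells live and divide on pre-BCR signals and PreBCRi cells on IL7 signals. Transcript levels of a receptor do not measure its signaling, and no signal was blocked in these cells.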

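Cd74, the invariant chain that also serves as MIF receptor, took a larger share of all UMIs in PreBCRi I than in PreBCRd (PreBCRd over PreBCRi I log2 fold change -1.16, SE 0.18, edgeR BH-adjusted p = 6.16e-07), in both mice. Its share was higher still in PreBCRi II (PreBCRi I over PreBCRi II -0.71, SE 0.15, edgeR BH-adjusted p = 0.00111). Counted per cell, PreBCRi I held 3.24 and 3.25 Cd74 UMIs and PreBCRd 3.33 and 2.84, so a rise per cell was not shown. Cd44, its signaling partner, stood at 22.1 and 18.4 CPM in PreBCRi I and 8.64 and 15.1 in PreBCRd, and its difference did not pass (-0.76, SE 0.37, edgeR BH-adjusted p = 0.0994). Neither gene was new at this stage: Cd74 stood at 324 and 324 CPM in PreBCRi I, 161 and 131 in cycling pro-B cells, and 1622 and 1160 in pre-pro B cells, and Cd44 at 56.5 and 49.9 in pre-pro B cells. Cd44 UMIs were seen in 20.0% (13.7 to 27.6) and 15.6% (9.89 to 22.8) of PreBCRi I cells and 18.6% (8.39 to 33.4) and 27.3% (15.0 to 42.8) of PreBCRd cells (exact 95% intervals). Thinning left 4.29% (1.59 to 9.10) and 5.93% (2.59 to 11.3) against 2.33% (0.0589 to 12.3) and 2.27% (0.0575 to 12.0) at 1500 UMIs per cell. Mif, the ligand, moved the other way and was higher in PreBCRd (2.15, SE 0.13, edgeR BH-adjusted p = 1.79e-19). MHC class II genes accompany Cd74 and were lower in PreBCRd for 7 of 11, such as H2-Aa (-2.28, SE 0.26).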

Although the IL7R and CXCR4 likely promote pre-BCRi cell survival, we did observe that pre-BCRi cells also started to express *Cd74* as well as *Cd44* (Fig. 4e), which complex together to form a receptor for the chemokine ligand, MIF. This could promote chemotaxis of pre-BCRi cells to *Mif-*expressing Fbn1^high^Igf1^high^ osteogenic cells^41,42^ that also express IGF1^41^, a paracrine growth factor that has been previously shown to be important for the generation of small pre-B cells^43^. Thus, pre-BCRi cells likely require CXCR4/IL7R signals, with a possible contribution from the MIF/CD74/CD44 and IGF1/IGF1R signaling axes, to efficiently transit from a pre-BCR-dependent to a pre-BCR-independent state.

**Fig. 4:**
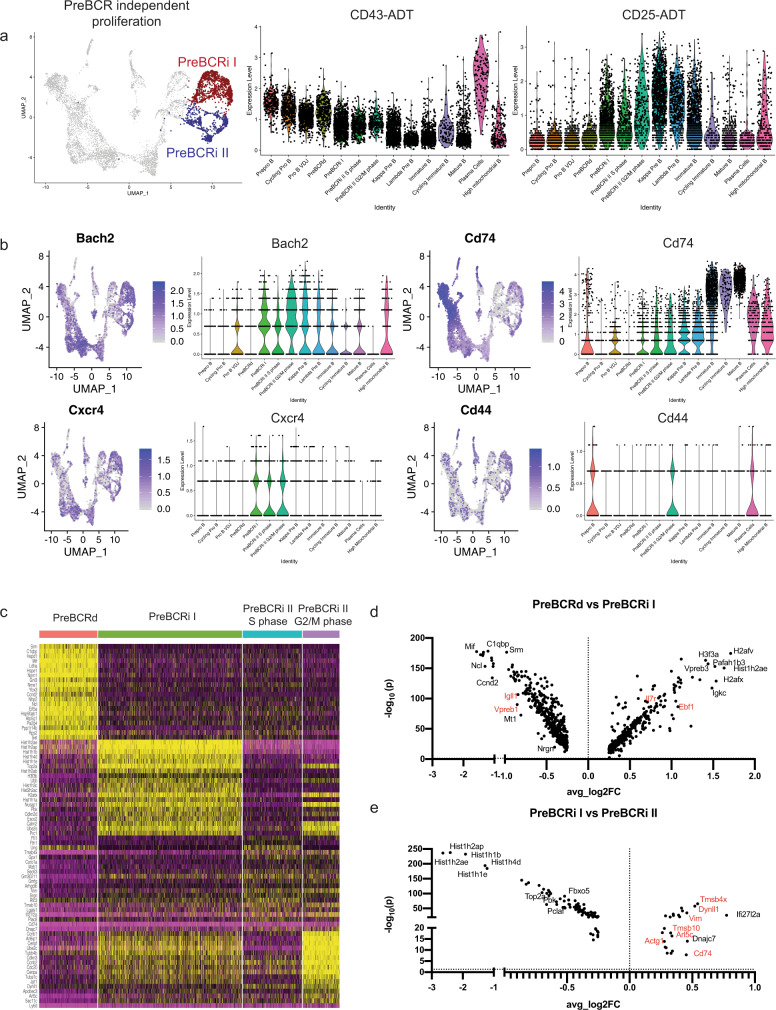
Pre-BCR-independent proliferation is distinct from pre-BCR-dependent proliferation. **a** Highlighted pre-BCRi I and pre-BCRi II populations (left). Violin plots of expression of ADT-CD43 and ADT-CD25 across the B-cell development stages (right). **b** Feature plot and violin plot for *Cd74*, *Cd44*, and *Bach2*. **c** Heatmap of differentially expressed genes between the pre-BCR-dependent (Pre-BCRd), pre-BCR-independent I (Pre-BCRi I), and pre-BCR-independent II (Pre-BCRi II) S, or G2/M phase. Scale represents normalized counts centered and scaled across cells. **d** Volcano plot showing differentially regulated genes between the pre-BCRd cluster and the pre-BCRi I cluster. **e** Differentially regulated genes between the pre-BCRi I cluster and the pre-BCRi II cluster. Color scales in a, b represent natural log-transformed SCTransform-corrected counts.

To better characterize the pre-BCR-dependent and pre-BCR-independent populations, we used flow cytometry using the markers identified from our single-cell study. We observed that surface CD74 expression was the highest in the early CD43^+^ progenitor B cells and had a stepwise decrease in surface expression as the cells matured into mature B cells (Supplementary Fig. 5a). In contrast, intracellular CD74 expression was low in the CD43^+^ progenitor B cells and small pre-B cells but was the highest in the immature and mature B cells (Supplementary Figure 5a), consistent with transcript expression (Fig. 4b). These results suggest spatiotemporal regulation of CD74 during B-cell development and may point to a differential function of CD74 -serving as a chemokine coreceptor early in development and in antigen processing, as the invariant chain, in more mature stages of development. Finally, to characterize the dynamic *Ebf1* gene expression between the preBCR-dependent and preBCR-independent populations, we used *Myc-GFP* reporter mice to query for EBF1 protein expression. MYC-GFP-expressing progenitor B cells (B220^+^CD19^+^CD43^+^IgM^−^GFP^+^) had a heterogeneous EBF1 protein expression (Supplementary Fig. 5b). Compared with the MYC-GFP^+^EBF1^high^ cells, the MYC-GFP^+^EBF1^low^ expressing cells also had lower IL7R, CXCR4, and CD74 expression (Supplementary Fig. 5c), which is consistent with transcript expression in the pre-BCR-dependent cluster. To ensure that MYC-GFP-expressing pro-B cells were not the predominant population in the MYC-GFP^+^EBF1^low^ population, we examined cKIT expression and observed that MYC-GFP^+^EBF1^low^ cells were primarily cKIT-negative (Supplementary Fig. 5d).

### B-cell differentiation and maturation

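Rag1 and Rag2, which cut DNA at recombination signals, were higher in the recombining pro-B VDJ, kappa, and lambda clusters than in cycling pro-B and pre-B clusters: Rag1 (log2 fold change 2.78, SE 0.13, edgeR BH-adjusted p = 3.71e-25) and Rag2 (1.36, SE 0.27, edgeR BH-adjusted p = 2.19e-05), in both mice. Rag1 stood at 222 and 166 CPM in pro-B VDJ, 189 and 200.1 in kappa, and 235 and 191 in lambda pre-B cells. Rag2 stood at 126 and 90.3 in pro-B VDJ, 47.2 and 36.4 in kappa, and 23.5 and 34.7 in lambda pre-B cells. The rise of Rag2 was larger at the pro-B stage (log2 fold change 1.85) than at the pre-B stage (0.36, not passing), and the difference between stages was 1.48 (edgeR BH-adjusted p = 0.0279). For Rag1 the difference between stages did not pass (-0.70, edgeR BH-adjusted p = 0.154). The repair genes Xrcc6 and Lig4 also rose more at the pro-B stage, with stage differences of 1.21 (edgeR BH-adjusted p = 2.59e-05) and 2.22 (edgeR BH-adjusted p = 0.0293). Unlike Rag2, Xrcc6 passed at the pre-B stage as well (0.71, edgeR BH-adjusted p = 2.13e-06). Xrcc6 encodes Ku70, which binds the broken ends that the RAG proteins leave. Of 14 V(D)J recombination genes 10 were higher and 0 lower in recombining clusters (unchanged when adjusted over the list alone, limma camera BH-adjusted p = 0.00306 with an estimated correlation). Polm (1.94, SE 0.43), Dntt (1.56, SE 0.14), and Foxo1 (1.56, SE 0.19) were higher. Rag1 UMIs were seen in 36.5% (29.0 to 44.5) and 37.6% (29.1 to 46.7) of kappa pre-B cells and 8.33% (4.07 to 14.8) and 9.92% (5.23 to 16.7) of mature B cells, which should lack it. With 1500 UMIs per cell they remained in 24.4% (17.9 to 31.9) and 21.5% (14.5 to 29.9) against 3.36% (0.923 to 8.38) and 8.47% (4.14 to 15.0) (exact 95% intervals, median depths 2447 and 2256 against 2779 and 3061 UMIs).

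**Figure D3:**
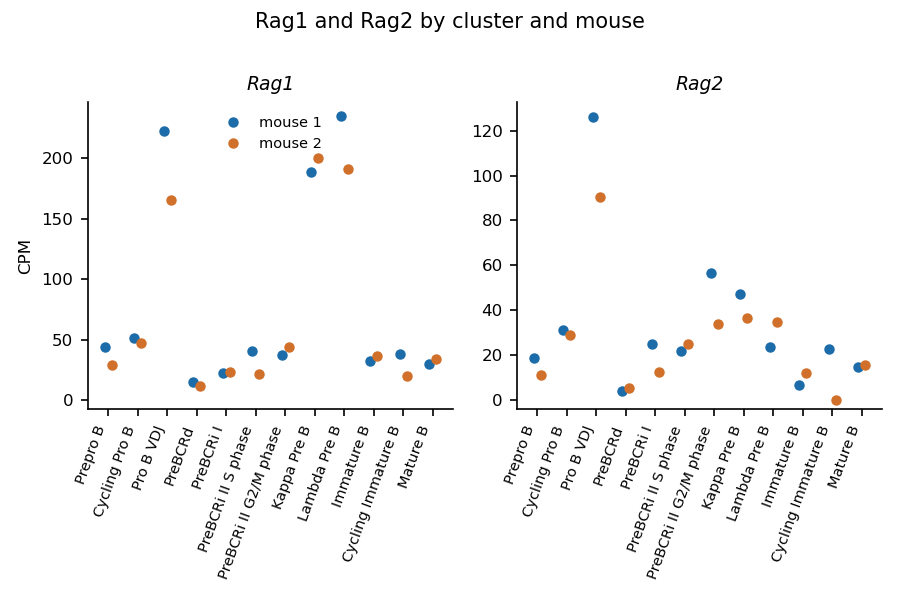
CPM (vertical axis) of recombination genes in each B-lineage cluster, with a point for each of the 2 mice. Rag1 reaches 222 and 166 in pro-B VDJ cells.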

Quiescent IgM^−^ cells have high expression of *Rag1* and *Rag2*, suggesting V(D)J recombination of pro-B and pre-B cells (Fig. 5a). 

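Igkc and the lambda constant genes Iglc1, Iglc2, and Iglc3 were higher in recombining than in cycling pro-B and pre-B clusters. They rose by 1.28 (SE 0.056, edgeR BH-adjusted p = 1.62e-26), 3.04 (SE 0.20, edgeR BH-adjusted p = 3.65e-19), 3.64 (SE 0.15, edgeR BH-adjusted p = 3.61e-28), and 3.79 (SE 0.19, edgeR BH-adjusted p = 8.55e-24) log2 units, in both mice. Igkc UMIs were found in nearly every cell of every cluster, with 100% (94.2 to 100) and 98.3% (91.1 to 100.0) of cycling pro-B cells and 100% (91.8 to 100) and 100% (92.0 to 100) of PreBCRd cells (exact 95% intervals). With cells drawn down to 1500 UMIs the shares were 79.0% (66.8 to 88.3) and 83.3% (71.5 to 91.7) in cycling pro-B, 81.4% (66.6 to 91.6) and 72.7% (57.2 to 85.0) in PreBCRd, and 95% (90 to 98) and 93.3% (87.7 to 96.9) in PreBCRi I. They were 100% (97.7 to 100) and 100% (97.0 to 100) in kappa pre-B cells and 84.6% (69.5 to 94.1) and 76.5% (62.5 to 87.2) in pre-pro B cells, which have not rearranged a light chain. In CPM Igkc stood at 968 and 985 in cycling pro-B, 1006 and 1022 in PreBCRd, 2448 and 2169 in PreBCRi I, and 5870 and 6133 in kappa pre-B cells. PreBCRd lay below PreBCRi I (-1.19, SE 0.11, edgeR BH-adjusted p = 3.40e-13). Iglc1 peaked in lambda pre-B cells, with 98.5% (92.1 to 100.0) and 92.7% (83.7 to 97.6) of cells at 1500 UMIs, against 48.1% (40.0 to 56.2) and 52.9% (43.6 to 62.0) of kappa pre-B and 33.3% (19.1 to 50.2) and 21.6% (11.3 to 35.3) of pre-pro B cells. Of every 10000 UMIs of plasma cells 3659 and 3318 were Igkc, and free RNA from them can reach every droplet, which sets a background for cells that make none.

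**Figure D4:**
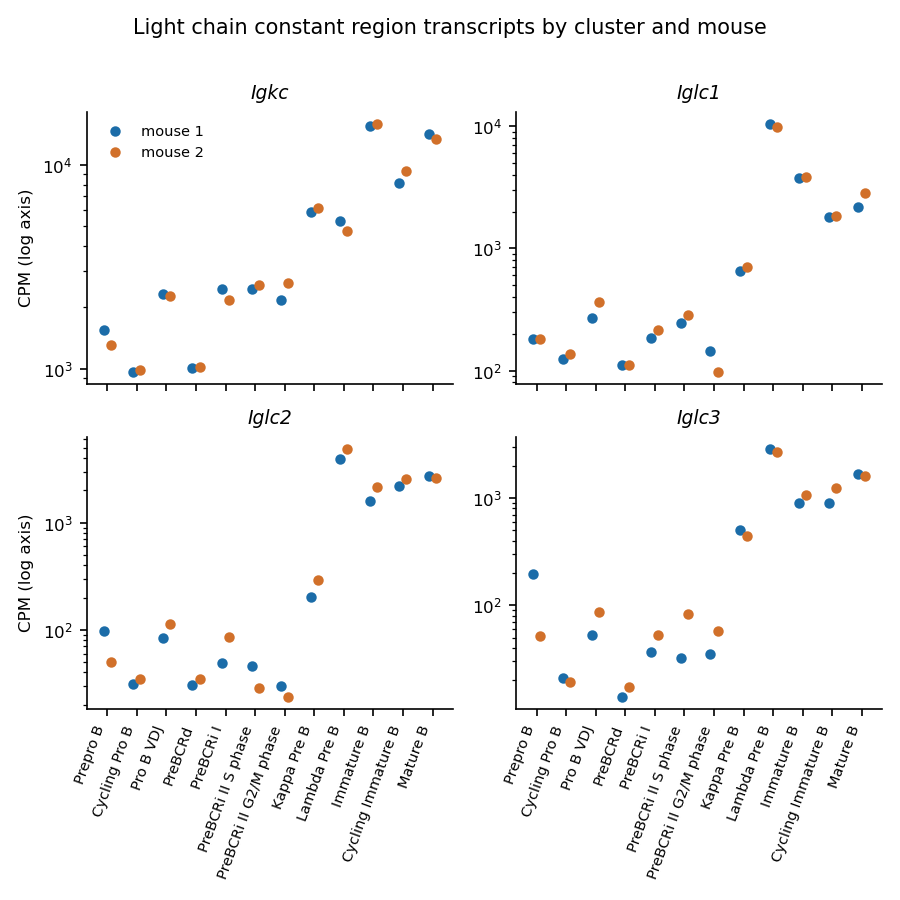
CPM (vertical axis) of the light chain constant genes in each B-lineage cluster, with a point for each of the 2 mice. Igkc reaches 5870 and 6133 in kappa pre-B cells.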

While *Igkc* expression is detectable in all subsets, except for cycling pro-B cells and pre-BCR-dependent B cells, *Iglc1*, *Iglc2*, and *Iglc3* are only expressed in a subset of cells (Fig. 5a). Furthermore, different B-cell stages exhibited differential expression of trace-element-associated genes such as selenoprotein genes. 

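Selenoprotein genes did not move as a set between recombining and cycling clusters: of 13 genes 5 were higher and 4 lower in recombining cells (unchanged when adjusted over the list alone). As a whole the list did not pass (limma camera BH-adjusted p = 0.994 at the preset correlation). Selenop and Selenom were higher in recombining clusters and Selenoh and Txnrd1 (-0.88, SE 0.29) lower, in both mice. Txnrd1 encodes thioredoxin reductase, which keeps reduced thioredoxin ready for DNA synthesis. Over all stages 12 of 13 selenoprotein genes differed (edgeR F test, BH-adjusted p below 0.05). Recombining clusters differed from cycling ones in many more genes, 1633 higher and 1629 lower. Interferon-stimulated genes were higher for 14 of 17 (limma camera BH-adjusted p = 0.0174 with an estimated correlation), such as Slfn2 (3.46, SE 0.18) and Ifitm1 (2.51, SE 0.50).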

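Selenom encodes a thioredoxin-like protein of the endoplasmic reticulum. Plasma cells aside, it was largely confined to pro-B cells, at 499.7 and 434 CPM in pro-B VDJ and 51.1 and 59.3 in cycling pro-B cells. Kappa pre-B cells held 13.5 and 6.06 CPM. Plasma cells held 1.74 and 1.29 Selenom UMIs of every 10000, against 0.518 and 0.594 in cycling pro-B cells. A Selenom UMI was seen in 85.0% (62.1 to 96.8) and 87.0% (66.4 to 97.2) of plasma cells. At least 1 UMI was seen in 69.4% (59.3 to 78.3) and 50.0% (39.5 to 60.5) of pro-B VDJ cells, 32.3% (20.9 to 45.3) and 48.3% (35.2 to 61.6) of cycling pro-B cells, and 3.77% (1.40 to 8.03) and 1.60% (0.194 to 5.66) of kappa pre-B cells (exact 95% intervals). Median depths were 3519 and 2908 against 10447 and 11233 and against 2447 and 2256 UMIs. Drawn down to 1500 UMIs the shares were 50.5% (40.1 to 61.0) and 40.9% (30.8 to 51.5) in pro-B VDJ and 8.06% (2.67 to 17.8) and 11.7% (4.82 to 22.6) in cycling pro-B cells. Recombining clusters exceeded cycling ones by 1.88 (SE 0.49, edgeR BH-adjusted p = 0.00122) log2 units, and by 3.08 at the pro-B and 0.81 at the pre-B stage, a stage difference that did not pass (edgeR BH-adjusted p = 0.0561).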

*Selenom* was expressed in a subset of pro-B VDJ cells (Supplementary Fig. 6a). 

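Selenop, the carrier of selenium in plasma, was higher in recombining clusters by 2.57 (SE 0.20, edgeR BH-adjusted p = 1.99e-16) log2 units, in both mice, and at both stages, by 2.83 in pro-B and 1.90 in pre-B cells. It stood at 217 and 277 CPM in pro-B VDJ, 87.7 and 152 in kappa, 94.0 and 150.4 in lambda pre-B, and 31.5 and 37.3 in cycling pro-B cells. Selenoh, a nucleolar redox protein, showed the reverse, lower in recombining clusters with a log2 fold change of -1.85 (SE 0.093, edgeR BH-adjusted p = 4.87e-24), which was -1.61 at the pro-B and -2.04 at the pre-B stage. Selenoh stood at 585 and 591 CPM in cycling pro-B and 629 and 630.1 in PreBCRi I, against 164 and 223 in pro-B VDJ cells. It was higher in cycling than in resting immature B cells as well (1.51, SE 0.18, edgeR BH-adjusted p = 3.00e-09). At 1500 UMIs per cell Selenop was seen in 29.5% (20.6 to 39.7) and 44.1% (33.8 to 54.8) of pro-B VDJ and 8.06% (2.67 to 17.8) and 6.67% (1.85 to 16.2) of cycling pro-B cells (exact 95% intervals).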

*Selenop* was expressed in both pro-B and pre-B cells undergoing recombination, whereas *Selenoh* was highly expressed in cycling pro-B and pre-B cells (Supplementary Fig. 6a). The significance of this differential gene expression program remains to be ascertained, although selenium has been associated with immune function and activation^44^. Finally, the IgM^+^ cells were broken down into three clusters corresponding to immature B cells, cycling immature B cells, and mature B cells. The cycling immature B cells have high expression of surface IgM. 

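IgM protein on cycling immature B cells averaged 1.81 ± 0.614 and 1.71 ± 0.671 normalized ADT units (SD over cells) in mouse 1 and mouse 2, above immature B cells (1.43 ± 0.638 and 1.34 ± 0.575) and mature B cells (0.820 ± 0.649 and 0.939 ± 0.623). Cycling immature B cells also carried more tags in total than immature B cells. Their median ADT counts were 837.5 and 718 against 434 and 360, and their median hashtag counts 294 and 328 against 116 and 136. The normalized value does not correct for a cell's total, so higher IgM was not told apart from more tags of every kind. Ighm RNA did not follow the protein, with a log2 fold change of -0.34 (SE 0.12, edgeR BH-adjusted p = 0.0766) against immature B cells. In a paired fit with the mouse as replicate block it passed as lower (edgeR BH-adjusted p = 0.0449). The cycling cells had Mki67 (2.81, SE 0.26, edgeR BH-adjusted p = 1.05e-12) and the mitotic kinases Plk1 (3.43, SE 0.42) and Aurkb (2.78, SE 0.38), in both mice. Of 52 G2/M genes 45 were higher and 0 lower (limma camera BH-adjusted p = 3.12e-05 with an estimated correlation), of 42 replication histones 26 and 0, such as Hist1h2ap (4.11, SE 0.29), and of 41 S-phase genes 14 and 1. The polycomb gene Ezh2 was higher (1.47, SE 0.22, edgeR BH-adjusted p = 1.30e-06), and the antiproliferative gene Btg1 lower (-1.53, SE 0.16, edgeR BH-adjusted p = 1.72e-10). Ezh2 (0.89, edgeR BH-adjusted p = 0.370) and Aurkb (0.140) did not pass at 1500 UMIs per cell. Ms4a1 did not pass (-0.36, SE 0.16, edgeR BH-adjusted p = 0.194), but with no filter on low counts it passed as lower (-0.51, edgeR BH-adjusted p = 0.0315), as did Ighm (edgeR BH-adjusted p = 0.00172). The cluster had 12 and 13 named cells, and 312 genes were higher and 159 lower.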

(Supplementary Fig. 6b). Immature B cells express *Ms4a1* (CD20), whereas the mature B cells express *Ms4a4c*, *H2-Aa*, *Sell* (L-selectin), and *Ltb* (Fig. 5b). 

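Mature B cells had more H2-Aa (3.18, SE 0.19, edgeR BH-adjusted p = 2.47e-19), Sell (2.94, SE 0.26, edgeR BH-adjusted p = 7.70e-13), Ms4a4c (2.02, SE 0.26, edgeR BH-adjusted p = 4.34e-08), and Ltb (1.37, SE 0.15, edgeR BH-adjusted p = 1.04e-09) than immature B cells, as log2 fold changes, in both mice. Ms4a1, which encodes CD20, was lower in mature B cells (-0.81, SE 0.15, edgeR BH-adjusted p = 7.72e-05), with 1491 and 1621 CPM in immature and 747 and 1020 in mature B cells. Antigen presentation rose as a whole: of 11 MHC class II genes 11 were higher and 0 lower (unchanged when adjusted over the list alone, limma camera BH-adjusted p = 1.56e-05 with an estimated correlation). H2-Eb1 (3.15, SE 0.17) and the activator gene Ciita (2.39, SE 0.38) both rose. Of 14 mature B cell genes 12 were higher and 0 lower, such as Ighd (2.67, SE 0.20) and Cr2 (2.22, SE 0.61), and of 10 B1 and marginal zone genes 6 and 0, such as Ahnak (2.42, SE 0.52). Cr2 did not pass in DESeq2 (BH-adjusted p = 0.143). Itgb7 (4.60, SE 0.56), Gpr183 (3.81, SE 0.38), and Bcl2 (2.30, SE 0.32) were higher too. The largest falls included Hck (-2.56, SE 0.29), Cd72 (-1.79, SE 0.18), and the pre-BCR component Vpreb3 (-1.74, SE 0.11). Sell encodes L-selectin, Gpr183 senses oxysterols that place B cells in follicles, and Cr2 is the complement receptor CD21. In all 286 genes were higher and 169 lower in mature B cells.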

Notably, a subset of mature B cells expressed *Apoe* (Fig. 5b) and showed overlapping detection of both IgM and CD43 (Fig. 1d). This subset shares features with previously described B1 bone marrow B cells^45^, although the function of *Apoe* in these cells remains unknown.

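Apoe, which encodes a lipid carrier of macrophages and other tissues, was higher in mature than in immature B cells by 5.83 (SE 0.36, edgeR BH-adjusted p = 1.23e-18) log2 units, in both mice. Among mature B cells, with names extended to all cells, 42.6% (38.1 to 47.2) in mouse 1 and 36.5% (31.9 to 41.3) in mouse 2 held an Apoe UMI (exact 95% intervals), against 2.27% and 2.55% of immature B cells. The median depths were 2927 and 2966 UMIs in Apoe-positive, 2772 and 2839 in other mature, and 2674 and 2528 in immature B cells. With 1500 UMIs per cell the share among mature B cells was 31.5% and 25.9%. Apoe-positive cells had more CD43 protein than other mature B cells (0.641 ± 0.584 against 0.400 ± 0.26 in mouse 1, 0.652 ± 0.557 against 0.477 ± 0.372 in mouse 2, normalized ADT and SD over cells). IgM protein was lower on Apoe-positive cells, by 0.213 and 0.144, while among the named cells alone the 2 mice differed in sign (-0.0825 and 0.160). Cells high for both IgM and CD43 made up 5.97% and 9.55% of Apoe-positive and 2.58% and 4.40% of other mature B cells. Genes of B1 and marginal zone cells such as Zbtb20 (1.60, SE 0.28) and Cd9 (1.98, SE 0.57) were higher in mature B cells as a cluster.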

**Fig. 5:**
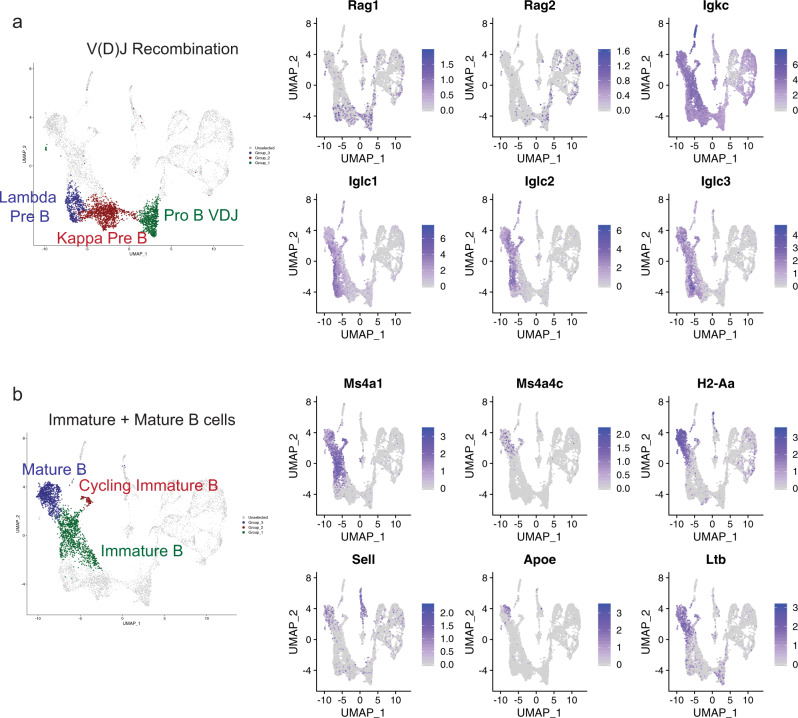
B-cell differentiation and maturation. **a** Highlighted B-cell clusters undergoing V(D)J recombination (left). Feature plot of genes involved in V(D)J recombination or specific for pre-B-cell expression (right). **b** Highlighted B-cell clusters for late B-cell maturation (left). Feature plot of genes highly expressed in immature or mature B cells (right). Color scale in a,b represents normalized counts centered and scaled across cells.

### Pseudotime and module analysis of the B-cell development trajectory

To understand the relationship between developmental stages and changes in gene expression over the B-cell developmental trajectory, we performed pseudotime analysis using Monocle^46^. To lessen the influence of cell cycle on UMAP positioning, we regressed out cell cycle genes within Monocle and performed UMAP dimension reduction. Using stage-defining markers, we identified 13 transcriptionally distinct B-cell developmental stages (Fig. 6a and Supplementary Fig. 7). Compared with the Seurat-based clustering (Fig. 1b), the immature B cell subset was split into two clusters and the preBCRi II S and G2/M subsets from Seurat were combined into one cluster in Monocle (Fig. 6a). Despite the differing clustering methods and regression of cell cycle genes, the Seurat and Monocle labeling of B-cell subsets demonstrated a high degree of overlap (Fig. 6a and Supplementary Data 3). Pseudotime values were then calculated to establish a developmental trajectory (Fig. 6b). This analysis let us identify modules of genes that are changing across the developmental trajectory (Fig. 6c). Gene ontology analysis of these gene modules suggested that the early B-cell stages, including pre–pro B and pro-B cells, are significantly enriched for cell-adhesion processes, whereas these signals are diminished in pre-B cells (Module 1 and Module 8, Fig. 6c, d). This is in accordance with previous findings that pro-B cells strongly promote adhesion to IL7-producing stromal cells^47^, whereas pre-BCR-signaling and its downstream target IKZF1, are important for downregulating stromal adhesion components^7,48^. Furthermore, the cycling pro-B cells and pre-BCR-dependent cells were enriched for genes involved in metabolic processes (Module 6; Fig. 6d), suggesting metabolic reprogramming after major checkpoints (B-cell lineage commitment and pre-BCR selection, respectively) during B-cell development. 

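Integrins and other adhesion molecules were higher in pre-pro B than in cycling pro-B cells: Itgb7 (log2 fold change 5.72, SE 0.43, edgeR BH-adjusted p = 2.70e-16), Alcam (5.14, SE 0.73, edgeR BH-adjusted p = 1.56e-07), and Itgb2 (2.90, SE 0.53, edgeR BH-adjusted p = 1.71e-05), in both mice. Of 20 cell adhesion genes 12 were higher in pre-pro B cells and 2 lower, such as Cd81 (-2.93, SE 0.23) (13 higher and 2 lower when adjusted over the list alone, limma camera BH-adjusted p = 0.00616 with an estimated correlation). Actin and motility genes went along, 15 of 33 higher and 1 lower, such as Lsp1 (3.14, SE 0.16). At the PreBCRd stage adhesion genes fell in part: against the other B-lineage clusters 8 of 20 were lower and 2 higher, such as Itgb7 (-2.22, SE 0.82, not passing at 1500 UMIs per cell), Pecam1 (-1.89, SE 0.28), and Selplg (-1.60, SE 0.20). The adhesion list as a whole did not pass (limma camera BH-adjusted p = 0.0598 at the preset correlation). Against cycling pro-B cells 5 were lower and 1 higher, the latter being Cd24a (1.35, SE 0.12), and against PreBCRi I 7 and 2. Motility genes fell more clearly in PreBCRd, 20 of 33 lower and 4 higher (limma camera BH-adjusted p = 0.00139 with an estimated correlation), such as Rhoh (-2.45, SE 0.15) and Rac2 (-1.26, SE 0.10). Itgb7 pairs with alpha 4 integrin in homing, Pecam1 joins cells to endothelium, and Selplg binds selectins.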

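MYC targets were higher in cycling pro-B than in pre-pro B cells, and higher in PreBCRd than in cycling pro-B cells. This was no steady rise along the lineage: Myc took 0.505 and 0.497 of every 10000 UMIs in cycling pro-B, 0.106 and 0.0328 (4 and 1 UMIs) in pro-B VDJ, and 0.800 and 0.893 in PreBCRd cells. In pre-pro B cells 21 of 45 MYC targets, 15 of 36 ribosome biogenesis genes, 6 of 13 glycolysis genes, and 30 of 65 oxidative phosphorylation genes were lower than in cycling pro-B cells and none higher. Examples are Srm (log2 fold change -1.31, SE 0.29, edgeR BH-adjusted p = 3.45e-04), Slc16a1 (-1.45, SE 0.43, edgeR BH-adjusted p = 0.008), and Ndufs5 (-0.89, SE 0.15, edgeR BH-adjusted p = 5.19e-06), in both mice, though at 1500 UMIs per cell Srm (-0.76, edgeR BH-adjusted p = 0.606), Slc16a1 (0.306), and Ndufs5 (0.0619) did not pass. With an estimated correlation the MYC list (limma camera BH-adjusted p = 0.0167) and the respiration list (0.0328) passed, while the glycolysis list (0.0525) and the ribosome list (0.0888) did not. In PreBCRd 35 of 45 MYC targets, 32 of 36 ribosome biogenesis genes, 9 of 13 glycolysis genes, and 26 of 65 oxidative phosphorylation genes were higher than in cycling pro-B cells and none lower (limma camera BH-adjusted p = 3.84e-04 with an estimated correlation for MYC targets). Examples are Hspe1 (1.52, SE 0.13), Heatr1 (1.32, SE 0.41), Aldoa (1.65, SE 0.20), and Uqcrq (0.86, SE 0.12). Slc16a1 carries lactate across the membrane, Aldoa is a glycolytic aldolase, and Uqcrq is part of the respiratory chain. Of 22 fatty acid genes 10 were higher in PreBCRd than in PreBCRi I and 0 lower, led by Fasn (2.86, SE 0.47) and Fabp5 (2.22, SE 0.19), though that list did not pass as a whole (limma camera BH-adjusted p = 0.0835 with an estimated correlation).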

Finally, evaluation of the expression of transcription factors, epigenetic modifiers (Fig. 6e), cytokines, chemokines and their respective receptors (Fig. 6f) indicates differential expression kinetics across the B-cell development trajectory. Thus, our findings confirm some previous observations, but also identify distinct gene programs that exhibit highly dynamic changes during B-cell development.

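Transcription factors and cytokine receptors peaked at different stages, and the stage was the same in both mice for those named next. Myb peaked in pro-B VDJ cells (394 and 352 CPM), Ezh2 (677 and 672) and Ctcf (415 and 382) in PreBCRi I, and Mef2c (1096 and 930.4) and Klf2 (1268 and 886) in mature B cells. Among cytokine genes and receptors, Il16 peaked in pro-B VDJ cells (192 and 219.8), Il7r in kappa pre-B cells (643 and 518), Socs1 in lambda pre-B cells (112 and 109.9), and Il21r (91.8 and 60.5) and Il4ra (74.1 and 57.8) in mature B cells. All 13 of the 13 transcription factor and chromatin genes and all 12 of the 12 cytokine and receptor genes that the study named differed among stages (edgeR F test, BH-adjusted p below 0.05). Since 4715 of the 6570 genes tested differed among stages and the study chose these lists, the counts are not independent evidence. MYB sustains pro-B cells, EZH2 and CTCF shape the immunoglobulin loci, and MEF2C and KLF2 act in mature B cell survival and homing. For other named genes, such as Pax5 and Tcf3, the top stage differed between the mice.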

**Fig. 6:**
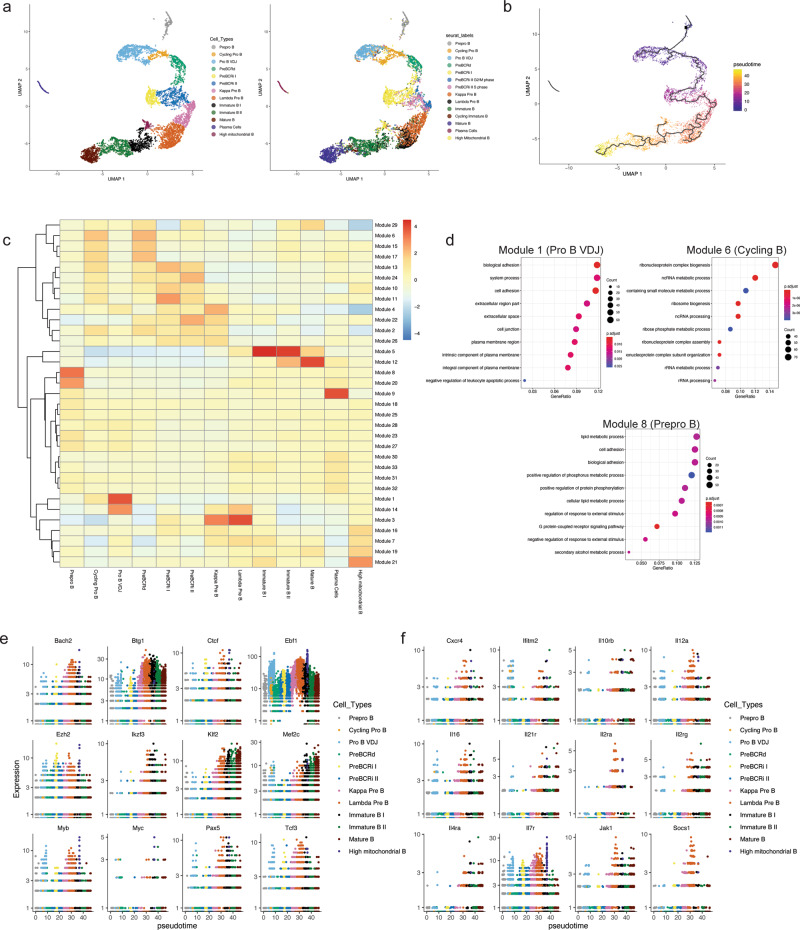
Pseudotime analysis illustrates the kinetics of transcription-factor expression and gene modules that are differentially expressed across the B-cell development trajectory. **a** Cell cycle-related genes were regressed within Monocle3 and UMAP dimension reduction was performed. Clustering was performed based on the Monocle3 clusters (left). Cells from Monocle-based clustering labeled with Seurat cluster labels (right). **b** Pseudotime values were calculated and plotted. **c** Module analysis to demonstrate gene modules that change across the B-cell developmental trajectory. A total of 33 modules and their expression intensity for each stage are shown. Color scale represents normalized module gene expression. **d** Gene ontology term analysis of selected modules 1, 6, and 8. **e** Expression of B-lymphoid transcription factors and epigenetic factors across B-cell development stages. **f** Expression of cytokine, chemokine and cytokine/chemokine receptors across the B-cell developmental trajectory.

### Stage-specific gene expression networks correlate with various human B-ALL subtypes and prognosis

Defects in B-cell differentiation and dysregulation of signaling pathways lead to B-cell transformation. To identify B cell developmental pathways that are associated with human B-ALL subtypes, we used differentially upregulated gene markers identified in both the Seurat and Monocle analyses. Using averaged z-scores of upregulated genes from each cluster, the transcriptional network of each stage was compared with various human B-ALL subtypes. This resulted in the hierarchical clustering of proliferation and differentiation stages (Fig. 7a).

**Fig. 7:**
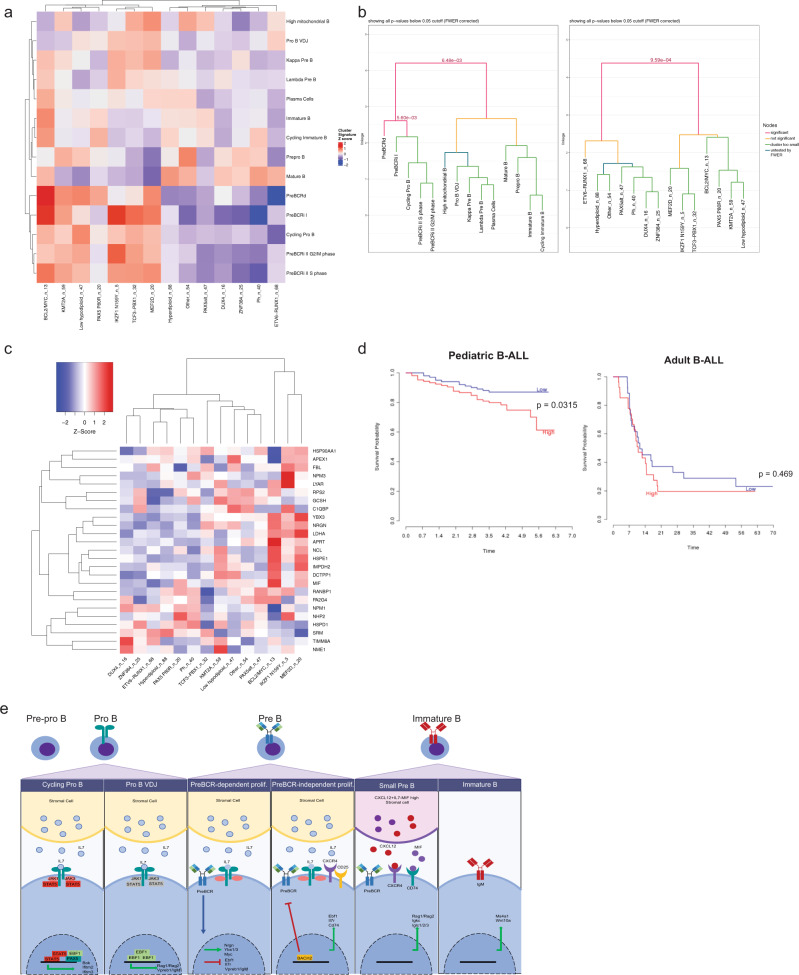
B-cell developmental gene networks correlate with various B-ALL subtypes and associate with prognosis. **a** Heatmap of cluster gene sets and various human B-ALL subtypes. n_number denotes the number of patient samples falling in each B-ALL subtype. Average z-score of cluster marker genes was calculated for each cluster and hierarchical clustering was performed for both B-ALL subtype and average cluster z-score. **b** Monte-Carlo-based statistical testing of the hierarchical clustering was performed for row (B-cell development stages) and column (human B-ALL subtypes). Significant *p*-values (<0.05) are shown and colored as a red line. **c** Overlapping differentially upregulated gene markers in the pre-BCR-dependent clusters from Seurat and Monocle are plotted (y axis). The expression of these genes was queried across various B-ALL subtypes (x axis). The number of B-ALL samples (*n*) is listed after each subtype. **d** Survival curve of pediatric B-ALL (left, time in years) and adult B-ALL (right, time in months). Low and high expression correspond to below-median and above-median expression of YBX3, respectively. Survival data were obtained from Prediction of Clinical Outcomes from Genomic Profiles (PRECOG)^71^ **e** Proposed model of B-cell development.

Interestingly, the human B-ALL subtypes that were enriched for proliferating pro-B, pre-BCRd, and preBCRi clusters, included the BCL2/MYC, IKZF1 N159Y, and KMT2A subtypes, which are all associated with high risk poor prognosis^49–51^ (Fig. 7a). In contrast, the B-ALL subtypes that were enriched for genes characteristic of other B cell differentiation stages, such as ETV6–RUNX1 and ZNF384 rearrangements, were the ones with favorable outcomes^52–55^ (Fig. 7a). Performing hierarchical clustering using only the Monocle gene list gave identical clustering patterns. We then performed statistical testing for significance of the hierarchical clustering^56^. Testing of the row-based hierarchical clustering of different developing B-cell stages showed statistically significant differences in the proliferating B cells versus the differentiation stages (Fig. 7b, left, *P* = 0.006, Monte Carlo test corrected for familywise error rate). Notably, the preBCRd stage was also distinct from the preBCRi and proliferating pro-B stage (Fig. 7b, left, *P* = 0.006, Monte Carlo test corrected for family-wise error rate). Likewise, column-based hierarchical clustering testing of the human B-ALL subtypes demonstrated that the high-risk leukemias that correlated with proliferative B cells were significantly distinct from the low-risk leukemias that correlated with differentiating B cells (Fig. 7b; right, *P* = 0.001; Monte Carlos test corrected for family-wise error rate). The pre-BCR module genes, including *YBX3* and *NRGN*, are significantly upregulated in BCL2/MYC, IKZF1 N159Y, and MEF2D B-ALL subtypes (Fig. 7c). Despite the numerous pre-BCR module genes highly expressed in various B-ALL subtypes, not all pre-BCR genes share this pattern, indicating transcriptional heterogeneity of B-ALLs compared with normal-developing B cells (Fig. 7c, Supplementary Fig. 8a). Finally, we examined whether *YBX3* expression correlated with outcome in B-ALL. We observed that pediatric B-ALLs with above-median *YBX3* expression are associated with worse prognosis (Fig. 7d, hazard ratio = 2.03, *P* = 0.032, log-rank test), whereas adult B-ALL patients (that mainly comprise Ph^+^ B-ALLs) show no significant difference in survival (Fig. 7d). Overall, we identify B-cell gene expression networks that are modulated during B-cell development (Fig. 7e) and correlate with human B-ALL subtypes. In addition, we specifically demonstrate that a YBX3-related module is associated with a poor prognosis in human B-ALLs.

## Discussion

The evaluation of different organs^57^ and niches^41,58^ at single-cell resolution has greatly expanded our understanding of the cellular diversity that is present within the bone marrow. However, these previous studies have not resulted in a detailed description of B-cell development. This is due to the paucity of developing B cells in these broad surveys of the bone marrow compartment. B-cell development has also been examined using cell surface markers in conjunction with flow cytometry^1^. These studies, in conjunction with in vivo reconstitution experiments to ascertain precursor–progeny relationships, have provided a general outline of B-cell development^1,59^. Furthermore, resources such as Immgen provide a wealth of transcriptional data about various sorted B-cell compartments^60^. However, these sorted-cell populations are relatively heterogeneous and thus fail to provide detailed single-cell resolution of B-cell development. In this study, we coupled the conventional surface marker-based staging of B-cell development using CITE-Seq with single-cell transcriptomics to identify unappreciated transcriptional heterogeneity during B cell development and link them to various underlying biological processes. In addition, we identify the RNA-binding protein YBX3 as a marker of pre-B cell differentiation and correlate *Ybx3* expression with outcomes in patients with B cell acute lymphoblastic leukemia.

Proliferation and differentiation during B-cell development are important biological modalities that underpin selection and BCR-repertoire diversification. Given our sorting strategy (Supplementary Fig. 1a), we did not capture all possible subsets of B cells, such as B220^−^CD19^+^ B1 progenitor cells or CD11c-expressing B cells. Nonetheless, our results highlight the diversity of transcriptional networks that are present within both proliferation and differentiation modalities during B-cell development. Specifically, the proliferating B cells were clustered tightly and labeled as G1PM, S, and G2/M-phase cells (Fig. 1c) based on their transcript status using a predetermined cell cycle gene list. The postmitotic G1 phase (G1PM) was recently described in a study demonstrating that stimulated splenic B cells undergo mitogen-independent proliferation in which genes associated with G2/M phase are not fully extinguished during the G1 phase^17^. Thus, proliferating B cells can undergo an extremely short G1 stage that bears features of G2/M. Our study highlights that proliferating progenitor B cells also exhibit a G1 phase containing many G2/M-signature genes (Fig. 1c and Supplementary Fig. 2a), which is consistent with rapidly proliferating B cells with very short G1 stages.

Our studies demonstrate unexpected dynamic changes in transcription factors that orchestrate B-cell development. We were largely able to confirm the expression kinetics for the critical B-lymphoid lineage transcription factors *Pax5* and *Ikzf1* across B cell development stages (Fig. 3b). In contrast, *Ebf1*, another key B-cell transcription factor, has a strikingly large dynamic range of expression (Fig. 3b) that varies greatly over the course of B-cell development. *Ebf1* has the highest expression during both heavy and light chain recombination stages, intermediate expression during cytokine-mediated proliferative stages, and the lowest expression during pre-BCR and BCR-signaling stages (Fig. 3b). Likewise, the expression of EBF1-target genes exhibited the same patterns (Fig. 3c). This points to dynamic changes in *Ebf1* in regulating key gene expression networks throughout B-cell development. Furthermore, B-lymphoid transcription factors, including *Ebf1*, have been shown to serve as metabolic gatekeepers, where they repress genes encoding proteins for glucose uptake and utilization, and thereby prevent malignant transformation^61^. In light of this, we provide evidence that EBF1 represses *Myc* and that low gene expression of *Ebf1* correlates strongly with the activation of pre-BCR-dependent gene modules that promote metabolic reprogramming (such as amino acid transporters) and proliferation. Therefore, the expression kinetics of *Ebf1* are tightly controlled to enable the unique aspects of alternating cycles of proliferation and differentiation throughout B-cell development.

Our single-cell RNA-Seq data pointed to an unappreciated expression of the RNA binding protein YBX3 in pre-B-cell differentiation and proliferation. Notably, *Ybx3* expression was significantly upregulated during the pre-BCR dependent stage (Fig. 3a). Likewise, the related YBX family member *Ybx1* is also most highly expressed at the pre-BCRd stage (Fig. 3a). Analysis of *Ybx3*^*−/−*^ mice did not show major developmental defects (Supplementary Fig. 4b, c) and thus YBX1 likely serves a redundant function with YBX3 in developing B cells. Therefore, YBX1 and YBX3 may initiate the MYC-dependent transcriptional program that characterizes the pre-BCR-dependent expansion stage^29^.

Elucidating the requirements and regulation of normal B-cell development has significantly improved our understanding of how developing B cells can undergo transformation and maintain leukemic states. B-ALL subtypes exhibit significant transcriptional diversity^12^. While differences between mouse and human B cell populations exist, many aspects of mouse and human B cell development are highly analogous. Our comparative analysis between stage-defining gene expression in wild-type progenitor B cells and different human B-ALL subtypes suggests that cycling pro-B, pre-BCR-dependent, and preBCR-independent subsets shared the highest similarities with high-risk human B-ALL subsets, including BCL2/MYC, IKZF1 N159Y, and KMT2A-rearranged leukemias. In contrast, the absence of these cycling-stage signatures was associated with low-risk human B-ALL subsets, including ETV6-RUNX1 and ZNF3840-rearranged leukemias (Fig. 7a). Importantly, while these cycling stage gene signatures do include some canonical cell cycle genes, they are also characterized by non-cell cycle related unique gene sets associated with these specific developmental stages, which may promote a more aggressive disease state (Supplementary Fig. 8). Therefore, our findings suggest that the presence or absence of stage-specific genes may associate with prognosis and could be targeted to further improve outcome.

When looking at individual genes from each cluster in different B-ALL subtypes, we found both overlapping and nonoverlapping gene modules, suggesting that B-cell leukemias partially associate with specific gene expression modules of multiple B-cell development stages. In particular, we found that pre-BCR module genes, including *Nrgn* and *Ybx3*, were significantly upregulated in the high-risk BCL2/MYC, IKZF1 N159Y, and MEF2D B-ALL subtypes (Fig. 7b). In addition to our findings on the importance of MYC during pre-BCR signaling, previous studies have demonstrated the upregulation of IKZF1 and MEF2D^62^ upon pre-BCR signaling. Therefore, aberrant dysregulation through mutations and rearrangements in *IKZF1* and *MEF2D*, respectively, may lead to the heightened usage of pre-BCR-signaling related genes for transformation. Importantly, we were able to demonstrate that high expression of *Ybx3*, a key component of the pre-BCR-signaling module, correlates with poor prognosis in pediatric B-ALL (Fig. 7c). Interestingly, high expression of *Ybx3* also correlates with dramatic downregulation of *Ebf1*. The combination of elevated YBX3 and reduced *EBF1*^63^ expression likely establishes the MYC-driven transcriptional program that contributes to pre-B-cell transformation. As YBX3 has been shown to repress JAK1 translation^28^, this may explain the requirement for ectopic activation of the JAK/STAT5 pathway to overcome a potential YBX3-driven negative feedback loop. Collectively, our data and previously published findings converge on multiple mechanisms that can activate different proliferation modules, leading to high risk-leukemia and a poor prognosis. Using strategies that target YBX3 or pre-BCR-related modules in pre-BCRd-related leukemias may also further improve outcomes in patients with these subsets of high-risk B-ALL.

## Methods

### Animals

All animals used were bred and housed in specific pathogen-free facilities at the University of Minnesota and animal experiment protocols were approved by Institutional Animal Care and Use Committees (IACUC 2010-38515A and IACUC 1904-36975A). All of the animals used were 6- to 12-week-old C57BL/6 J males and females with appropriate age- and sex-matched controls. Specifically, the two wild-type mice used for the single-cell RNA-seq experiment were C57BL/6 J males, CD45.2, and 8-week-old mice. The mice used for assessing B cells that were potentially excluded from analysis due to flow sorting gating scheme, were C57BL/6 J males, CD45.2, that were 7–10-weeks old. The JAK1 and EBF1 flow experiment was performed with C57BL/6 J male and female mice, CD45.1 and CD45.2, that were 7-weeks old. The *Ybx3*^−/−^ phenotyping experiments were performed with C57BL/6 J male and female mice, CD45.2, and 6–12-weeks old. *Myc*-GFP mouse experiments were performed with C57/BL6 male and female mice, CD45.2, that were 8–10-weeks old. The *Ybx3*^*−/−*^ mice were graciously provided by Dr. Timothy Ley at Washington University in St. Louis and have been previously described^36^. *Myc-GFP* reporter mice were obtained from The Jackson Laboratory. All animals were housed in a dark/light cycle of 14 h/10 h. Light cycle was from 6 AM to 8 PM. Ambient temperature was at 72F^o^ with a humidity ranging from 30 to 40%.

### Tissue processing and cell preparation

For flow-cytometry and cell-sorting experiments, bilateral femurs and tibias were harvested from mice. Bones were flushed with 1X PBS with 2% fetal bovine serum (Sigma Aldrich, 12133 C), 0.1% sodium azide (Ricca, 7144.8-16), and 0.5 mM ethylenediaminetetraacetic acids (EDTA, Fisher Scientific, S3113), pH 7.4. The cells were filtered through a 70 µm mesh, centrifuged at 350 × *g* for 5 min, and then incubated for 5 min with 5 mL of ACK lysis buffer (0.15 M ammonium chloride (Fisher, A661), 10 mM potassium bicarbonate (Fisher, P184), 1 mM EDTA (Fisher Scientific, S3113)). for red-blood cell lysis. Cells were then washed and centrifuged at 350 × *g* and subsequently resuspended for cell counting on a hemocytometer (Fisher Scientific. 02-671-10) and staining.

### Flow cytometry and antibodies

All flow cytometry was performed using the BD Fortessa cytometers (BD Biosciences) in the University of Minnesota Flow Cytometry Core. Bone marrow cells obtained using the method above were stained with various FACS antibodies, including B220-BUV395 (RA3-6B2, BDBiosciences, 563793, 1:100), B220-Pacific Blue (RA3-6B2, BDBiosciences, 558108, 1:100) B220-PE-Cy7 (RA3-6B2, BioLegend, 103222, 1:100), CD11c-APCef780 (N418, ThermoFisher, 47-0114-82, 1:100), CD11c-BUV395, (N418, BD Biosciences, 744180, 1:100), GhostRed780 (Tonbo Biosciences, 13-0865, 1:1000), Ter119-APCef780 (TER-119, ThermoFisher, 47-5921-82, 1:100), NK1.1-APCef780 (PK136, ThermoFisher, 47-5941-82, 1:100), NK1.1-PE (PK136, eBioscience, 12-5941-82, 1:100), Ly6G-APCef780 (RB6-8C5, ThermoFisher, 47-5931-82, 1:100), Ly6G-BV421 (RB6-8C5, BioLegend, 127627, 1:100), CD4-APCef780 (GK1.5, ThermoFisher, 47-0041-82, 1:100), CD8-APCef780 (53-6.7, ThermoFisher, 47-0081-82, 1:100), CD43-Biotin (S7, BDBiosciences, 553269, 1:100), CD43-BV786 (S7, BDBiosciences, 740857, 1:100), CD19-BV605 (6D5, BioLegend, 115540, 1:100), IL7R-BV421 (A7R34, BioLegend, 135023, 1:100), CXCR4-PerCP-Cy5.5 (L276F12, BioLegend, 146509, 1:100), CD74-BUV395 (In-1, BDBiosciences, 740274, 1:100), CD98-PE-Cy7 (RL388, BioLegend, 128124, 1:100), and cKIT-PE-Cy7 (2B8, eBioscience, 25-1171-82, 1:100). In short, surface staining was performed for 20 minutes with FACS antibodies on ice, washed and either analyzed or stained for intracellular FACS antibodies. For intracellular staining of JAK1-AF488 (413104, R&D Systems, IC4260G, 1:100), EBF1-PE (T26-818, BD Biosciences, 565494, 1:100), and anti-GFP-FITC (Rockland, 600-402-215, 1:400) surface stained cells were fixed/permeabilized using the eBioscience Transcription Factor staining kit (eBioscience, 00-5523-00) for 30 minutes at room temperature, washed, and then stained for 30 minutes in permeabilization buffer. Cells were then washed and resuspended in 1X PBS with 2% fetal bovine serum (FBS), 0.1% sodium azide and 0.5 mM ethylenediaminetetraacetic acid, pH 7.4, for flow cytometric analysis. Cell sorting was performed on a BD FACSAria sorter (BD Biosciences). All flow-cytometry data acquired were analyzed using FlowJo software (Tree Star)

### Cell hashing and CITE-Seq

Bone marrow cells from two 8-week-old wild-type mice were each stained with 1 µg of different hashtag antibodies, TotalSeq A0301 (M1/42, BioLegend, 115801, 1 µg) and TotalSeqA0302, (M1/42, BioLegend, 115803, 1 µg). At the same time, cells were stained with FACS antibodies: B220-Pacific Blue (RA3-6B2, BDBiosciences, 558108, 1:100), CD43-Biotin (S7, BD Biosciences, 553269, 1:100), CD11c-APCef780 (N418, ThermoFisher, 47-0114-82), Ter119-APCef780 (TER-119, ThermoFisher, 47-5921-82, 1:100), NK1.1-APCef780 (PK136, ThermoFisher, 47-5941-82, 1:100), Ly6G-APCef780 (RB6-8C5, ThermoFisher, 47-5931-82, 1:100), CD4-APCef780 (GK1.5, ThermoFisher, 47-0041-82, 1:100), CD8-APCef780 (53-6.7, ThermoFisher, 47-0081-82, 1:100), GhostDye Red780 viability dye (Tonbo Bioscienes, 13-0865, 1:1000) and 1 µg of CITE-Seq antibodies: B220 (TotalSeq-A0103, RA3-6B2, BioLegend, 103263), CD19 (TotalSeq A0093, 6D5, BioLegend, 115559), CD93 (TotalSeq A0113, AA4.1, BioLegend, 136513), CD25 (TotalSeq A0097, PC61, BioLegend, 102055) and IgM (TotalSeq A0450, RMM-1, BioLegend, 406535). Cells were stained with the above-mentioned antibodies for 20 minutes on ice, washed, and resuspended in 1X PBS with 2% fetal bovine serum (FBS), 2 mM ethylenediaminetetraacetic acid, and pH 7.4 buffer containing 1 µg of streptavidin-PE (TotalSeq A0113, BioLegend, 405251), which served the dual purpose of cell sorting and CITE-Seq for the CD43 antigen expression. scRNAseq was performed in parallel to FACS analysis.

### Single-cell RNA sequencing

For 10X Genomics scRNA-seq, we generated three libraries that measure (1) mRNA transcript expression (RNA), (2) mouse-specific hashtag oligos (HTO), and (3) cell surface marker levels using antibody-derived tags (ADT). Cells were harvested and stained as described above. In order to have balanced populations of various B-cell development stages, we enriched for earlier progenitor B cells (B220^+^CD43^+^) by sorting at a 1:1 ratio of Dump^−^B220^+^CD43^+^ cells and Dump^−^B220^+^CD43^−^ cells. A total of 20,000 cells per mouse were sorted into a single microtube containing 1X PBS with 50% FBS and were washed and resuspended in 1X PBS with 10% FBS prior to cell capture. The sample was split into three libraries (RNA, HTO, and ADT). Reverse transcription PCR and library preparation were carried out under the Chromium Single Cell 3′ v3 protocol (10X Genomics) as per the manufacturer’s recommendations. After library prep, quality control was performed using a bioanalyzer (Agilent 2100 Bioanalyzer, Agilent Technologies) and preliminary sequencing of the RNA library on a MiSeq (Illumina) to determine the approximate number of cells and general quality. After passing quality control, the library was sequenced on the NovaSeq 6000 with 2 × 150-bp paired-end reads (Illumina). Raw and processed data have been deposited at Gene Expression Omnibus and are available via GEO accession GSE168158. The code used in this study can be obtained upon request.

### Single-cell bioinformatic analyses

Raw sequencing data were processed using the CellRanger pipeline (version 3.1.0, 10X Genomics) “mkfastq” to demultiplex the three Illumina libraries (RNA, HTO, and ADT) and “count” was used to align reads to the mouse genome (mm10, provided by 10X Genomics, ver 3.0.0) and generate mRNA transcript, HTO, and ADT count tables. Raw count data were loaded into R (v. 3.6.1) and analyzed with the Seurat R package (v 3.0.3.9039). The RNA dataset was filtered to include only GEMs (gel beads in emulsion, which are oil droplets containing uniquely barcoded beads that ideally contain one individual cell) expressing more than 300 genes (counts > 0) and genes expressed in more than 3 GEMs (counts > 0). The proportion of mitochondrial RNA in each GEM was calculated and GEMs with extreme levels (top 0.5% of all GEMs) were removed from the analysis. For the remaining GEMs, the HTO count table was added to the dataset and normalized by a centered-log ratio method. Multiplets (i.e., GEMs containing one or more cells) were discovered using two independent orthogonal methods: (1) DoubletFinder software (version 2.0.3)^64^ utilized only the RNA expression dataset to predict GEMs as doublets or singlets and (2) the HTO sample-based expression dataset was supplied to the HTODemux Seurat function for doublet classification. The default DoubletFinder analysis method searched for optimal classification parameters and returned 8,209 singlets (3458 WT-1 or 3103 WT-2) and 4427 doublets. The HTODemux function clustered GEMs by their HTO expression levels, resulting in six major clusters of singlet GEMs representing each of the individual HTOs in the experiment (i.e., two HTOs represented WT-1,2 and four other HTOs were present, but excluded to derive only the wildtype B cells). This function was tested using a range of initial k-values (7–26), where *k* = 22 provided the cleanest classification results. Four other hashtag samples were present in this experiment and were excluded to derive only the wildtype B cells. A total of 7454 GEMs contained WT singlets (3902 WT-1 or 3552 WT-2) and 5182 GEMs contained HTO multiplets. Cross table comparison between DoubletFinder and HTODemux results demonstrated 893 WT GEMs called doublets by DoubletFinder and singlets by HTODemux. Conversely, 1576 WT GEMs were labeled doublets by HTODemux and singlets by DoubletFinder. This latter discrepancy along with the difficulty of DoubletFinder to accurately identify transcriptionally similar doublets led us to exclude the DoubletFinder classifications going forward. Using only the HTODemux classifications, GEMs identified as multiplets or negative were removed from further analysis. The WT singlets expressed a median of 1409 genes with a median of 3548 counts. For the WT singlets, the raw RNA counts were transformed using the Seurat function “SCTransform”^65^ including the percent of mitochondria expression as a regression factor. Principal components analysis (PCA) was performed using the normalized SCT dataset (RunPCA function) and two-dimensional representations were generated using the top 30 PCA vectors as input to the RunTSNE and RunUMAP functions. Cells were clustered using the FindNeighbors function (top 30 PCA vectors) and FindClusters function (testing a range of possible resolutions: 0.05, 0.1, 0.15, 0.2, 0.25, 0.3, and 0.4). A final resolution of 0.4 was used to classify cells into gene expression clusters. The robustness of cluster classifications was validated using the significant DE lists. Any pairwise cluster comparison that had fewer than 5 differentially expressed genes was merged into a newly labeled joint cluster, and the process of pairwise DE testing would begin again using the revised cluster classifications. At the final cluster resolution of 0.4, there were zero cluster merging steps. Each cell was classified according to its expression of canonical cell cycle genes using the CellCycleScoring function. The CellCycleScoring function was used to calculate the average expression of three different cell cycle phase related gene sets: S, G2M (genesets provided in Seurat), and a recently described G1 postmitotic (G1PM) gene set (*Birc5*, *Myc*, *Mki67*, *Foxm1*, *Aurkb*, and Plk1)^17^. Cell cycle scores were calculated from the SCT normalized expression values and used as input to discretely classify each cell by phase. The highest cell cycle score was used to label each cell by phase, unless all three scores were negative, resulting in the default G0/G1 classification. These S and G2M phase scores for each cell were used as additive factors in a linear model of gene expression (i.e., when regressing out the influence of cell cycle).

Single cell surface protein expression data (ADT) were filtered to include only the WT singlets and counts were normalized according to the centered-log-ratio method in Seurat. For each of the six markers measured (B220, CD19, CD93, CD25, IgM, and CD43), the normalized counts were centered (subtracting the mean expression from each value) and scaled (dividing centered value by standard deviation) across all cells. The Seurat object with S and G2M phase scores and a resolution = 0.4 was converted into a cell_data_set object for use with the Monocle (v3) R package^66^. The aligncds function was used with residual_model_formula_str = “~S.Score + G2M.Score” to adjust for the cell cycle status. After adjustment for cell cycle status, UMAP dimensional reduction and clustering were performed in Monocle. The final resolution for Monocle clustering was 0.0009. This resolution resulted in 3 separate partitions for the clusters. The plasma cell cluster was in its own partition and was excluded from the Pseudotime trajectory analysis. The remaining two partitions were (1) pre–pro B cells and (2) all other cell populations. We relabeled the partitions so that the pre–pro B cells and the remaining cell populations of interest would be in the same partition for pseudotime analysis. We initiated the pseudotime trajectory in the pre–pro B cell population, using a custom function described in the Monocle 3 documentation (get_earliest_principal_node) to automatically select the starting point for the pseudotime analysis. To compare the Monocle and Seurat clustering results, the number of cells and frequency of cluster membership overlap between Monocle and Seurat was calculated.

We used Monocle 3 methods to identify modules of coregulated genes. First, we used the function graph_test to identify variable genes in the data using the Moran’s I statistic. Then we identified the genes that had a significant q-value (<0.05) from the autocorrelation analysis and then grouped these genes into modules using UMAP and Louvain community analysis. We used the enrichGO function in the clusterProfiler package (v 3.14.3) to evaluate enrichment of the modules in GO terms across all three ontologies (BP, CC, and MF)^67,68^.

### Landscape in silico deletion analysis (LISA) and gene set enrichment analysis (GSEA)

The top 100 differentially upregulated genes obtained from Seurat FindAllMarkers function were used as input into the LISA Cistrome (lisa.cistrome.org). The transcription factor ChIP-Seq dataset was used to infer the transcriptional regulators for differentially regulated genes of the pre-BCR-dependent proliferation stage. We used the Gene set enrichment analysis (GSEA) software to identify gene sets from the Molecular Signature Databases^69,70^, comparing the differentially expressed genes in the pre-BCR-independent proliferating cells versus the pre-BCR-dependent cells. The MSigDB (v 7.0) annotations were extracted from the msigdbr R package (v 7.0.1). GSEA and gene ontology analysis was completed using the “enricher” function from the clusterProfiler R package (v 3.14.0).

### Enrichment analysis of single cell RNA-Seq cluster marker genes in human B-ALL gene expression

We used enrichment analysis to examine whether human B-ALL subtypes have similarity to particular B cell progenitor populations. We created robust signatures for each cell type using the Seurat and Monocle top cluster marker genes independently, and we also created combined cluster marker gene sets by taking the intersection of the independent Seurat and Monocle cluster gene signatures for each of the different cell types we identified in the single cell data. The top marker genes are the genes that are differentially expressed for a given cluster when compared with all other clusters. Default approaches for finding top marker genes were used for both Seurat and Monocle. The findAllMarkers() function from Seurat was used as described in the previous section, “*Single-cell Bioinformatic Analyses*”, to identify which genes are differentially expressed in one cluster compared with all other clusters for the Seurat cluster. The top_markers() function from Monocle was used to identify which genes are differentially expressed in one cluster compared with all others for the Monocle cluster definitions. We used the Monocle default parameters, so 25 genes were returned per Monocle cluster with the top_markers() function. We did not apply any additional filters to the top gene markers for the Monocle analysis. For the Seurat cluster marker genes we only used genes with positive log fold changes to better match the Monocle cluster gene marker results. We did not include downregulated marker genes from the Seurat analysis. For both Monocle and Seurat cluster gene lists we had to convert the mouse gene names to human gene names, so some genes were removed that did not have appropriate human homologs. Additionally, when there was not a direct 1:1 mapping between the Monocle and Seurat clusters, cluster gene lists from one method were merged before comparison to the other method’s cluster gene list. We then used the intersection of the Monocle lists and the Seurat lists to get our final list of genes for each cluster for our individual B-ALL heatmaps for each group of cluster-marker genes.

We downloaded publicly available B-ALL bulk RNA-Seq count data^12^. We summed expression values for each gene across biological replicates for each B-ALL subtype to create an average sample for each sub-type. We normalized and log2-transformed the data to create log2cpm values for unsupervised hierarchical clustering of each combined cluster marker gene set against all B-ALL subtypes. To gain a bigger picture view of the association between gene networks and human B-ALL subtypes, we created a single heatmap showing a summarized cluster gene set z-score for each B-ALL subtype. We calculated each cluster gene set z-score by averaging the z-scores of the cluster marker genes in each individual cluster gene set for each B-ALL subtype. In the heatmap of these data we allowed for both column (B-ALL subtype) and row (average cluster z-score) hierarchical clustering.

### Statistical analysis

Differential gene expression (DE) analysis was completed using the FindMarkers function, employing a Wilcoxon rank-sum test between all pairwise clusters or between a single cluster vs. all others. Genes were considered significant if the absolute value of log2-fold-change was > = 0.25 and Bonferroni-adjusted *p*-value < = 0.01. The statistical significance of hierarchical clustering for the human B-ALL heatmaps was done using a Monte-Carlo based method^56^. Specifically, the sigclust2 package was used with the parameters of Euclidean distance and complete linkage for clustering methods. Data and statistical analyses were performed using Prism 8 (Graphpad). A Shapiro-Wilk test was performed to assess data normality, and unpaired data that passed normality were analyzed using an unpaired student *t*-test. Paired data derived from the same mouse were analyzed using a parametric paired student *t*-test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The data supporting the findings of this study are available within the paper and supplementary information file. Single-cell RNA-Seq data were deposited at Gene Expression Omnibus, with the primary accession code: GSE168158. Mouse genome mm10 was used as reference sequence (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/). EBF1 ChIP-Seq data for Fig. 3e were obtained from GSM2863146. Bulk RNA-seq data for wild type and Pax5^+/−^ x Ebf1^+/−^ leukemia for Fig. 3f was obtained from GSE148680. Source data are provided with this paper.

## Source data

Source data

## Code availability

No custom code was used or generated in this paper, as publicly available software and code was used (Seurat, Monocle3, DoubletFinder, GSEA, and GO-term analysis). Code can be provided upon request.

# Supplementary material for: Single-cell analysis identifies dynamic gene expression networks that govern B cell development and transformation
**Source:** Nat Commun. 2021 Nov 25;12:6843. doi: 10.1038/s41467-021-27232-5
**Supplement:** Supplementary file 1 — Supplementary Information

Single-cell analysis identifies dynamic gene expression networks that govern B cell
development and transformation

Supplementary Information File

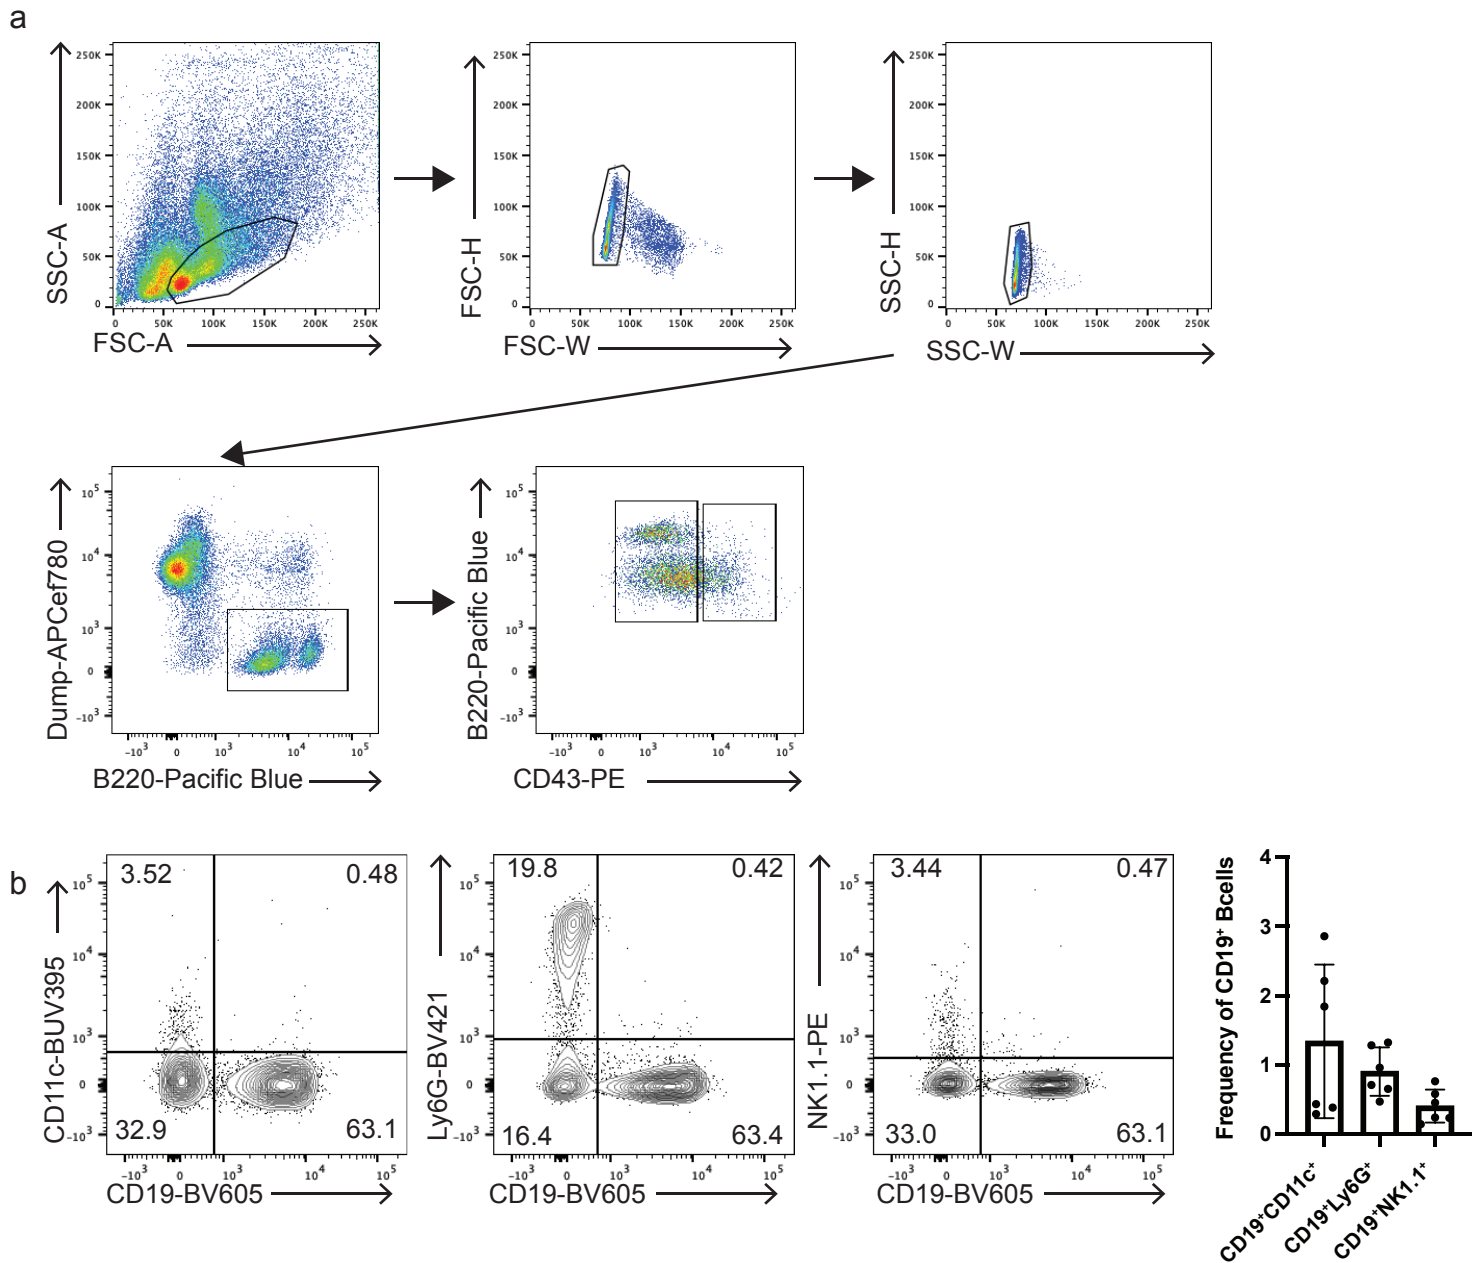

Supplementary Figure 1. Flow cytometry gating scheme and excluded B cells. **a.** Single cell lymphocytes are gated using FSC-A, SSC-A, FSC-H, FSC-W, SSC-H and SSC-W. B220⁺Dump⁻ (Dead, Ter119, NK1.1, Gr1, CD4, CD8, CD11c) were gated on to separate the early progenitor B cells (CD43⁺) from the later progenitor B cells (CD43⁻) for 1:1 sorting. **b.** Flow cytometry analysis of CD19⁺ B cells that may have been excluded from downstream analysis due to sorting scheme. Expression of CD19 and CD11c, Ly6G, or NK1.1 in the bone marrow (left). Percentage of CD19⁺ B cells that expressed CD11c, Ly6G or NK1.1 (right). Data are presented as mean values $\pm$ S.D and $n = 6$ biological independent mice from three independent experiments.

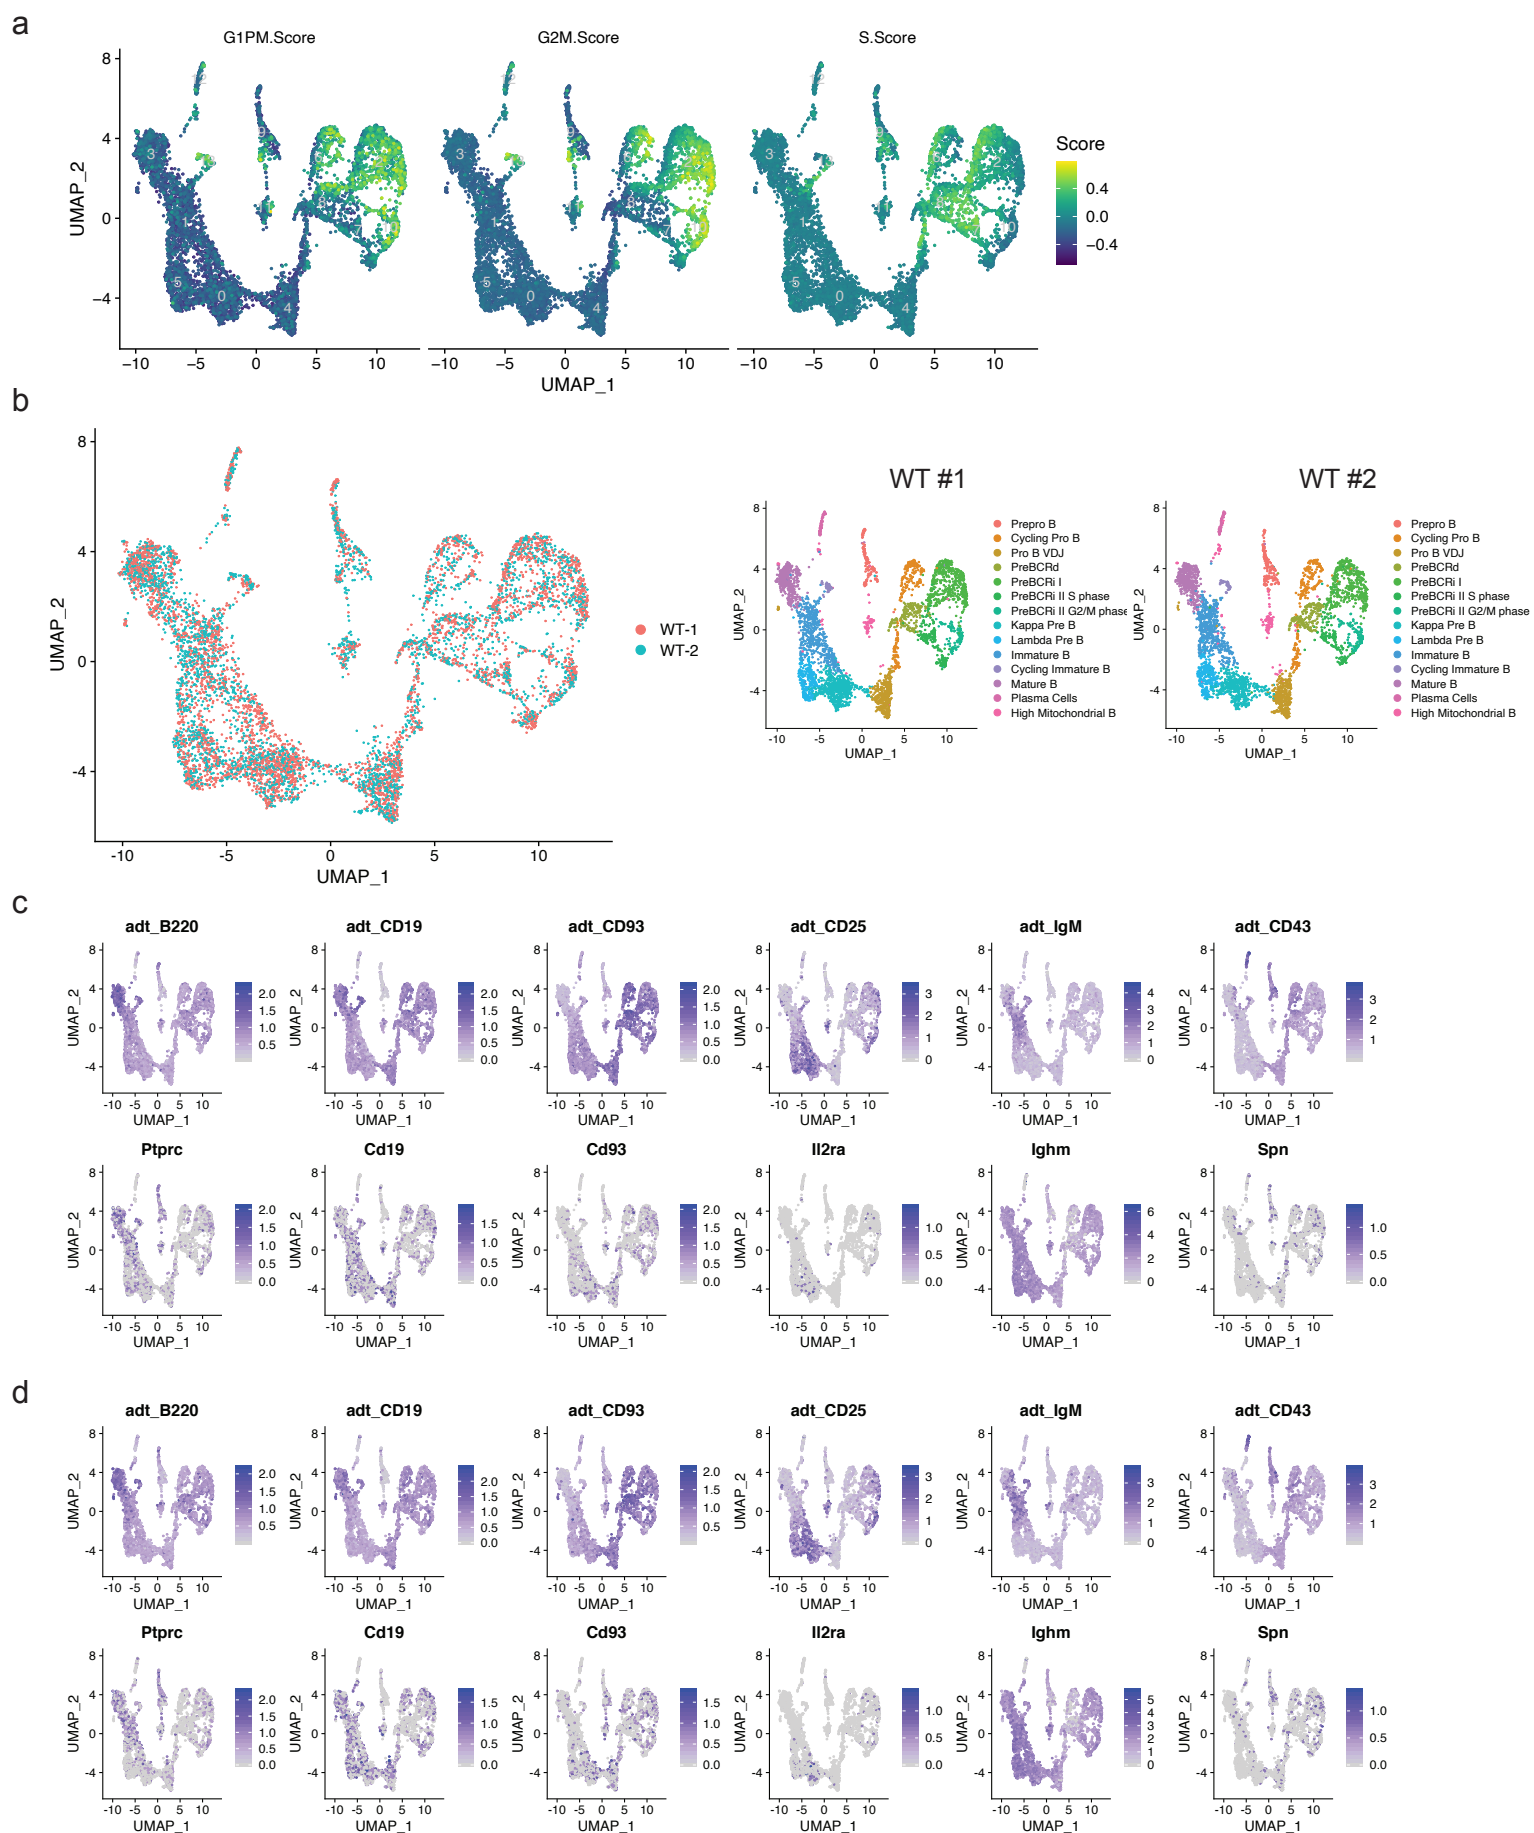

Supplementary Figure 2. Cell cycle scoring and wild type biological replicate representation. **a.** UMAP of the average gene expression scores of different cell cycle stages (G1PM; G1 post-mitotic, or G2/M and S phase). **b.** UMAP plots showing cells colored based on origin of wildtype sample (left) or colored by cluster assignment and separated according to each wildtype sample (right). **c.** ADT/CITE-Seq antibody expression in wildtype sample #1 cells. **d.** ADT/CITE-Seq antibody expression in wildtype sample #2 cells. Color scale in c, d represents natural log transformed SCTransform corrected counts.

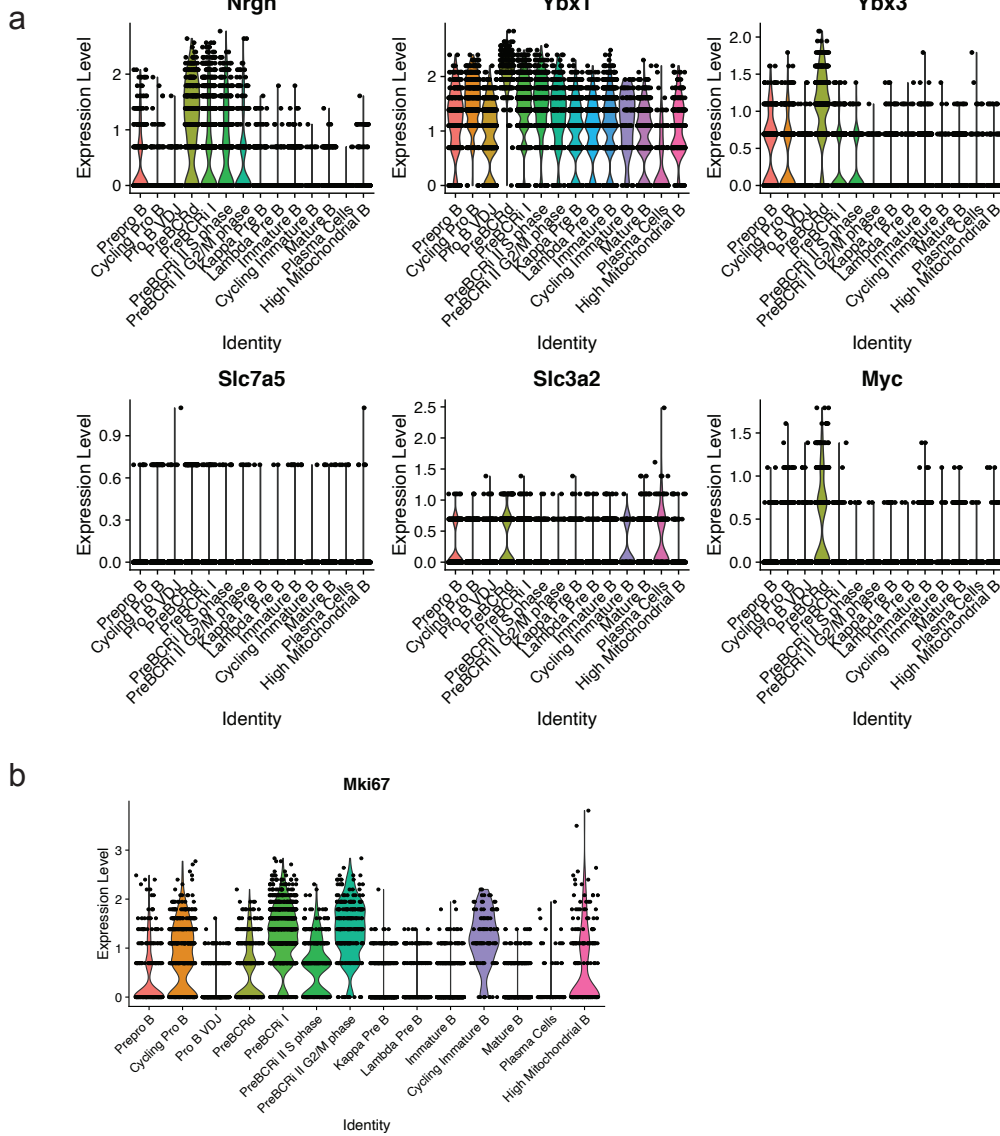

Supplementary Figure 3. Pre-B cell expansion gene expression. **a.** Violin Plot gene expression of Pre-BCR-de- pendent stage genes (Nrgn, Ybx1, Ybx3, Slc7a5, Slc3a2, Myc). **b.** Mki67 expression Violin Plot for all B cell development stages. Expression levels in a,b represent natural log transformed SCTransform corrected counts.

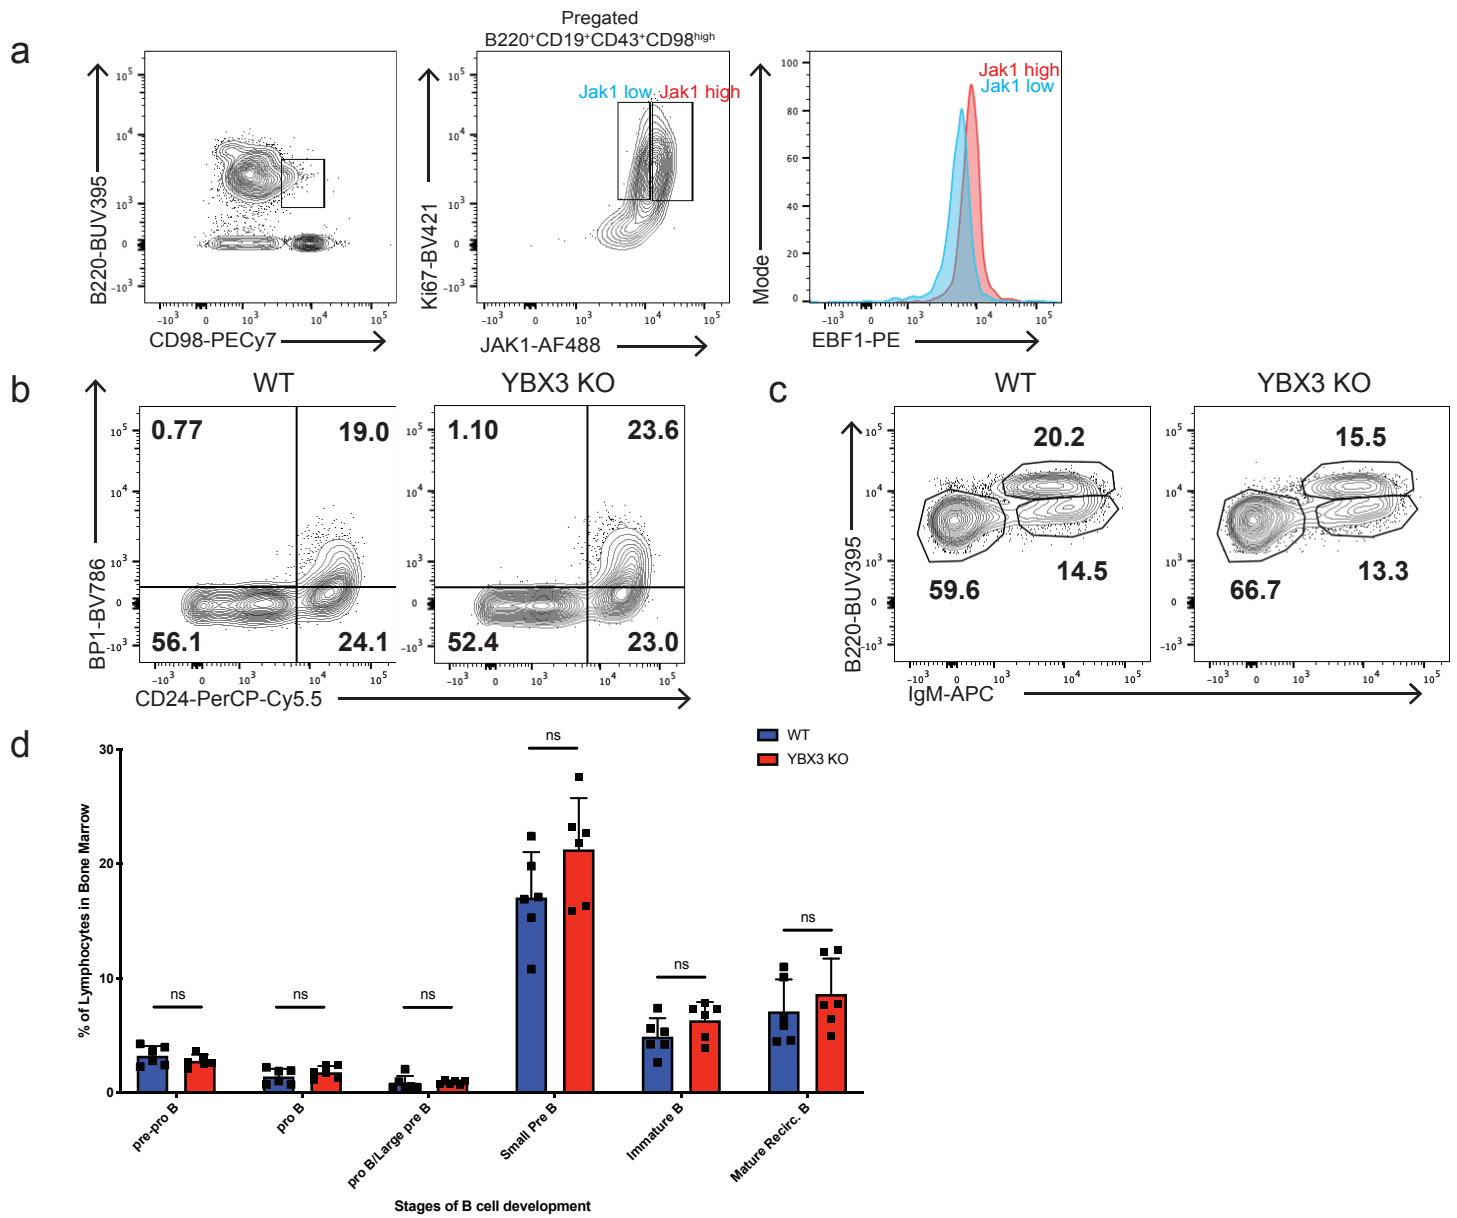

Supplementary Figure 4. Flow cytometric characterization of the role of YBX3. **a.** Flow cytometry analysis of WT developing B cells in the bone marrow gated on B220⁺ and CD98^{high} cells (left). B220⁺CD19⁺CD43⁺CD98^{high} cells were gated and displayed for Ki67 and JAK1 expression (middle). JAK1 expression was split into low and high subsets and EBF1 expression analyzed (right). **b.** Flow cytometric analysis of B cell development from wildtype and Ybx3^{-/-} mice pre-gated on B220⁺CD43⁺ progenitor B cells and stained for BP1 and CD24 expression (Hardy Fractions A-C). **c.** Flow cytometric analysis of B cell development from wildtype and Ybx3^{-/-} mice pre-gated on B220⁺CD43⁺ progenitor B cells and stained for B220 and IgM expression (Hardy Fractions D-F). **d.** Summarized percentage of lymphocytes for each Hardy fraction (Fraction A-F) between wildtype and YBX3^{-/-} B cells. Unpaired student t-test was performed for pre-pro B ($P = 0.3001$), pro B ($P = 0.3286$), pro B/Large pre B ($P = 0.8868$), Small Pre B ($P = 0.1154$), Immature B ($P = 0.1547$), and Mature Recirc. B ($P = 0.3928$) subsets. Data are presented as mean values $\pm$ S.D. $n = 6$ biologically independent mice examined from three independent experiments. WT = wild-type, YBX3 KO = Ybx3 knock-out.

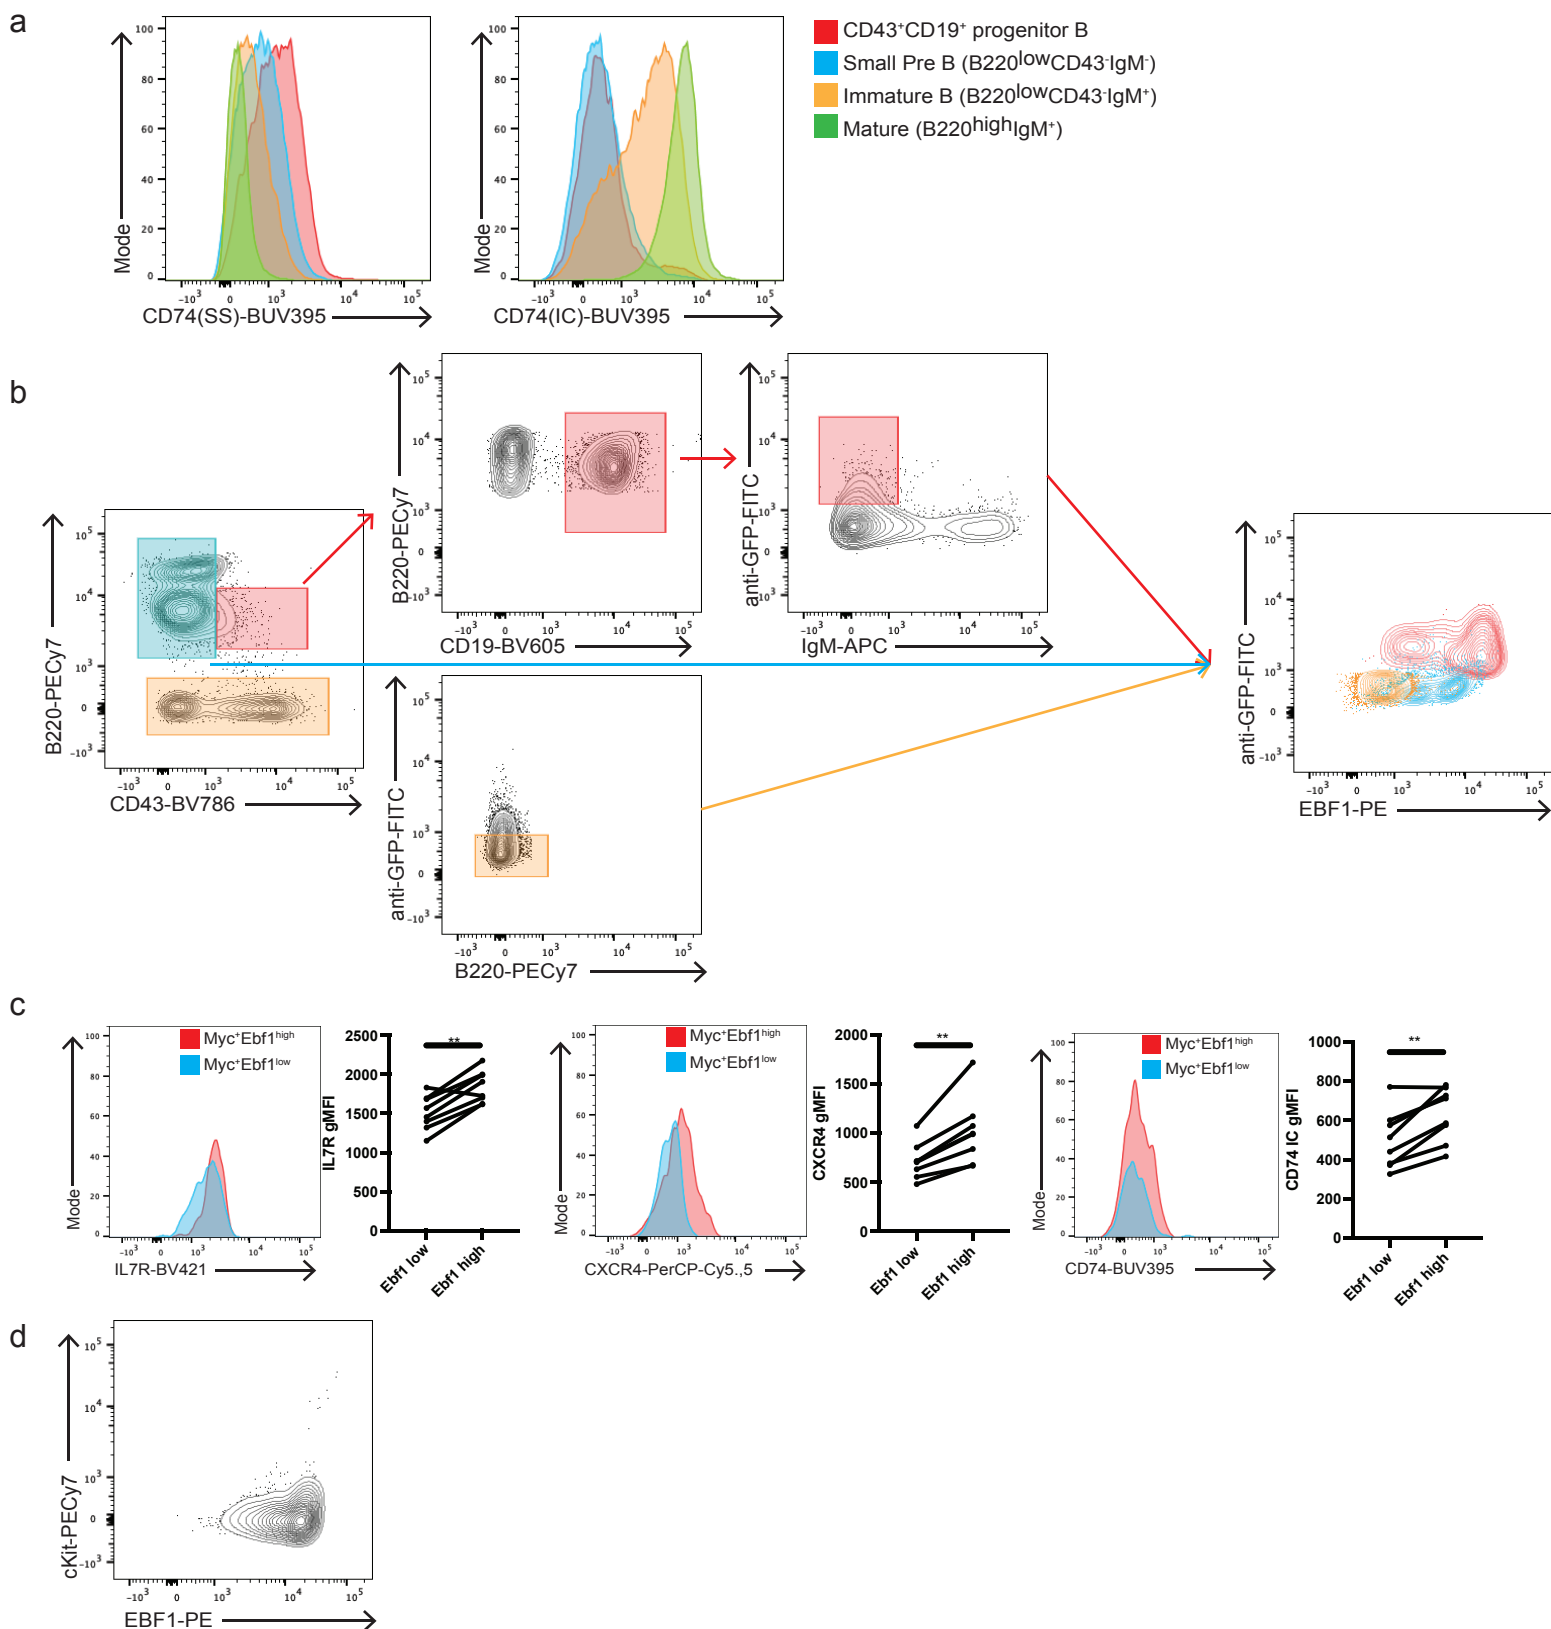

Supplementary Figure 5. Spatiotemporal regulation of CD74 expression during B cell development and EBF1 expression heterogeneity in pre-B cells. **a.** Representative plots of surface (left) and intracellular (right) levels of CD74 expression in developing B cell. Plots represent $n = 6$ mice from three independent experiments. **b.** Myc-GFP mice were used to evaluate EBF1 expression heterogeneity in preB cells. B220⁺CD43⁺CD19⁺IgM-GFP⁺ cells were gated on (red) and evaluated for EBF1 expression. For comparison of EBF1 expression, B220⁺CD43⁻ B cells (blue) and B220-GFP⁺ cells (orange) were plotted together. Flow cytometry plots represent $n = 8$ mice from three independent experiments. **c.** Evaluation of PreBCR-dependent and PreBCR-independent cluster markers, IL7R ($P = 0.0018$), CXCR4 ($P = 0.0011$) and CD74 ($P = 0.0025$). Using the gating scheme shown in Panel B, GFP⁺EBF1^{low} (blue) and GFP⁺EBF1^{high} (red) cells were gated on and queried for IL7R, CXCR4, and CD74 expression. gMFI values are plotted from each population and connected lines represent the populations that came from the same mouse. Two-sided paired t-test was performed to determine the significance in gMFI difference between the GFP⁺EBF1^{low} and GFP⁺EBF1^{high} populations. **d.** B220⁺CD43⁺CD19⁺IgM-GFP⁺ cells were gated on and evaluated for cKIT expression to determine the presence of pro B cells that are expressing MYC and their EBF1 expression.

a

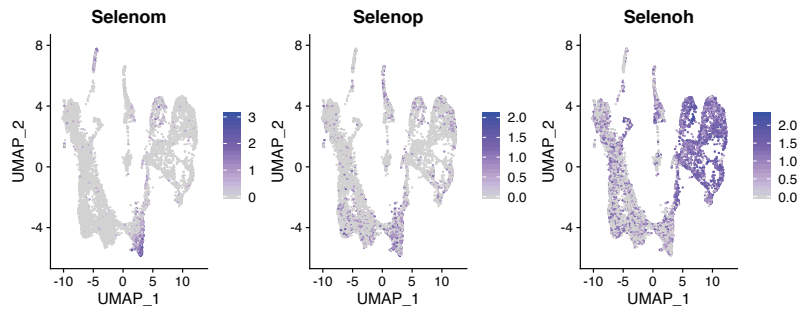

b

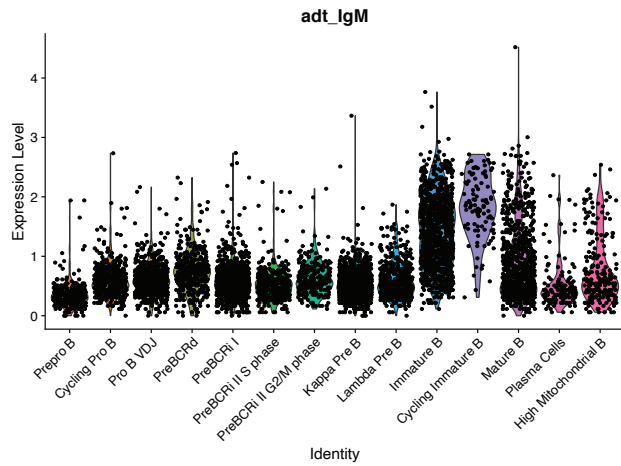

Supplementary Figure 6. Genes and surface protein expressions that are differentially expressed during B cell differentiation and maturation. a. Feature Plot of selenoprotein genes. **b.** IgM surface expression across B cell development stages. Expression level scales from a,b represent natural log transformed SCTransform corrected counts.

a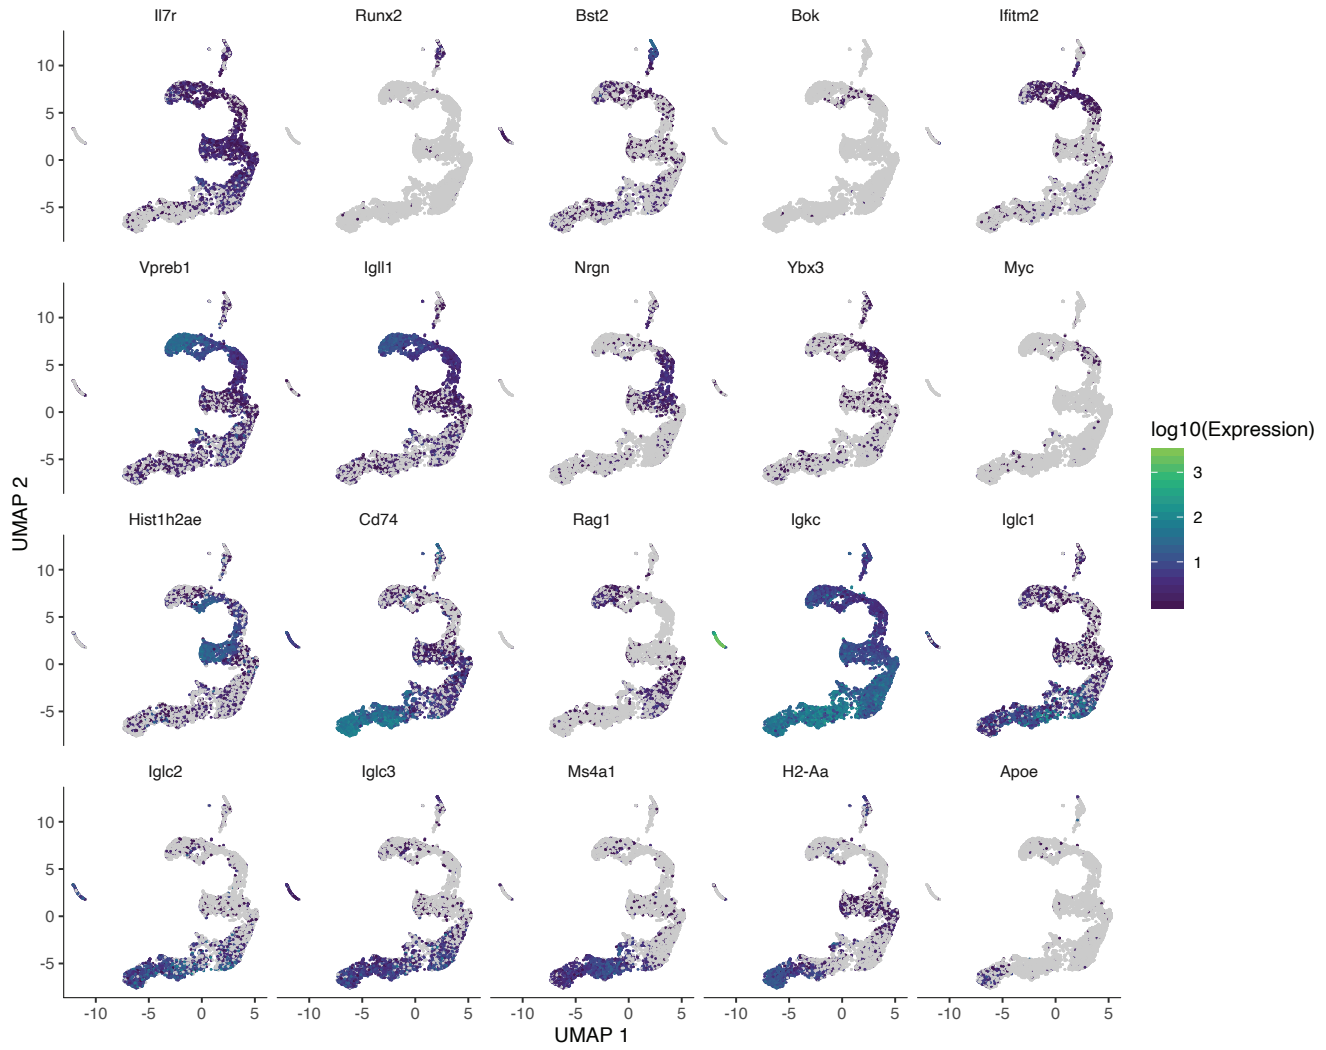

Supplementary Figure 7. Validation of cell clusters after cell-cycle regression based on stage-specific gene expression. a. Feature plots for various stage-specific genes to characterize the clusters after cell cycle gene regression

# Supplementary material for: Single-cell analysis identifies dynamic gene expression networks that govern B cell development and transformation
**Source:** Nat Commun. 2021 Nov 25;12:6843. doi: 10.1038/s41467-021-27232-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Differential gene markers of every cluster compared to all clusters. Seurat was used to identify the differential genes expressed of every cluster compared to all clusters. Avg_logFC represents log2 fold change

File Name: Supplementary Data 2

Description: Differentially expressed genes identified from pairwise comparison of each cluster. Seurat was used to identify the differential genes expressed from a pairwise comparison of each cluster. Avg_logFC represents log2 fold change

File Name: Supplementary Data 3

Description: Seurat and Monocle cluster membership and overlap. The number of cells and frequency of overlap between the Monocle and Seurat clusters are listed

# Supplementary material for: Single-cell analysis identifies dynamic gene expression networks that govern B cell development and transformation
**Source:** Nat Commun. 2021 Nov 25;12:6843. doi: 10.1038/s41467-021-27232-5
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Flow cytometry data was collected using Fortessa cytometers and cell sorting was performed on FACS Aria II sorters; 10X Genomics system was used to capture cells and generate libraries. Illumina NovaSeq instrument was used for sequencing.
Data analysis	Graphpad Prism 8, FlowJo (10.6.2), Cell Ranger (v 3.1.0), Seurat R package (v 3.0.3), Monocle3.0.2 R package, Gene set enrichment analysis (GSEA) used annotations from MSigDB (v 7.0) and completed using "enricher" from clusterProfiler R package (v 3.14.0), DoubletFinder R package (v 2.0.3).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data supporting the findings of this study are available within the paper and supplementary information file. A reporting summary is also available in the supplementary information file. Mouse genome mm10 was used as reference sequence (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/). Single-cell RNA-Seq data were deposited at Gene Expression Omnibus, with the following accession code: GSE168158 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168158>). EBF1 ChIP-Seq data for figure 3e was obtained from GSM2863146 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM2863146>). Bulk

RNA-seq data for wild-type and Pax5⁺/x Ebf1⁺/- leukemia for figure 3f was obtained from GSE148680 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148680>). Source data are provided with this paper.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size for single-cell RNAseq (n = 2) was determined based on having a biological replicate. Sample size for flow cytometry experiments had six samples from three independent experiments as this size provided sufficient power to assess differences.
Data exclusions	Excluded data includes single-cell RNA-seq data with filtered cells that did not meet minimum quality thresholds (ex. low genes expressed per cell, high mitochondrial gene percentage, and doublets due based on hashtag antibody heterotypic doublets)
Replication	Single-cell RNA-sequencing was performed once with biological replicate (two wild-type samples). All flow cytometry experiments were three independent experiments.
Randomization	Animals and samples were randomly selected for experiments.
Blinding	Investigators were not blinded to the genotype of the mice (Ybx3 WT vs KO) to ascertain phenotypic differences from gene knockout. Bioinformaticists were not blinded to sample origin during single-cell RNA-seq analysis in order to identify the genotype based on the hashtag antibodies.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

anti-mouse TotalSeq-A0301 (M1/42) Hashtag 1 antibody, BioLegend, 155801, 1 ug
 anti-mouse TotalSeq-A0302 (M1/42) Hashtag 2 Antibody, BioLegend, 155803, 1 ug
 anti-mouse TotalSeq-A0103 B220/CD45R (RA3-6B2), BioLegend, 103263, 1ug
 anti-mouse TotalSeq-A0093 CD19 (6D5), BioLegend, 115559, 1 ug
 anti-mouse TotalSeq-A0113 CD93 (AA4.1), BioLegend, 136513, 1 ug
 anti-mouse TotalSeq-A0097 CD25 (PC61), BioLegend, 102055, 1 ug
 anti-mouse TotalSeq-A450 IgM (RMM-1), BioLegend, 406535, 1 ug
 TotalSeq-A0951 PE Streptavidin, 405251, 1 ug
 anti-mouse CD19 (6D5) Brilliant Violet 605, BioLegend, 115540, 1:100
 anti-mouse CD43 (S7) Biotin, BDBiosciences, 553269, 1:100
 anti-mouse B220/CD45R (RA3-6B2) BUV395, BDBiosciences, 563793, 1:100
 anti-mouse B220/CD45R (RA3-6B2) Pacific Blue, BDBiosciences, 558108, 1:100
 anti-mouse CD11c (N418) APC-eFluor 780, ThermoFisher Scientific, 47-0114-82, 1:100
 anti-mouse CD11c (N418) Brilliant Ultraviolet 395, BD Biosciences, 744180, 1:100
 anti-mouse Ter119 (TER-119) APC-eFluor 780, ThermoFisher Scientific, 47-5921-82, 1:100
 anti-mouse NK1.1 (PK136) APC-eFluor 780, ThermoFisher Scientific, 47-5941-82, 1:100
 anti-mouse NK1.1 (PK136) PE, eBioscience, 12-5941-82, 1:100
 anti-mouse Ly-6G/GR1 (RB6-8C5) APC-eFluor 780, ThermoFisher Scientific, 47-5931-82, 1:100

anti-mouse Ly-6G/GR1 (RB6-8C5) Brilliant Violet 421, BioLegend, 127627, 1:100
 anti-mouse CD4 (GK1.5) APC-eFluor 780, ThermoFisher Scientific, 47-0041-82, 1:100
 anti-mouse CD8a (53-6.7) APC-eFluor 780, ThermoFisher Scientific, 47-0081-82, 1:100
 anti-mouse JAK1 (413104) AF488, RND Systems, IC4260G, 1:100
 anti-mouse EBF1 (T26-818) PE, BDBiosciences, 565494, 1:100
 anti-mouse CD127/IL7R (A7R34) BV421, BioLegend, 135023, 1:100
 anti-mouse CD43 (S7) BV786, BDBiosciences, 740857, 1:100
 anti-mouse CD45R/B220 (RA3-6B2) PE-Cy7, BioLegend, 103222, 1:100
 anti-mouse CD184/CXCR4 (L276F12) PerCP-Cy5.5, BioLegend, 146509, 1:100
 anti-mouse CD74 (In-1) BUV395, BDBiosciences, 740274, 1:100
 anti-mouse CD98 (RL388) PE/Cyanine 7, BioLegend, 128124, 1:100
 anti-mouse CD117/cKit (2B8) PE/Cyanine 7, eBioscience, 25-1171-82, 1:100
 anti-GFP FITC, Rockland Antibodies, 600-402-215, 1:400
 GhostDye Red 780, Tonbo Biosciences, 13-0865, 1:1000

Validation

All antibodies used are commercially available antibodies validated by and used per manufacturer's instructions. Antibodies from ThermoFisher, Biolegend, eBioscience, RND Systems, Rockland and Tonbo Biosciences validate antibodies for specificity with cell lines, primary cells using relevant controls across multiple immunoassays for functional application validation. All antibodies used were subject to quality control from all vendors.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

All animals used were bred and housed in specific pathogen-free facilities at the University of Minnesota and Washington University in St. Louis and animal experiment protocols were approved by Institutional Animal Care and Use Committees (IACUC 2010-38515A and IACUC 1904-36975A). All of the animals used were 6- to 12-week old C57BL/6J males and females with appropriate age- and sex-matched controls. Specifically, the two wild-type mice used for the single-cell RNA-seq experiment were C57BL/6J males, CD45.2, and 8-week-old mice. The mice used for assessing B cells that were potentially excluded from analysis due to flow sorting gating scheme, were C57BL/6J males, CD45.2, that were 7-10 weeks old. The JAK1 and EBF1 flow experiment was performed with C57BL/6J male and female mice, CD45.1 and CD45.2, that were 7 weeks old. The Ybx3^{-/-} phenotyping experiments were performed with C57BL/6J male and female mice, CD45.2, and 6-12 weeks old. Myc-GFP mouse experiments were performed with C57/BL6 male and female mice, CD45.2, that were 8-10 weeks old. The Ybx3^{-/-} mice were graciously provided by Dr. Timothy Ley at Washington University in St. Louis and have been previously described³⁶. Myc-GFP reporter mice were obtained from The Jackson Laboratory. All animals were housed in a dark/light cycle of 14 hrs/10 hrs. Light cycle was from 6AM to 8 PM. Ambient temperature was at 72°F with a humidity ranging from 30-40%.

Wild animals

This study did not involve wild animals

Field-collected samples

This study did not involve field-collected samples

Ethics oversight

Animal experiment protocols were approved by Institutional Animal Care and Use Committees at the University of Minnesota

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

For flow cytometry and cell sorting experiments, bilateral femurs and tibias were harvested from mice. Bones were flushed with 1X PBS with 2% fetal bovine serum (FBS), 0.1% sodium azide and 0.5 mM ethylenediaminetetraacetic acids, pH 7.4. The cells were filtered through a 70 µm mesh, centrifuged at 350 x g for 5 minutes and then incubated for 5 minutes with 5 mL of ACK lysis buffer for red blood cell lysis. Cells were then washed and centrifuged at 350 x g and subsequently resuspended for cell counting on a hemocytometer (Fisher Scientific) and staining.

Instrument

Fortessa, Aria II

Software

FlowJo (10.7.1)

Cell population abundance

Representative sorting data is present in Supplementary Figure 1. To keep the purity of B cells, we used a dump gate which included antibodies against CD11c, Ter119, NK1.1, Ly6G, CD4, CD8, and Live/dead and gated on B220+Dump- cells. B220

Gating strategy

+Dump+ cells were 3.5%. As some B cells can express CD11c or Ly6G, we evaluated the B cells that were excluded in this analysis from this sorting scheme, which ranged from 1-3% ((Supplementary Fig. 1b)

For the single-cell RNA-sequencing experiment, lymphocytes were identified by SSC-A vs FSC-A, then singlets with FSC-H, FSC-W and SSC-H and SSC-W. Singlets were then gated on B220-Pacific Blue positive cells and negative for Dump-APCef780 (CD11c, Ter119, NK1.1, Ly-6G, CD4, CD8a). Cells were then sorted on CD43+ and CD43- as shown in Figure 1. For YBX3 ^{-/-} phenotyping, Hardy fractions were used to assess B cell development stages (Rumfelt et. al, 2006). In short, cells were gated on SSC-A vs FSC-A for lymphocytes then singlets were gated on SSC-A vs SSC-W. Cells were then gated on CD43+ vs CD43-. The CD43+ fraction was divided into Fraction A (CD24-BP1-), B (CD24+BP1-), and C (CD24+BP1+) using CD24 and BP1. The CD43- population was subdivided into Fraction D (B220lowIgM-), E (B220lowIgM+), and F (B220highIgM+). For Myc-GFP mouse characterization, cells were gated accordingly as shown in Supplementary Figure 5. In short, cells were gated on SSC-A vs FSC-A for lymphocytes then singlets were gated on SSC-A vs SSC-W. Cells were then gated on GhostRed780 (Live/dead) negative population for live cells. Cells were subsequently gated on CD43+CD19+IgM-MYC GFP+ population and evaluated for EBF1 expression, and cKIT expression

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

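RNA and surface proteins were measured in single bone marrow cells of 2 wild-type mice, 8 weeks old. Cells negative for the Dump antibodies and positive for B220 were sorted as CD43-positive and CD43-negative at equal numbers, 20000 per mouse, after staining with a hashtag antibody for each mouse and with CITE-seq antibodies against B220, CD19, CD93, CD25, IgM, and CD43. The mice are the replicates, and both carry every cluster.

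The deposited RNA values are counts of UMIs per gene and cell, which the authors made with Cell Ranger 3.1.0 and the mm10 reference of 10x Genomics (3.0.0). The authors kept droplets with more than 300 genes and genes seen in more than 3 droplets, removed the top 0.5% of cells by mitochondrial share, and used the hashtags (HTODemux) to remove doublets and assign cells to mice, with 1 file for each mouse. A further set of deposited RNA values is the natural log of 1 plus the UMI count that the authors had corrected with SCTransform (Seurat 3.0.3.9039, R 3.6.1). The deposited antibody values are counts per marker and cell, and the natural log of 1 plus that count over a constant for each marker, which the authors computed as Seurat's centered log ratio. These were used without the centering and scaling that the paper applied for its figures.

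The files held 7454 cells and 14003 genes, with 3902 cells and a median of 3582.5 UMIs in mouse 1 and 3552 cells and a median of 3471 UMIs in mouse 2. Cluster names are the paper's own. Its source data, as printed, name 1998 of these cells (1004 and 994 in the 2 mice), the first in barcode order, and all of these barcodes were found in the files with the same Vpreb1 and Igll1 values. Unless stated otherwise, results rest on these cells, so clusters hold fewer cells than in the paper. Names were extended to all cells from the 15 nearest named neighbours (cosine, 30 principal components of 2000 variable genes). In 10-fold cross-validation this gave back 87.9% of names, and 83.2% in a space made without the 801 genes that the paper names or the fixed lists hold. The extended names were used for the CD93 comparison, split at the median within each mouse, and for mature B cells with Apoe.

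UMI counts were summed over the cells of each cluster and mouse and tested in edgeR 4.0.16 (R 4.3.3) with TMM scaling, filterByExpr, and quasi-likelihood F tests, with all clusters in the fit to share an estimate of the spread and without the mouse as a term. The CD93 comparison was fitted on its own. Adjusted p-values are Benjamini-Hochberg over all tested genes, 6570 genes in the cluster comparisons and 6133 in the CD93 comparison, at a threshold of 0.05. The comparisons were pre-pro B against cycling pro-B cells, pro-B against the other B-lineage clusters (pre-pro B cells included), PreBCRd against the other B-lineage clusters, against cycling pro-B cells, and against PreBCRi I, PreBCRi I against II, recombining against cycling clusters, mature against immature and cycling against other immature B cells, and mouse 2 against mouse 1. The last sets 1 animal against 1, with clusters in place of replicates, so its calls do not measure the spread between animals. Plasma cells and the high-mitochondrial cluster were left out of the other clusters. The standard error of a log2 fold change is its size over the square root of the F statistic. CPM is UMIs scaled to the effective library total of a cluster and mouse, and a gene without counts was given a floor of 3 counts. The fit was tested on simulated data with the library sizes of the real clusters. Before its change, each gene had the same mean in all clusters. Changed genes were drawn from those with a mean of at least 20 CPM. The rates that follow therefore do not cover sparser genes or clusters of unlike composition. Of genes changed 1.5-, 2-, and 4-fold it found 35.8%, 86.6%, and 98.5% for PreBCRd against PreBCRi I, 16.4%, 50.8%, and 83.3% for pre-pro B against cycling pro-B cells, 16.4%, 44.8%, and 89.4% for mature against immature B cells, and 12.1%, 40.3%, and 87.9% for CD93-high against CD93-low cells, so small changes in the smaller clusters were often missed.

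The 37 fixed gene lists were tested as wholes with limma 3.58.1 (camera) at a preset correlation of 0.01 and with an estimated correlation, and members that passed were counted over all tested genes and with adjustment over the list alone. Whether a recombination difference depended on stage was tested as an edgeR interaction, chosen after the files were seen. Shares of cells carry exact 95% Clopper-Pearson intervals, which cover counting error only, and are given as measured and after each cell was drawn down to 1500 UMIs. Ratios of UMIs per cell carry 95% intervals from the spread over cells, by a normal approximation on the log ratio. Cell cycle phase was the highest of 3 module scores (24 expression bins, 43 control genes for each gene), or G0/G1 where all were negative. CD43-high cells lay above 0.924 normalized units, the midpoint of the medians of pre-pro B and mature B cells, and CD25-high cells above the 95th percentile of pro-B VDJ cells (0.706 and 0.891). Antibody and transcript were compared by the area under the ROC curve for pairs of clusters fixed in advance. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, and matplotlib 3.10.9.

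Genes were named by a rule fixed in advance: every gene the paper names for a comparison, the 10 largest rises and 10 largest falls past the threshold with the same sign in both mice and at least 50 CPM in the higher group, and up to 4 members of each list with the largest changes and at least 20 CPM. Values in Supplementary Data 1 and 2 had been seen before.

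Sums of the same mouse come from one animal, which is where the pairing comes from. Over 66 pairs of clusters and 2481 genes the correlation of their deviations from the cluster means had a median of 0.086 (-0.242 to 0.23) and was over 0.1 in 22 pairs. The alternatives tried were the mouse as replicate block, DESeq2 1.42.0, its size factors within edgeR, no filter on low counts, extended names in either space, cells thinned to 1500 UMIs, each mouse left out, other boundaries for CD43, CD93, and Apoe, other cells in the comparison groups, scores without Mki67 and Myc, raw antibody counts, and log-normalized counts. Genomic coordinates were not used, doublets were not called again, and lists with 1 measured gene were not named.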

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

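Among the tests below, the interaction of stage and recombination, the comparison of Igkc with Jchain UMIs per cell, and the share of pre-pro B cells rich in plasmacytoid dendritic cell RNA were chosen only after the data they bear on had been seen.

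Il7r and Rag2 answered to recombination differently at the pro-B and the pre-B stage. Il7r was higher in pro-B VDJ than in cycling pro-B cells (log2 fold change 0.73) but lower in the mean of kappa and lambda pre-B cells than in PreBCRi cells (-0.38), a gap of 1.12 log2 units (edgeR interaction, BH-adjusted p = 6.34e-05) that was 1.15 and 1.13 in mouse 1 and mouse 2. The lower pre-B mean rests on lambda pre-B cells (164 and 260.4 CPM), since kappa pre-B cells held 643 and 518 CPM against 507 and 468 in PreBCRi I. Rag2 rose with recombination more at the pro-B stage (1.85) than at the pre-B stage (0.36), a gap of 1.48 (edgeR interaction, BH-adjusted p = 0.0279; 1.92 and 0.95 in the 2 mice). In all, 315 of 6570 tested genes had a recombining against cycling difference that differed between these stages, and 33 of them passed in opposite directions. The paper does not report a test of this difference.

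Antigen presentation and quiescence genes, which the paper does not discuss as groups, were lower in PreBCRd than in the mean of the other B-lineage clusters. That mean includes immature and mature B cells. There 11 of 11 MHC class II genes were lower, such as Cd74 (-2.93, SE 0.16) and H2-DMa (-2.71, SE 0.26) (limma camera BH-adjusted p = 0.016 with an estimated correlation), as were 14 of 16 quiescence genes, such as Btg1 (-2.55, SE 0.13) (limma camera BH-adjusted p = 8.61e-04 with an estimated correlation). Cycling pro-B cells were about as low in Cd74, with 1.63 and 1.31 of every 10000 UMIs against 1.36 and 1.20 in PreBCRd. Per cell PreBCRd held more, 3.33 and 2.84 Cd74 UMIs against 1.98 and 1.58. Recombining clusters stood opposite: 12 of 16 quiescence genes were higher than in cycling clusters, such as Txnip (2.42, SE 0.14) and Btg2 (2.41, SE 0.15) (limma camera BH-adjusted p = 5.52e-04 with an estimated correlation), and 14 of 17 interferon-stimulated genes, such as Rtp4 (2.05, SE 0.59) and Ddx58 (1.95, SE 0.33) (limma camera BH-adjusted p = 0.0174 with an estimated correlation). Pre-pro B cells exceeded cycling pro-B cells in 8 of 11 MHC class II genes, such as H2-DMb1 (3.87, SE 0.42), in 6 of 6 conventional dendritic cell genes, and in 14 of 25 chemokine and cytokine receptor genes, such as Cxcr3 (6.15, SE 1.30) and Gpr183 (6.55, SE 1.07), each list past its test as a whole (limma camera BH-adjusted p = 0.00297 with an estimated correlation, 5.47e-05, and 0.00788). Each named gene moved the same way in both mice. Cxcr3 did not pass in DESeq2 (BH-adjusted p = 0.4815), nor Gpr183 at 1500 UMIs per cell (edgeR BH-adjusted p = 0.0638).

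Granule genes of neutrophil and monocyte precursors stood out among CD93-high pre-pro B cells, which held 1816 UMIs of Elane, Mpo, Prtn3, and Ctsg, 1495 of them in mouse 1 and 321 in mouse 2, against 12 and 61 among CD93-low cells. In each mouse 3 CD93-high cells carried 10 or more of these UMIs, as did 2 CD93-low cells of mouse 2 and 0 of mouse 1. The gate of the sort excluded cells bound by an antibody against Ly6G (Gr1), which neutrophils carry. The paper does not mention such cells.

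Ebf1, Cd79a, Cd79b, and Il7r took a smaller share of all UMIs in PreBCRd than in PreBCRi I. Counted per cell, Ebf1 UMIs in PreBCRd were 1.04 (0.887 to 1.22) and 1.06 (0.875 to 1.28) times and Cd79a UMIs 1.19 (0.994 to 1.42) and 1.20 (1.01 to 1.42) times those in PreBCRi I (95% intervals from the spread over cells), so for these genes the larger RNA content of PreBCRd cells may account for the whole drop against PreBCRi I. Cd79b, at 0.773 (0.634 to 0.942) and 0.737 (0.606 to 0.898) times, was lower per cell in both mice, which dilution alone does not allow, and Il7r, at 0.751 (0.592 to 0.953) and 0.939 (0.725 to 1.22) times, cannot be told apart from dilution because the interval of mouse 2 spans 1. Against cycling pro-B cells, PreBCRd held fewer UMIs per cell of Ebf1 (28.56 and 28.25 against 42.56 and 34.68) and Cd79a (19.63 and 21.05 against 22.66 and 24.57). Dilution alone would not lower UMIs per cell, but no interval was computed for these values. PreBCRd cells as doublets of other clusters would lie between their parts. The 5 genes tested (Nrgn, Ybx3, Slc7a5, Slc3a2, and Myc) all lay above the highest other B-lineage cluster in both mice. The paper names them for PreBCRd in these same cells, which made that count likely from the start. Intervals were apart in both mice for Ybx3 alone (3.34 (3.00 to 3.71) against 1.61 (1.33 to 1.92) and 3.25 (2.91 to 3.61) against 1.93 (1.53 to 2.40) per 10000 UMIs), so what argues against doublets rests on 1 gene. No biological explanation was tested, since the samples hold no condition that changes pre-BCR signaling.

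Igkc UMIs were seen in nearly every PreBCRi I cell. Drawn down to 1500 UMIs, 95% (90 to 98) and 93.3% (87.7 to 96.9) of PreBCRi I cells held one, but so did 84.6% (69.5 to 94.1) and 76.5% (62.5 to 87.2) of pre-pro B cells, whose kappa locus is not rearranged, so at least part of the signal may be free RNA. UMIs of a constant region gene do not show whether its locus was rearranged, so Igkc made by pre-pro B cells themselves stays open. Plasma cell RNA alone is argued against by the ratio of Igkc to Jchain UMIs, 28.9 (23.5 to 35.4) and 30.3 (24.7 to 37.2) in PreBCRi I against 7.32 (6.27 to 8.55) and 6.53 (5.74 to 7.44) in plasma cells (95% intervals from the spread over cells), at least 3.94 times higher in each mouse. Pre-pro B cells also lay above plasma cells, at 16.0 (10.5 to 24.3) and 13.1 (8.53 to 20.0), so the ratio leaves free RNA of other cells, kappa pre-B cells among them (37.8 (29.7 to 48.2) and 26.3 (19.4 to 35.6)), open. Igkc UMIs per cell were 1.93 (1.28 to 2.92) and 1.93 (1.46 to 2.56) times those of pre-pro B cells and Jchain UMIs 1.07 (0.674 to 1.70) and 0.833 (0.540 to 1.28) times, with intervals that overlap in mouse 1 (the lower Igkc ratio being 1.932), so free RNA and Igkc made by the cells cannot be told apart there. No biological explanation was tested.

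Plasmacytoid dendritic cell genes were high in the cluster called pre-pro B cells, a name the paper gave from its RNA and surface proteins. A separate minority of dendritic cells is argued against, since after thinning to 1500 UMIs 82.1% (66.5 to 92.5) and 70.59% (56.2 to 82.5) of the cells held 5 or more UMIs of the list, against 0 of 62 and 0 of 60 cycling pro-B cells. The UMIs of this list and of EBF1-activated genes had a Spearman rho of -0.04173 and 0.152 in the 2 mice. The rule set beforehand asked for 0 or higher in both mice to count against a minority. With mouse 1 below 0 and a median of 4 EBF1-activated UMIs per cell, rho does not decide. That most of the cluster are dendritic precursors is left open. The gate of the sort excluded cells bound by an antibody against CD11c. The list was lower in CD93-high than in CD93-low cells (median log2 fold change -0.965, limma camera BH-adjusted p = 5.98e-24 with a preset correlation), but with an estimated correlation it did not pass (adjusted p = 0.331). The rule set beforehand asked for both, so it was not met. Camera sets a list against other genes and does not test whether its members are lower at all. UMIs of the list ran against CD93 protein, with a Spearman rho of -0.444 and -0.271 in the 2 mice with extended names. Among the named cells rho was -0.334 and -0.199, and no interval was computed. No biological explanation was tested.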

How the results depend on the processing

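Counts of genes that passed, gene list calls, the share of cycling cells, the CD43-high share among them, and the share of mature B cells with Apoe moved with the processing, and the IgM difference between Apoe-positive and other mature B cells reversed under 1 alternative. Leaving out the cells with granule genes, the paper's threshold for the CD93 comparison, and both alternatives to the interaction of stage and recombination, were chosen after seeing the data.

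Counts of genes higher and lower rose when more cells were summed and fell when cells were thinned. With cell names extended to all cells, 929 and 862 became 1924 and 1739 for pre-pro B against cycling pro-B cells, 726 and 516 became 1547 and 1860 for pro-B against the other clusters, 1869 and 1485 became 3015 and 2908 for PreBCRd against the other clusters, 793 and 624 became 1639 and 1665 for PreBCRd against cycling pro-B cells, 1235 and 1221 became 2172 and 2289 for PreBCRd against PreBCRi I, 250 and 97 became 690 and 458 for PreBCRi I against PreBCRi II, 1633 and 1629 became 2918 and 2771 for recombining against cycling clusters, 312 and 159 became 855 and 581 for cycling against other immature B cells, 286 and 169 became 682 and 706 for mature against immature B cells, and 10 and 17 became 39 and 63 for mouse 2 against mouse 1. When the named and listed genes were left out of the space used for extending the names they were 1924 and 1755 for pre-pro B against cycling pro-B cells, 1551 and 1750 for pro-B against the other clusters, 3046 and 2908 for PreBCRd against the other clusters, 1673 and 1669 for PreBCRd against cycling pro-B cells, 2203 and 2347 for PreBCRd against PreBCRi I, 691 and 407 for PreBCRi I against PreBCRi II, 2793 and 2682 for recombining against cycling clusters, 809 and 558 for cycling against other immature B cells, 665 and 727 for mature against immature B cells, and 35 and 57 for mouse 2 against mouse 1. Extending puts more cells in each sum, which raises power by construction. Thinned to 1500 UMIs per cell, which leaves fewer UMIs and fewer tested genes, they were 239 and 184 for pre-pro B against cycling pro-B cells, 201 and 150 for pro-B against the other clusters, 392 and 326 for PreBCRd against the other clusters, 118 and 133 for PreBCRd against cycling pro-B cells, 240 and 398 for PreBCRd against PreBCRi I, 99 and 27 for PreBCRi I against PreBCRi II, 706 and 547 for recombining against cycling clusters, 84 and 96 for cycling against other immature B cells, 180 and 105 for mature against immature B cells, and 9 and 6 for mouse 2 against mouse 1. Without a filter on low counts mouse 2 against mouse 1 gave 18 and 35, PreBCRi I against II 62 lower, and CD93-high against CD93-low cells 224 and 147 against 90 and 83 with it. DESeq2 gave 38 and 31 for CD93, 79 lower in cycling immature, 110 lower in mature B cells, and 6 lower in mouse 2. Among cells called S phase, PreBCRi I against II gave 87 and 15. For CD93 the cells with the paper's names alone gave 2 and 0 (206 genes at an unadjusted p under 0.05 in edgeR, DESeq2 not run on them), the mouse as replicate block 139 and 127, a split by the CD93 share of all antibody counts 20 and 33, and the paper's stricter threshold 3 and 2. Apart from cell number and thinning, the cause was not tested. DESeq2 moved the share of called genes that were higher from 66.2 to 80.7% in cycling immature B cells and from 37.0 to 53.9% between the mice.

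The genes that differed among stages went from 4715 to 8263 with extended names, and those whose recombination difference depended on stage from 315 to 1083. Gene list calls fell from 162 to 93 of 341 tests with an estimated correlation. Extended names and the replicate block were not applied to the lists of the CD93 comparison. In the other list tests extended names made 22 calls and lost 5, and the replicate block made 9 and lost 1.

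The share of cycling cells went from 39% to 47.0% after thinning, 40.7% with Mki67 and Myc out of the scores, and 44.5% on log-normalized counts. CD43-high cells made up 47.2% of cycling cells, and 70.2% with the median of all cells as boundary. Clusters whose shares had intervals apart between the mice went from 0 to 1 with extended names. Mature B cells with Apoe went from 39.5% to 25.0% when 2 UMIs were asked for. Their IgM minus that of other mature B cells, -0.179 normalized units, reversed to 0.0389 in the cells with the paper's names alone, where mouse 1 gave -0.0825 and mouse 2 0.160, and their CD43 went from 0.208 to 0.267. Thinning took PreBCRi I cells with Igkc from 100% to 94.2% and lambda pre-B cells with Iglc1 from 98.7% to 95.6%, by construction.

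Of the named genes that passed, 1 reversed. Pax5 in PreBCRd against the other clusters (-0.46) lay between -0.86 and 0.044 with one mouse left out. A fit without one mouse has no residual degrees of freedom, so it gives fold changes and no test, and 654 of them kept their direction. Values that did not pass changed sign for Pax5 against cycling pro-B cells (0.09, to -0.05 and -0.03 with extended names), Il7r in pre-pro B cells (0.16, to -0.15 thinned and -0.10 without mouse 2), and, in PreBCRi I against II, Cd44 (0.06, to -0.20 with extended names, -0.13 in S phase cells, and -0.38 without mouse 1) and Cxcr4 (-0.07, to 0.12 with extended names, 0.32 thinned, 0.0016 with no filter, and 0.007 without mouse 2). The other settings kept direction and side of the threshold for most named genes: DESeq2 305 (losing 23), edgeR with DESeq2 size factors 311 (losing none), the replicate block 326 (losing none), no filter 317 (losing 7), extended names 304 (losing 1), thinning 202 (losing 42), and S phase cells 16 (losing 14). The calls lost in DESeq2 were Cenpf, Ctsl, Elane, H2-Aa, Ifitm2, Klk1, Mpo, and Myb (CD93-high against CD93-low cells), Il12a (cycling against other immature B cells), Cr2, Ebf1, Il2rg, and Myb (mature against immature B cells), Ikzf1 and Il21r (PreBCRd against cycling pro-B cells), Ifi27l2a, Mki67, and Pclaf (PreBCRi I against PreBCRi II), and Ccr2, Cxcr3, Cxcr4, Il16, and Mycl (pre-pro B against cycling pro-B cells), with no filter Il2rg (mature against immature B cells), Il21r (PreBCRd against cycling pro-B cells), Il7r, Jak1, and Pax5 (PreBCRd against the other clusters), Actg1 (PreBCRi I against PreBCRi II), and Cxcr4 (pre-pro B against cycling pro-B cells), and with plasma and high-mitochondrial cells among the others Bcl2l1 and Pax5 (PreBCRd against the other clusters). Thinning lost Aurkb, Ctcf, Ezh2, and Il12a (cycling against other immature B cells), Blk, Cd22, Cd72, Ifitm2, Ikzf1, Ikzf3, Il12a, Il16, and Klf2 (PreBCRd against cycling pro-B cells), Foxo1, S1pr4, and Tnfrsf13c (PreBCRd against PreBCRi I), Hck, Itgb7, Jak1, Jun, Pax5, S1pr1, and Socs1 (PreBCRd against the other clusters), Actg1, Ctcf, Hes1, Tagln2, Tuba1a, Tyms, and Wdr76 (PreBCRi I against PreBCRi II), Cxcr4, Gpr183, Il16, Ndufs5, Pax5, Slc16a1, and Srm (pre-pro B against cycling pro-B cells), and Cd22, Cd38, Il12a, Il16, and Klf2 (pro-B against the other clusters), and S phase cells Actg1, Arl5c, Ctcf, Dnajc7, Ezh2, Fbxo5, Ifi27l2a, Mki67, Pclaf, Rtn4, Tagln2, Tmsb10, Tuba1a, and Wdr76 (PreBCRi I against PreBCRi II). In the CD93 comparison the paper's own cells kept 4 (losing 9) and the split by CD93 share 7 (losing 9). The replicate block changed no other call of a named gene than those of Bok, Ikzf1, and Ighm given with their results. The comparison of the mice was not run with a mouse left out, since that leaves nothing to compare, and raw antibody counts rank the cells of each marker as the normalized values do, so that alternative could move no separation. On simulated data 40.3% of genes changed by 2-fold were found in the CD93 comparison and 86.6% in PreBCRd against PreBCRi I. The cause of that gap was not tested.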

Differences from the paper's values

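In the comparisons of genes below the paper's test took cells as replicates, while the tests here took 2 mice, and the paper's groups held all of its cells while most groups here held only the cells whose names its source data print.

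Fold changes of CD93-high over CD93-low pre-pro B cells were smaller here than the paper's, which its source data label as log2. For Ebf1 the paper's value is 2.095, and here it was 0.85 from mean normalized values (0.59 on the natural log scale) and 1.41 in edgeR. For Vpreb3 the paper's value is 1.688, and here it was 0.35 from mean normalized values (0.24 on the natural log scale) and 1.07 in edgeR. For Vpreb1 the paper's value is 1.62, and here it was 0.39 from mean normalized values (0.27 on the natural log scale) and 0.97 in edgeR. For Cd24a the paper's value is 1.361, and here it was 0.0673 from mean normalized values (0.047 on the natural log scale) and 0.40 in edgeR. For Chchd10 the paper's value is 1.156, and here it was 0.21 from mean normalized values (0.15 on the natural log scale) and 0.54 in edgeR. Of the alternatives set before the data were examined, only the cells with the paper's own names brought values within the larger error. These were 1.75, 1.01, and 0.74 from mean normalized values for Ebf1, Vpreb3, and Vpreb1, and 1.67 and 1.51 in edgeR for Vpreb3 and Vpreb1. The values from mean normalized values rest on mouse 1, with 1.78, 1.28, and 1.09 on the natural log scale in mouse 1 against 0.567, 0.130, and -0.0908 in mouse 2 for Ebf1, Vpreb3, and Vpreb1, and this spread widens the error they are held to. In edgeR that setting still differed for Ebf1 (2.36), and for Cd24a and Chchd10 it still differed both from mean normalized values (0.20 and 0.32) and in edgeR (0.50 and 0.74). DESeq2, the mouse as replicate block, no filter on low counts, and a split by the CD93 share of all antibody counts still differed for all 5 genes, as did leaving out cells with granule genes, which was chosen after seeing the values.

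Marker tables of the paper label their fold change as log2, but its values match those computed here on the natural log scale. Over 3611 gene and cluster pairs the slope of the paper's value on the natural log value was 0.98 (1.02 with extended names), and the median absolute difference was 0.0268 against 0.182 on the log2 scale, with the same sign for 100% of pairs. Only some named genes of PreBCRd, pre-pro B, and cycling pro-B cells were compared one by one on the natural log scale. Of these, Nrgn, Tyrobp, Clec12a, Cd7, Runx2, Bst2, Bok, Vpreb1, and Igll1 lay within the SD between mice, and 4 genes differed by more. In PreBCRd these were Ybx3 (paper 0.961, here 1.01) and Myc (paper 0.536, here 0.572), and with names extended to all cells, an alternative set before the data were examined, both still differed (0.905 and 0.491). In pre-pro B cells they were Irf8 (paper 1.9, here 1.94) and Tcf4 (paper 1.38, here 1.36), and extended names brought both within that SD (1.88 and 1.38).

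The legend of Fig. 2d says that no gene was lower in CD93-high pre-pro B cells, while 83 were lower here at a BH-adjusted p below 0.05. At the threshold the paper states (Bonferroni-adjusted p of 0.01 or less and a log2 fold change of at least 0.25), applied here after the values were seen, 2 were lower, Bst2 (-0.90) and Rnase6 (-1.14), and 3 higher, Ebf1, Hmgb2 (0.91), and H2afz (0.74), which drops Vpreb3 and Vpreb1. At the BH threshold the cells with the paper's own names alone gave 0 lower and 2 higher, DESeq2 31 lower and 38 higher. The paper lists Cd24a and Chchd10 as higher in these cells, and neither passed here (edgeR BH-adjusted p = 0.222 and 0.0886). Chchd10 passed with no filter on low counts (0.58, edgeR BH-adjusted p = 0.0413) and under the split by CD93 share (0.86, edgeR BH-adjusted p = 0.0178). It also passed with granule gene cells left out (0.61, edgeR BH-adjusted p = 0.0375), which was chosen after seeing the values and dropped none of the paper's 3 genes that passed before. Cd24a passed under no setting.

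The paper reports Bok in pro-B cells as a whole. Against the other B-lineage clusters Bok did not pass (2.40, edgeR BH-adjusted p = 0.0561), with 69.5 and 59.3 CPM in cycling pro-B and 0 and 6.02 in pro-B VDJ cells. It passed with the mouse as replicate block (edgeR BH-adjusted p = 0.0471), with extended names (0.0069, and 0.0152 when these were made without named or listed genes), with no filter (0.0364), with plasma and high-mitochondrial cells among the others (0.0289), and in DESeq2 (BH-adjusted p = 0.00789). In cycling pro-B cells alone the paper's marker value for Bok, 0.372, lay close to the 0.373 found here. With extended names it was 0.349, which differed by more than the SD between mice.

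Kit, Slc7a5, Cd300a, and Chdh, which the paper names as markers of their stage, had too few counts for a test in the named cells. They passed as higher under 3 alternatives set before the data were examined, given as log2 fold changes: Kit (2.86 and 3.05 with extended names, edgeR BH-adjusted p = 9.25e-10 and 2.79e-09, and 3.89 with no filter, 2.22e-06), Slc7a5 (2.95 and 2.95 with extended names, edgeR BH-adjusted p = 6.03e-15 and 1.51e-14, and 4.14 with no filter, 2.46e-14), Cd300a (5.70 and 5.76 with extended names, edgeR BH-adjusted p = 5.89e-10 and 3.08e-10, and 3.38 with no filter, 0.00894), and Chdh (6.32 and 6.38 with extended names, edgeR BH-adjusted p = 9.63e-11 and 1.44e-10, and 6.39 with no filter, 3.76e-04).

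The paper describes Ikzf1 as somewhat higher and Pax5 as little changed in PreBCRd. Against the other clusters Ikzf1 was lower without passing (-0.35, edgeR BH-adjusted p = 0.0656) and against cycling pro-B cells it was higher (0.69, edgeR BH-adjusted p = 0.0282), though not in DESeq2 (0.69, BH-adjusted p = 0.0723) or at 1500 UMIs per cell (0.31, edgeR BH-adjusted p = 0.833). Against the other clusters it passed as lower with the replicate block (edgeR BH-adjusted p = 0.0299), extended names (0.00148 and 4.09e-04), and DESeq2 size factors in edgeR (0.0469). Pax5 passed as lower against the other clusters (-0.46, edgeR BH-adjusted p = 0.0219) but not against cycling pro-B cells (0.09, edgeR BH-adjusted p = 0.841). It did not pass with no filter (edgeR BH-adjusted p = 0.0567), with plasma and high-mitochondrial cells among the others (0.147), or at 1500 UMIs per cell (0.468).

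The paper presents Nrgn as a gene that rises only in PreBCRd, and also reports that some PreBCRi cells keep it high. Here it did not pass between PreBCRd and PreBCRi I (0.24, edgeR BH-adjusted p = 0.263), nor under any alternative. Against the other clusters together Nrgn was higher (2.89, edgeR BH-adjusted p = 9.00e-26), and Ybx3, named beside it, was higher than in PreBCRi I too.

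The paper sees equal Mki67 in PreBCRi I and PreBCRi II, and Mki67 was higher in PreBCRi I here (0.66, edgeR BH-adjusted p = 0.00188). It did not pass in DESeq2 (0.66, BH-adjusted p = 0.0557), with the S and G2/M cells of PreBCRi II summed (0.53, edgeR BH-adjusted p = 0.0651), or among cells called S phase (0.69, 0.1595). The paper has PreBCRi cells begin to express Cd74 and Cd44. Cd44 did not pass against PreBCRd (-0.76, edgeR BH-adjusted p = 0.0994), though it passed as lower in PreBCRd with extended names (-0.83 and -0.84, edgeR BH-adjusted p = 1.63e-04 and 1.07e-04). As a share of all UMIs Cd74 was higher in PreBCRi I than in PreBCRd (-1.16) but stood at 1622 and 1160 CPM in pre-pro B cells already. Per cell, PreBCRi I held 3.24 and 3.25 Cd74 UMIs against 3.33 and 2.84 in PreBCRd.

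The paper says that CD43-positive cells made up most cycling cells and names no boundary. Cells above the boundary for high CD43 that was fixed in advance were 45.3% (40.3 to 50.4) and 49.1% (44.1 to 54.2) of cycling cells in the 2 mice. The median of all cells splits them equally, as the sort on CD43 was set to do. Cells above that median were 69.0% (64.1 to 73.6) and 71.4% (66.7 to 75.8) of cycling cells, a majority as in the paper. The paper describes mature B cells with Apoe as positive for both IgM and CD43. Their CD43 was higher than that of other mature B cells but their IgM lower (a mean difference of -0.179 normalized units), though it was 0.0389 higher among the cells with the paper's names alone. Cells high for both proteins were more frequent among them, at 5.97% and 9.55% against 2.58% and 4.40%.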

Other observations

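Of 17 interferon-stimulated genes 7 were lower in PreBCRd than in cycling pro-B cells and 0 higher (0 higher and 8 lower when adjusted over the list alone, limma camera BH-adjusted p = 0.00575 with an estimated correlation), with Isg15 (log2 fold change -3.23, SE 0.57, edgeR BH-adjusted p = 1.64e-05), Ifi27l2a (-2.41, SE 0.30, edgeR BH-adjusted p = 1.23e-08), and Rtp4 (-2.40, SE 0.55, edgeR BH-adjusted p = 7.18e-04) lower in both mice. Immediate early genes split, with Jun (-1.93, SE 0.28, edgeR BH-adjusted p = 6.70e-08) and Zfp36 (-1.74, SE 0.33, edgeR BH-adjusted p = 9.34e-06) lower in PreBCRd than in the other B-lineage clusters and the chaperone gene Hsph1 (1.92, SE 0.34, edgeR BH-adjusted p = 2.65e-06) higher, in both mice. Jun did not pass at 1500 UMIs per cell (-1.965, edgeR BH-adjusted p = 0.104). Of 10 immediate early and stress genes 2 were higher and 5 lower (2 higher and 6 lower when adjusted over the list alone).

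S1pr1 (log2 fold change 3.03, SE 0.23, edgeR BH-adjusted p = 4.40e-17) and Ltb (3.00, SE 0.14, edgeR BH-adjusted p = 6.92e-25) were higher in recombining than in cycling pro-B and pre-B clusters, in both mice. S1pr1 guides lymphocyte exit from the marrow and Ltb encodes lymphotoxin beta. Of 25 chemokine and cytokine receptor genes 13 were higher in recombining clusters and 0 lower (13 higher and 0 lower when adjusted over the list alone, limma camera BH-adjusted p = 0.0325 with an estimated correlation). Genes shared with plasma cells moved too, 10 of 18 higher and 0 lower (limma camera BH-adjusted p = 0.00187 with an estimated correlation), Jchain (1.36) among them. Free RNA from plasma cells can reach every droplet, so the rise of Jchain does not show that these cells make it.

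Ahnak (log2 fold change 5.16, SE 0.38, edgeR BH-adjusted p = 1.07e-16), Bcl2 (3.61, SE 0.33, edgeR BH-adjusted p = 2.08e-13), Card11 (3.07, SE 0.63, edgeR BH-adjusted p = 1.24e-04), Sell (2.89, SE 0.21, edgeR BH-adjusted p = 6.68e-17), and Klf2 (2.68, SE 0.24, edgeR BH-adjusted p = 1.26e-13) were higher in pre-pro B than in cycling pro-B cells, in both mice. Bcl2 blocks apoptosis, Card11 relays antigen receptor signals, and Klf2 and Sell belong to the trafficking program of resting lymphocytes. Of 14 mature B cell genes 6 were higher and 0 lower (limma camera BH-adjusted p = 0.00885 with an estimated correlation). Of 42 replication histone genes 27 were lower and 0 higher, such as Hist1h3i (-2.85, SE 0.45) (limma camera BH-adjusted p = 0.0166 with an estimated correlation), although the pre-pro B cells were compared with cycling cells, which sets that direction.

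Transcripts encoded in the mitochondrial genome were slightly lower in pro-B cells than in the mean of the other B-lineage clusters, 12 of 13 lower and 0 higher, with mt-Nd2 (log2 fold change -0.48, SE 0.066, edgeR BH-adjusted p = 3.95e-08) and mt-Nd4 (-0.37, SE 0.06, edgeR BH-adjusted p = 2.25e-06) as examples, in both mice. As a whole this list passed at a preset correlation (limma camera BH-adjusted p = 5.34e-07) but not with an estimated correlation (adjusted p = 0.145). Cells with the highest mitochondrial share had been removed by the authors.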
